# Genetic tuning of retinal ganglion cell subtype identity to drive visual behavior

**DOI:** 10.1038/s41467-025-63675-w

**Published:** 2025-09-30

**Authors:** Marcos L. Aranda, Jacob D. Bhoi, Omar A. Payán Parra, Seul Ki Lee, Tomoko Yamada, Yue Yang, Tiffany M. Schmidt

**Keywords:** Retina, Cell type diversity

## Abstract

The distinct blend of molecular and cellular features that define neuronal subtype identity are central to shaping how individual subtypes impact animal behavior. The diversity of the mammalian nervous system is vast — the retina alone contains over 100 neuronal subtypes. Yet, the genetic processes giving rise to this stunning structural and functional diversity remain poorly understood. Here, we uncover a graded expression pattern of the transcription factor BRN3B that tunes and maintains multiple, subtype-defining transcriptional and morphophysiological features of the melanopsin-expressing, intrinsically photosensitive retinal ganglion cells (ipRGCs) in mice. Disruption of BRN3B expression levels causes the transcriptional and morphophysiological identity of ipRGC subtypes to begin to converge, leading to dysfunction in multiple ipRGC-dependent behaviors. These findings show that graded levels of a single transcription factor can tune a diverse array of features to shape neuronal identity and circuit function to drive behavior.

## Abstract (web summary)

This study reveals that graded expression of the transcription factor BRN3B fine-tunes the identity and function of melanopsin-expressing ipRGC subtypes in the retina. Altering BRN3B levels disrupts subtype-specific features and visual behaviour.

## Introduction

Light information from the retina is relayed by more than 40 types of retinal ganglion cells (RGCs) to more than 40 brain regions to mediate conscious visual perception and subconscious, non-image forming functions^1–5^. Each RGC type exhibits unique morphophysiological properties, projections, and roles in behavior^6–8^. However, the cellular mechanisms that give rise to this stunning diversity of RGC structure and function are unknown. The melanopsin (*Opn4*)-expressing, intrinsically photosensitive retinal ganglion cells (ipRGCs) are a class of RGC that play a key role driving both subconscious, non-image forming behaviors such as circadian photoentrainment and the pupillary light reflex as well as contrast sensitivity for conscious visual perception^9–14^. Different ipRGC subtypes (M1–M6) selectively drive these behaviors, with each subtype characterized by a distinct complement of morphophysiological properties and melanopsin expression levels^14^. Together, these subtype-defining features form a representative subsample of the broad array of morphophysiological features, projections, and roles in behavior that combine to define all RGC types, making ipRGCs a compelling system for elucidating the mechanisms that drive RGC diversity^3,8^. In this paper, we identify a graded expression pattern of a single transcription factor that is critical for tuning multiple, subtype-defining transcriptional and morphophysiological features of ipRGC identity to shape their individual functions in diverse visual behaviors.

## Results

### BRN3B regulates ipRGC transcriptional identity

BRN3B (*Brn3b*/*Pou4f2*) is a transcription factor important for RGC specification in early embryonic development^15^. Notably, BRN3B expression is present in newly postmitotic ipRGCs and persists into adulthood, suggesting it may play yet unidentified roles in ipRGC development and function^16^. We therefore assessed how the removal of BRN3B from ipRGCs impacts gene regulation in these cells. Since ipRGCs constitute only ~0.01% of all retinal cells, we took advantage of the translating affinity purification (TRAP) approach to characterize ipRGC gene expression^17^. 

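Translating ribosome affinity purification (TRAP) recovers the mRNA that is bound to tagged ribosomes, so that RNA of a rare cell type can be read from whole tissue. Here the ribosomal protein RPL22 carried an HA tag that is made only in cells with Cre recombinase, and Cre was expressed from *Opn4*, the melanopsin gene. The first experiment held 8 libraries from the retinas of mice at postnatal day 60, with 2 replicates each of the HA immunoprecipitate (IP) and of the total lysate RNA (input, 1.5% of the lysate) from *Rpl22* HA retinas and from control retinas without the HA tag. The Methods state that both retinas of an animal were combined and give the replicates as biological, and the sample labels describe each of these libraries as a pool of male and female mice. Counts summed over 4 Y-linked genes were 332 and 370 in the *Rpl22* HA IPs and 140 and 135 in their inputs, but 7 and 0 in the control IPs and 0 and 0 in the control inputs. The X-inactivation RNA *Xist* was at 8.10 and 11.5 CPM in the *Rpl22* HA IPs and at 116 and 168 in the control IPs. In the inputs the gap was smaller, with *Xist* at 4.18 and 4.72 CPM in *Rpl22* HA and at 11.1 and 7.66 in control retinas. The Y-linked counts in the control libraries go against their labels, so comparisons with the control IPs, the selection of transcripts included, cannot be separated from sex. The libraries were made with Smart-seq3, read as 37 bp paired ends and aligned to mm10 by the authors, who deposited whole-number counts for each Ensembl transcript. Total counts were 12588592 and 13573350 in the *Rpl22* HA IPs, 8608939 and 8465626 in the *Rpl22* HA inputs, 10141659 and 14512132 in the control IPs and 2332612 and 7446108 in the control inputs, so the control inputs carried the least depth. Many transcripts of one gene have nearly equal counts, so a count of transcripts is larger than a count of genes, and transcripts were never summed. From these counts, normalization by TMM and a quasi-likelihood test in edgeR over all 4 groups compared the *Rpl22* HA IPs with their inputs. After the paper's Methods, a transcript was tested only if its mean normalized count was higher in the *Rpl22* HA IPs than in the control IPs, which left 21834 transcripts of 7669 genes out of 45189 that passed the filter on low counts. Because this selection uses the same IP libraries, it moves the balance of enriched against depleted transcripts. The threshold was that of Supplementary Fig. 1, an absolute log2 fold change over 1 with an adjusted p under 0.05.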

We crossed transgenic, *Opn4*^*Cre*^ mice, which selectively express Cre-recombinase in ipRGCs, with mice conditionally expressing *Rpl22*^*HA*^ in a Cre-dependent manner^18^. 

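Transcripts of retinal ganglion cells (RGCs) and of cones were enriched in the *Rpl22* HA IPs over the inputs, and transcripts of rods, bipolar cells, amacrine cells, Müller glia, microglia and blood vessels were depleted. *Tbx20*, a T-box transcription factor, stood at 38.8 ± 3.91 normalized CPM in the IPs and at 0.690 ± 0.159 in the inputs (counts scaled to the size of each library; SD, n = 2 each). Its log2 fold change was 5.77 (standard error 0.338, adjusted p = 1.31e-10 from edgeR). *Spp1*, which encodes osteopontin, rose from 20.0 ± 1.28 to 606 ± 9.50 CPM (SD, n = 2 each). This is a log2 fold change of 4.92. *Pou4f2*, the gene of BRN3B (chromosome 8, 78433010 to 78436645, minus strand, mm10), rose from 2.54 ± 1.04 to 52.0 ± 5.98 CPM (SD, n = 2 each). That is a log2 fold change of 4.34 (standard error 0.325). *Eomes*, the gene of the ipRGC transcription factor TBR2, and *Prph*, which encodes peripherin, had log2 fold changes of 3.83 and 4.63. *Penk*, which encodes a precursor of opioid peptides, was among the most depleted, at 2.42 ± 0.389 CPM in the IPs and 35.6 ± 0.480 in the inputs (SD, n = 2 each).
Lists of cell type genes were written before the data were examined and tested over all transcripts that passed the filter on low counts, without the selection against the control IPs. Of 16 pan-RGC genes, 15 were enriched and 1 was depleted at an adjusted p under 0.05 from edgeR (15 and 1 when adjusted over the list alone), with a median log2 fold change of 2.46. The single depleted member was *Pou4f3*, a relative of *Pou4f2*, at −1.29 (adjusted p = 0.0189 from edgeR), and *Sncg*, which encodes γ-synuclein, was at 3.53. The call for Pou4f3 in Rpl22-HA IP over input, all transcripts, was lost by DESeq2 (adjusted p = 0.0599) and by edgeR without *Rpl22* HA IP replicate 1 (0.0506), IP replicate 2 (0.0644) or input replicate 2 (0.225), with adjusted p values of 0.00423 to 0.225 over 13 alternatives. Of 12 ipRGC marker genes 8 were enriched (8 when adjusted over the list alone), among them *Adcyap1*, the gene of the peptide PACAP, at 3.15, and 4 of 4 alpha RGC genes were enriched (4 when adjusted over the list alone), with a median of 3.33. Of 14 cone genes 13 were enriched (14 when adjusted over the list alone), with a median of 3.03, and *Arr3*, the cone arrestin, was at 3.43. Among 13 rod genes 12 were depleted and 1 was enriched (12 and 1 when adjusted over the list alone), with a median of −1.45. The lists of bipolar cells (11 of 11 depleted), amacrine cells (11 of 12), Müller glia and astrocytes (11 of 11), microglia (6 of 8) and vascular cells (8 of 9) had medians of −1.85, −2.55, −2.90, −3.09 and −2.16, with the same numbers when adjusted over each list alone. By camera, a competitive gene set test from limma, these 10 lists passed at adjusted p values of at most 7.97e-05 with a preset correlation, and they passed with an estimated correlation at 0.0174 or below. The list of retinal pigment epithelium (6 of 8 depleted, 6 depleted and 1 enriched when adjusted over the list alone, median −2.45) gave an adjusted p of 0.000228 by camera and an adjusted p = 0.0712 with an estimated correlation.
In total 2308 transcripts were enriched and 1780 were depleted, which is 884 and 590 genes when the transcript with the highest mean count stands for its gene. When the enrichment in the control IPs over their inputs was subtracted, 1701 of the enriched transcripts (73.7%) were still higher at an adjusted p under 0.05 from edgeR. All enriched transcripts had been selected as higher in the *Rpl22* HA IPs than in the control IPs. This tilts the contrast upward, so the share is not independent support. Among all 45189 transcripts that passed the filter on low counts, 9310 were higher in this contrast. Of the enriched transcripts, 155 passed the threshold of enrichment in the control IPs over the control inputs as well. Without the selection against the control IPs the numbers were 6179 enriched and 3269 depleted. The number depleted was 1145 without *Rpl22* HA IP replicate 1, 1076 without *Rpl22* HA IP replicate 2 and 1167 by DESeq2, as counts of transcripts depleted in the Rpl22-HA IP over input.

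**Figure D1:**
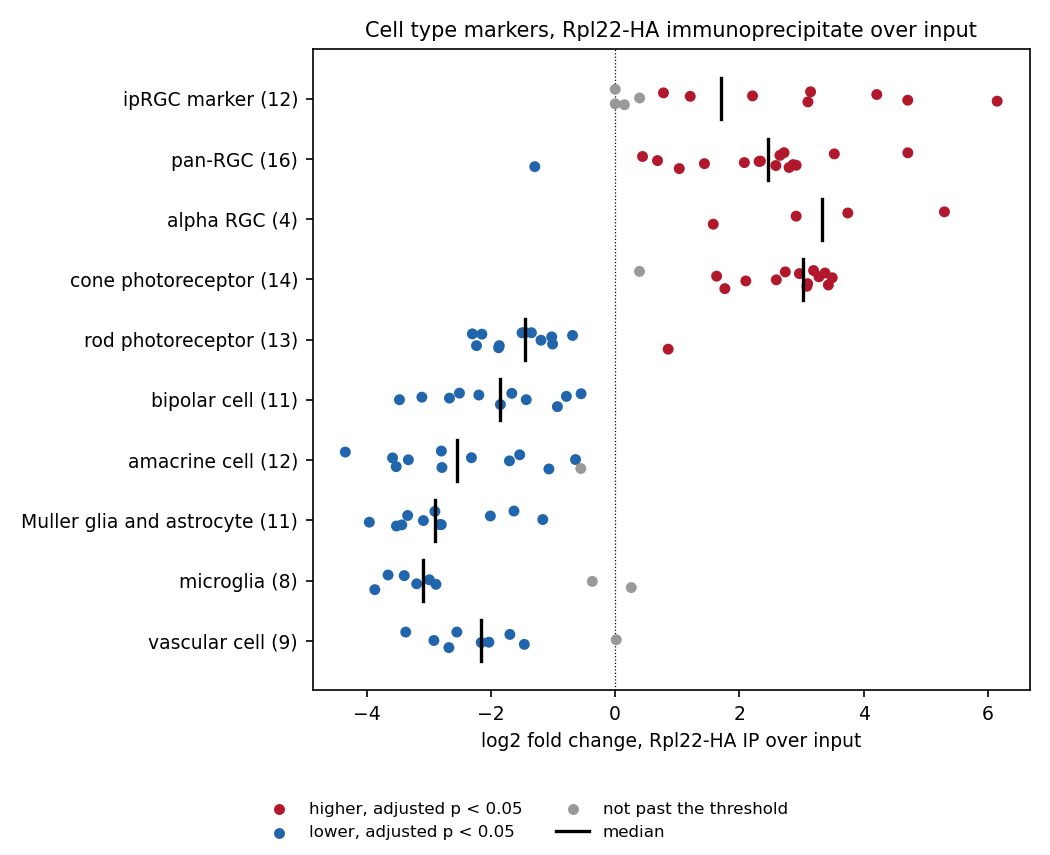
Log2 fold change of cell type genes between the *Rpl22* HA IPs and their inputs (horizontal axis, n = 2 libraries each), with one point per gene, one row per list and the number of genes in brackets. Red and blue points are genes higher and lower at an adjusted p under 0.05 from edgeR, grey points are the others and black bars are list medians, which run from 3.33 for alpha RGC genes to −3.09 for microglia.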

Purification and sequencing of mRNA bound to HA-*Rpl22* labeled ribosomes revealed 2326 transcripts enriched in ipRGCs compared to in the total retina (Supplementary Fig. 1). We next generated a BRN3B conditional knockout (Brn3bcKO) animal (*Opn4*^*Cre*^*; Brn3b*^*cKOAP/cKOAP*^) to eliminate BRN3B from postmitotic ipRGCs^15^. Developmentally, mRNA for *Brn3b* and the mature RGC marker *Rbpms* are detectable at embryonic day (E) 12.5 in retinal sections, around the time that ipRGCs exit the cell cycle and become postmitotic (Supplementary Fig. 2)^19,20^. Importantly, *Opn4* mRNA expression is not detectable until E15.5, indicating that *Opn4*-dependent excision of the *Brn3b* gene occurs well after ipRGCs have become postmitotic (Supplementary Fig. 2). Using mRNA fluorescent in situ hybridization (FISH), we confirmed that the *Brn3b* expression found in control retinas is absent in ipRGCs of adult Brn3bcKO retinas (Supplementary Fig. 3). 

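*Pou4f2*, which encodes BRN3B and is the gene removed by Cre in Brn3bcKO ipRGCs, was counted in every library of the second experiment. Its normalized CPM was 48.8, 66.0, 75.5 and 82.9 in control replicates 1 to 4 and 27.2, 40.0, 49.4 and 48.9 in Brn3bcKO replicates 1 to 4, from raw counts of 476, 610, 1036 and 887 and of 235, 333, 593 and 677. The group means were 41.4 ± 10.4 CPM in Brn3bcKO and 68.3 ± 14.7 in control IPs (SD, n = 4 each). On the log2 scale, the fold change was −0.72 (standard error 0.199, adjusted p = 0.0453 from edgeR), with overlapping libraries. The counts cover the whole transcript and do not separate the part that the conditional allele removes. The paper's Discussion also describes the excision of the gene as imperfect. The source of the remaining counts was not tested. The call was lost in 10 of 21 alternative settings, with adjusted p values from edgeR and DESeq2 between 0.00202 and 0.231, among them each setting without 1 library other than control replicate 1 (for Pou4f2 in Brn3bcKO, 0.0545 without Brn3bcKO replicate 4 to 0.152 without control replicate 4).
These 8 libraries are HA IPs from retinas at postnatal day 60 of 4 control and 4 Brn3bcKO mice, all carrying *Opn4* Cre and *Rpl22* HA, with 3 males and 1 female in each group by the sample labels and no input libraries among the files used here. They were prepared, aligned and counted as in the first experiment. Total counts ran from 12994498 to 18772081 (median 13763511) in control and from 13024792 to 20350881 in Brn3bcKO libraries, a similar depth in both groups. The table was tested separately from the first, with TMM and the quasi-likelihood test of edgeR, over the 21198 transcripts of 7480 genes that passed the filter on low counts and the selection of the first experiment, at an adjusted p under 0.05 with no fold threshold. The paper states that cones also carried the HA tag and that it normalized fold changes of ipRGC-enriched genes by the change in the number of HA-labelled ipRGCs relative to HA-labelled cones. That step needs cell counts from images and is not part of the deposited counts, so the values here are not corrected by it.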

We then crossed the Brn3bcKO mouse line with the conditional *Rpl22*^*HA*^ line and performed TRAPseq using retinas from Brn3bcKO (*Opn4*^*Cre*^*; Brn3b*^*cKOAP/cKOAP*^*; Rpl22*^*HA*^) and control (*Opn4*^*Cre*^*; Brn3b*^*+/+*^*; Rpl22*^*HA*^) littermates. We identified 1360 transcripts that were differentially expressed in ipRGCs upon knockout of BRN3B (Fig. 1A, Supplementary Datasets 1 and 2), with similar numbers of upregulated and downregulated genes, suggesting that BRN3B regulates the expression of a large group of genes in ipRGCs. 

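Transcripts of cone photoreceptors were higher in Brn3bcKO than in control IPs, while part of the genes of RGCs, calcium-binding proteins and several channel families were lower. All 14 cone genes were higher at an adjusted p under 0.05 from edgeR (14 when adjusted over the list alone), with a median log2 fold change of 1.05. *Pde6h*, which encodes the inhibitory subunit of the cone phosphodiesterase, stood at 2027 ± 145 normalized CPM in Brn3bcKO and at 817 ± 258 in control IPs (SD, n = 4 each). The log2 fold change was 1.31 (standard error 0.192, adjusted p = 0.00105 from edgeR), and *Pde6c*, the catalytic subunit of the same enzyme, was at 1.17. Of the 5 rod genes that passed the selection, 3 were higher (5 when adjusted over the list alone), among them *Gngt1*, the γ subunit of rod transducin, at 0.76. Of 15 pan-RGC genes, 6 were lower (8 when adjusted over the list alone), with a median of −0.45. *Sncg* stood at 603 ± 80.8 CPM in Brn3bcKO and 1255 ± 200 in control IPs (SD, n = 4 each). Its log2 fold change was −1.06 (adjusted p = 0.00112 from edgeR). Of 16 genes of calcium-binding proteins, 6 were lower (11 when adjusted over the list alone), with a median of −0.62. *Necab2*, a neuronal calcium-binding protein, was at 19.6 ± 3.04 and 117 ± 28.0 CPM (SD, n = 4 each). This is a log2 fold change of −2.58 (standard error 0.188, adjusted p = 6.05e-06 from edgeR). In the same list *Calb2*, which encodes calretinin, was at −1.93 and *Pvalb*, which encodes parvalbumin, was at −1.52. Among 6 nicotinic receptor subunits 2 were lower and 1 was higher (2 and 1 when adjusted over the list alone), with *Chrnb3* at −1.78 and *Chrnb4* at 1.14. The auxiliary sodium channel subunit gene *Scn4b*, at −0.99, was 1 of 2 lower among 6 genes of voltage-gated sodium channels (3 when adjusted over the list alone), and *Cacnb3*, an auxiliary calcium channel subunit, at −1.54, was 1 of 2 lower among 8 genes of voltage-gated calcium channels (2 when adjusted over the list alone). Of 9 heat shock genes 2 were higher (2 when adjusted over the list alone), including *Hspa1a*, an inducible chaperone of the Hsp70 family, at 0.93.
Over the 32 lists tested, camera gave adjusted p values with a preset correlation of 1.33e-23 for cones, 2.71e-11 for pan-RGC genes, 6.66e-16 for calcium-binding proteins, 0.00134 for sodium channels and 0.00107 for calcium channels, and these passed with an estimated correlation as well, at 0.0401, 0.0401, 0.00748, 0.0459 and 0.0454. Without the selection of the first experiment, 4 of these 5 calls were lost with an estimated correlation, at adjusted p values by camera of 0.0580 for cones, 0.0516 for pan-RGC genes, 0.0516 for sodium channels and 0.595 for calcium channels (0.372 with a preset correlation), and calcium-binding proteins were at 0.00840. The 32 lists include the 2 target lists of Supplementary Dataset 2, which the paper chose on these samples. Their small p-values ease the adjustment of the other lists. With the selection, the sodium and calcium channel calls at an estimated correlation depend on their inclusion. The lists of cell types, channels and proteins were written when the paper's values in Supplementary Dataset 1 had been seen. Their tests are therefore not blind to this experiment. Rod genes were at 4.49e-05 by camera with an adjusted p = 0.132 with an estimated correlation, nicotinic receptors at 0.00024 with an adjusted p = 0.0661 with an estimated correlation, and heat shock genes did not pass, at 0.0957. When the libraries were scaled to the transcripts that Fig. 1F labels all ipRGCs, a list whose choice is not given in the sources used here, every log2 fold change moved up by about 0.41. This is more than the size of the nicotinic and calcium channel medians (−0.23 and −0.34), whose signs turn there, and 3 pan-RGC genes were then lower. Without the selection of the first experiment 7 cone genes were higher and 3 pan-RGC genes lower. Over ipRGC-enriched transcripts alone (those enriched in the HA IPs of the first experiment, cone transcripts among them) 2 pan-RGC and 3 calcium-binding genes were lower. Without control replicate 3, control replicate 4 or Brn3bcKO replicate 2, 3 pan-RGC genes were lower. Over the alternative settings the adjusted p from edgeR and DESeq2 ran from 3.59e-05 to 0.0681 for *Gngt1*, from 5.71e-05 to 0.0629 for *Hspa1a* and from 0.000559 to 0.0653 for *Chrnb4*, each highest without the selection, and from 0.000926 to 0.0535 for *Scn4b*, highest with the all-ipRGC scaling, and without control replicate 3 it was 0.0532 for Chrnb4 in Brn3bcKO.

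**Figure D2:**
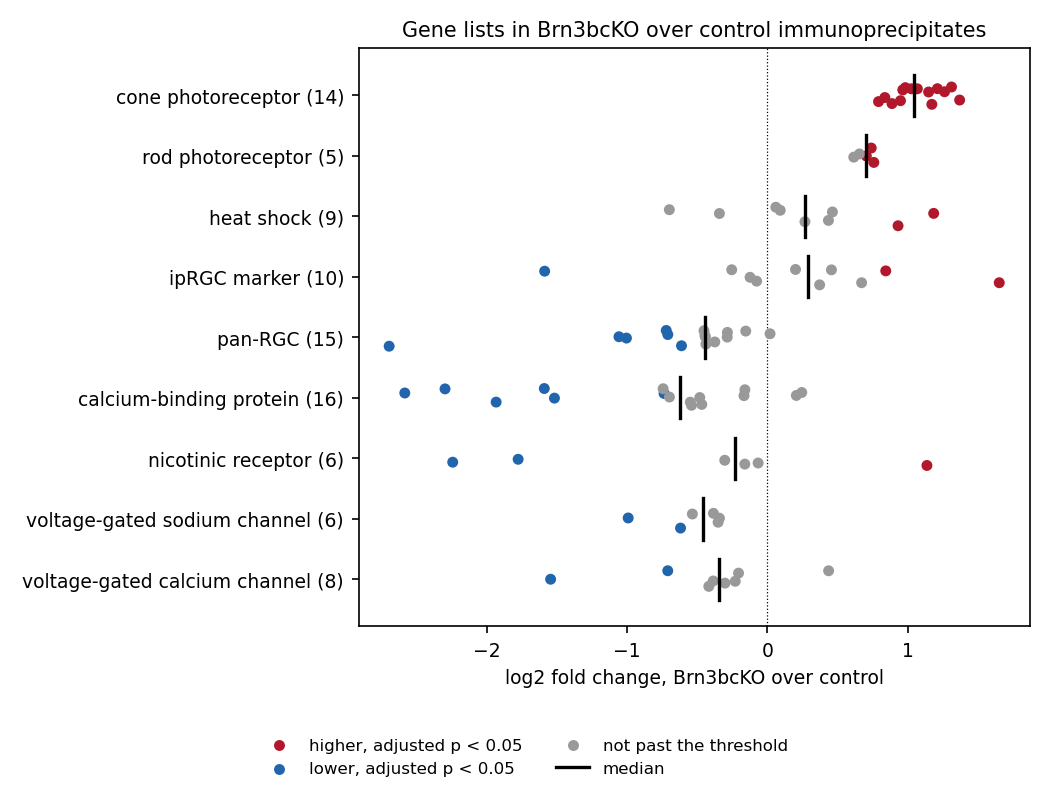
Log2 fold change between Brn3bcKO and control IPs (horizontal axis, n = 4 libraries each) for genes of 9 lists, with one point per gene and the number of genes tested in brackets. Red and blue points are genes higher and lower at an adjusted p under 0.05 from edgeR, grey points are the others and black bars are list medians, from 1.05 for cones to −0.62 for calcium-binding proteins, and scaling to the all-ipRGC list of Fig. 1F moves every point up by about 0.41.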

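In all, 595 transcripts were higher and 567 were lower in Brn3bcKO than in control IPs at an adjusted p under 0.05 from edgeR, so that 51.2% of the changed transcripts were higher. Counted as genes by the transcript with the highest mean count, 278 were higher and 222 lower, and 88 genes in each direction changed over 2-fold. Of the transcripts enriched in the HA IPs of the first experiment, 130 were higher, 346 were lower and 1823 did not pass the test, and of those depleted there 112 were higher, 4 were lower and 1411 did not pass. As genes, 58 higher and 141 lower among the 879 enriched genes gave an odds ratio of 0.152 for higher against lower, set against all other changed genes (two-sided Fisher's exact test, p = 1.92e-22), and 40 higher and 1 lower among the 490 depleted genes gave 37.0 (two-sided Fisher's exact test, p = 5.41e-10). Genes are the units of these tests and are not independent in the same libraries, so the p-values do not measure the spread between animals. The 4 Brn3bcKO libraries and the 4 control libraries did not overlap for 996 of the changed transcripts (85.7%), for 12.9% of all tested transcripts, and for 2.86% by chance. Among the genes with the largest changes, *Thrb*, which encodes the thyroid hormone receptor β of cones, stood at 393 ± 121 CPM in Brn3bcKO and 152 ± 53.6 in control IPs (SD, n = 4 each). That is a log2 fold change of 1.37 (adjusted p = 0.00301 from edgeR). *Tiam2*, an activator of the GTPase RAC, was at 8.41 ± 0.984 and 2.44 ± 0.893 CPM (SD, n = 4 each). On the log2 scale, the fold change was 1.81, and *Cpne4*, a calcium-dependent copine, was at −2.30. The balance depended on the scaling. With total counts alone 471 transcripts were higher and 742 lower, with scaling to the all-ipRGC list of Fig. 1F 6870 were higher and 229 lower, and over the ipRGC-enriched transcripts alone 240 were higher and 146 lower. For the ipRGC-enriched transcripts the all-ipRGC scaling turned the balance, to 328 higher and 140 lower. The set called ipRGC-enriched is all that was enriched in the HA IPs of the first experiment. It is not limited to ipRGCs, since 13 of 14 cone genes were enriched there too and all 14 were higher in Brn3bcKO. By DESeq2 924 transcripts were higher and 889 lower, and without the selection 190 and 323. Single libraries moved these counts as well. Counts of transcripts higher in Brn3bcKO and of transcripts lower in Brn3bcKO were 951 and 688 without control replicate 1, 222 and 243 without control replicate 3, and 314 and 301 without control replicate 4. They were 373 and 343 without Brn3bcKO replicate 2, 386 and 334 without Brn3bcKO replicate 3, and 417 and 377 without Brn3bcKO replicate 4. As genes (genes higher in Brn3bcKO, 1 transcript per gene, and genes lower in Brn3bcKO, 1 transcript per gene) they were 448 and 277 without control replicate 1, 109 and 103 without control replicate 3, 157 and 121 without control replicate 4, 182 and 137 without Brn3bcKO replicate 2, and 184 and 147 without Brn3bcKO replicate 3. Counts of ipRGC-enriched transcripts higher in Brn3bcKO and ipRGC-enriched transcripts lower in Brn3bcKO were 62 and 153 without control replicate 3 and 76 and 181 without control replicate 4. The lower ones were 217 without Brn3bcKO replicate 2 and 222 without Brn3bcKO replicate 3. From the number of transcripts changed and the similar numbers in each direction, the paper proposes that BRN3B regulates a large group of genes in ipRGCs.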

BRN3B binding^21^ was enriched at genes that were downregulated, but not upregulated, upon Brn3bcKO (Supplementary Fig. 4 and Supplementary Dataset 2), suggesting that BRN3B directly binds target genes for activation, while indirectly repressing other genes. 

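Of 39 transcripts that Supplementary Dataset 2 lists as downregulated BRN3B targets, 32 were lower in Brn3bcKO IPs at an adjusted p under 0.05 from edgeR (39 when adjusted over the list alone, and 19 without the selection of the first experiment), with a median log2 fold change of −0.85. *Kcnip4*, which encodes an auxiliary subunit of A-type potassium channels, stood at 27.6 ± 9.29 normalized CPM in Brn3bcKO and at 122 ± 32.5 in control IPs (SD, n = 4 each). The log2 fold change was −2.13 (standard error 0.249, adjusted p = 0.000211 from edgeR). Of 17 listed upregulated transcripts 5 were higher (17 when adjusted over the list alone, and 3 without the selection), with a median of 0.56. *Anp32e*, a chaperone of a histone variant, stood at 388 ± 63.6 and 169 ± 11.0 CPM (SD, n = 4 each). Its log2 fold change was 1.20 (standard error 0.148, adjusted p = 0.000307 from edgeR). *Osbpl3*, which encodes a sterol-binding protein, was at 1.69. In the same libraries *Cngb3*, a subunit of the cone cyclic nucleotide channel, was at 1.26. The paper chose both lists on these samples, so their direction and the counts adjusted over the list alone are not independent evidence. The BRN3B binding data, which the paper took from embryonic RGCs of another study, were not analysed here.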

By examining previous scRNAseq analyses of available datasets, we also found that differentially expressed genes identified in Brn3bcKO retinas often showed variable expression across ipRGC subtypes (Fig. 1B, C)^3^, raising the possibility that BRN3B may be linked to ipRGC subtype identity. Indeed, when we analyzed expression of BRN3B itself in the best-characterized ipRGC subtypes (M1, M2, and M4), we identified graded expression of BRN3B, with M1 ipRGCs expressing the least BRN3B, followed by increasing levels in M2 and then M4 cells (Fig. 1D).

**Fig. 1:**
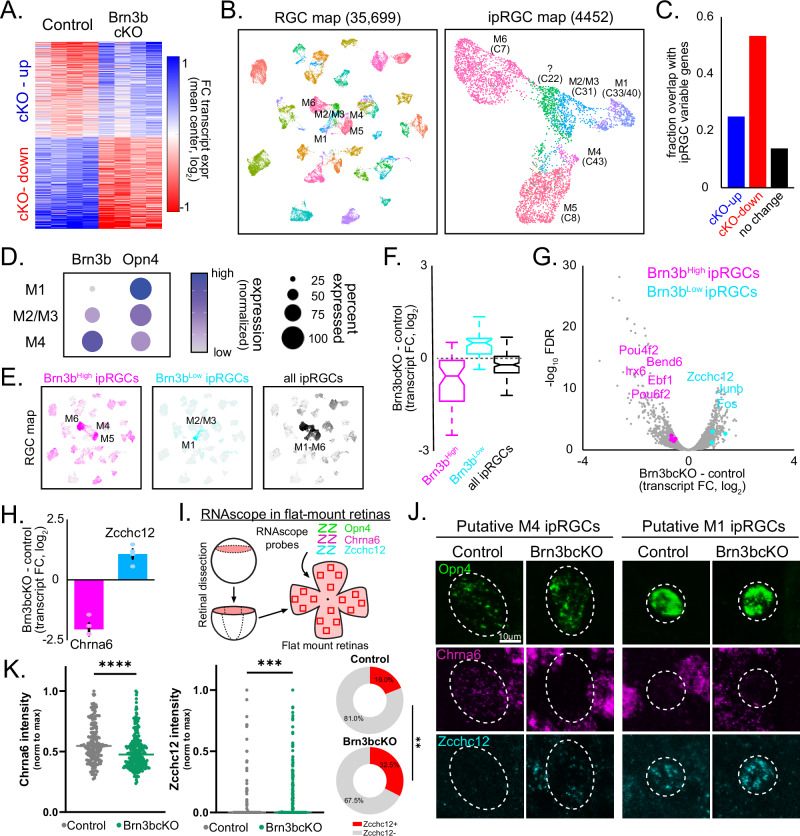
BRN3B confers molecular identity to ipRGC subtypes. **A** Differentially expressed transcripts in control and Brn3bcKO ipRGCs. **B** ipRGCs identified from publicly available scRNA-Seq profiles of RGCs^3^, re-analyzed using dimensionality reduction, and visualized with UMAP. Established genetic markers are used to annotate ipRGC subtypes. **C** Genes with increased and decreased expression in Brn3bcKO mice exhibited high variability in expression across ipRGC subtypes. **D***Brn3b* and *Opn4* mRNA levels in ipRGC subtypes. Relative expression of *Opn4* and *Brn3b* mRNA in M1, M2, and M4 ipRGCs in scRNA-Seq dataset^3^. **E** Top genes that were enriched in M4, M5, and M6 ipRGCs with high levels of *Brn3b* expression (Brn3b^High^) or in M1 and M2 ipRGC subtypes with low levels of *Brn3b* expression (Brn3b^Low^)^3^. **F** Brn3bcKO induces opposite effects on transcripts found in Brn3b^Low^ and Brn3b^High^ ipRGCs (*n* = 50,57,164 transcripts for Brn3b^High^, Brn3b^Low^,all ipRGCs). Box plots show median, quartiles (box) and range (whiskers). **G** Volcano plot of Brn3bcKO-induced changes in transcript expression using TRAP. Transcriptional regulators which define ipRGC subtypes and are dysregulated in Brn3bcKO are highlighted. (H) Brn3bcKO-induced changes in *Chrna6* and *Zcchc12* transcript expression using TRAP (*n* = 4 mice/group). Data show mean ± standard error. **I** Schematic representation of RNAscope in flat-mount retinas. **J** Representative RNAscope pictures in flat mount retinas showing *Chrna6* and *Zcchc12* mRNA expression in putative M4 and M1 ipRGCs (dashed ellipses) in control (*Opn4*^*Cre/+*^*; Brn3b*^*+/+*^) and Brn3bcKO mice. **K** Relative expression of *Chrna6* (*P* = 0.0001) and *Zcchc12* (*P* = 0.0002) mRNA in ipRGCs from control (gray, *n* = 183 cells) and Brn3bcKO (green, *n* = 242 cells) mice measured by RNAscope. Pie plots show an increased number of ipRGCs expressing *Zcchc12* mRNA in Brn3bcKO mice (*P* = 0.003). Source data are provided as a Source Data file. Lines are median values, **P < 0.01, ***P < 0.001, two-tailed Mann-Whitney U and Fisher’s exact tests.

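*Chrna6* fell and *Zcchc12* rose in Brn3bcKO IPs. *Chrna6* encodes the α6 subunit of nicotinic acetylcholine receptors and lies on chromosome 8 from 27403212 to 27413944 on the minus strand of mm10. Its normalized CPM was 175, 176, 250 and 173 in control replicates 1 to 4 and 26.5, 37.0, 57.8 and 42.1 in Brn3bcKO replicates 1 to 4. The means were 194 ± 37.5 and 40.9 ± 13.0 CPM (SD, n = 4 each). This is a log2 fold change of −2.24 (standard error 0.212, adjusted p = 2.2e-05 from edgeR). *Zcchc12*, which encodes a transcriptional coactivator with a zinc finger, lies on the X chromosome from 36195986 to 36199157 on the plus strand. Its CPM was 10.8, 10.4, 11.9 and 7.76 in control and 12.4, 19.3, 18.3 and 22.5 in Brn3bcKO replicates, with means of 10.2 ± 1.74 and 18.1 ± 4.22 CPM (SD, n = 4 each) and a log2 fold change of 0.83 (standard error 0.208, adjusted p = 0.028 from edgeR). For both genes every Brn3bcKO library lay outside the range of the control libraries. For *Chrna6* the call held in all 21 alternative settings, and control replicate 3, at 250 CPM, stood apart from the other control libraries. The call of Zcchc12 in Brn3bcKO was lost in 7 of 20 alternative settings (adjusted p values between 0.000725 and 0.121 from edgeR and DESeq2), among them the settings without control replicate 2, 3 or 4 (0.0567, 0.0505 and 0.0885) or without Brn3bcKO replicate 2, 3 or 4 (0.0675, 0.0629 and 0.0931).

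**Figure D3:**
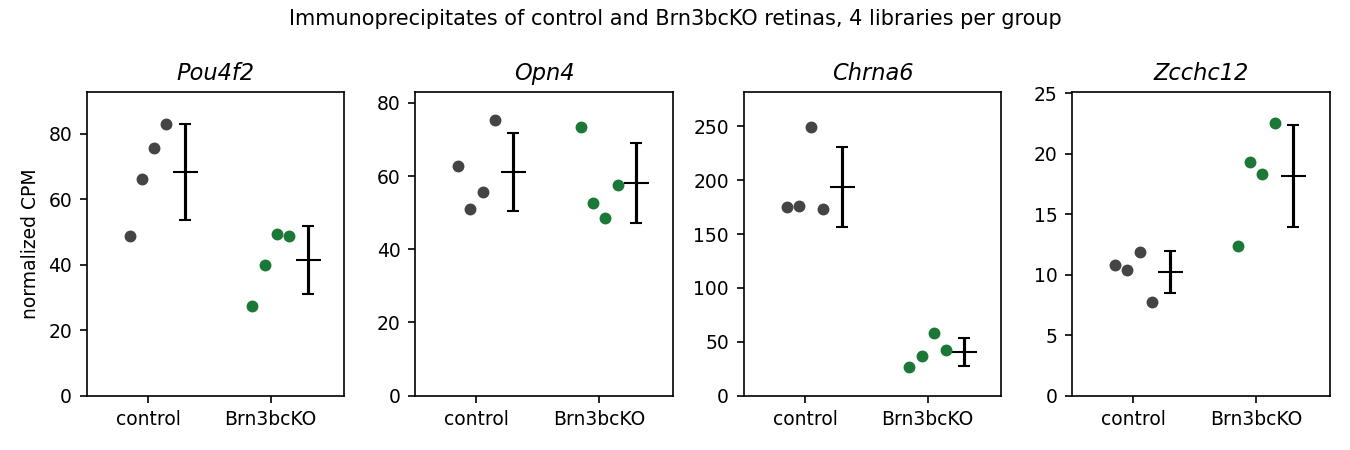
Normalized CPM (vertical axes, starting at 0) of *Pou4f2*, *Opn4*, *Chrna6* and *Zcchc12* in each of the 4 control IPs (grey points) and 4 Brn3bcKO IPs (green points), with bars for the mean ± SD. The groups overlap for *Pou4f2* and for *Opn4* (61.2 ± 10.6 CPM in control and 58.1 ± 10.9 in Brn3bcKO IPs) and do not overlap for *Chrna6* and *Zcchc12*.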

Given this differential expression of BRN3B, we next assessed whether BRN3B regulates the transcriptional programs that define ipRGC subtypes. We curated the top genes that were enriched in ipRGC subtypes with high levels of *Brn3b* expression (M4, M5, and M6 cells, Brn3b^High^) or in ipRGC subtypes with low levels of *Brn3b* expression (M1 and M2 cells, Brn3b^Low^) using scRNAseq analyses (Fig. 1E). Strikingly, we found that Brn3bcKO retinas showed decreased expression of genes enriched Brn3b^High^ ipRGCs, suggesting that BRN3B controls the transcriptional identity of M4, M5, and M6 ipRGCs. In addition, we found increased expression of genes enriched in Brn3b^Low^ ipRGCs, indicating that BRN3B negatively regulates the transcriptional identity of M1 and M2 ipRGCs (Fig. 1E, F). 

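Genes of the Brn3b High list were lower in Brn3bcKO than in control IPs. Of its 50 transcripts, which belong to 20 genes, 28 were lower at an adjusted p under 0.05 from edgeR (35 when adjusted over the list alone), and 13 of the 20 genes were lower by the transcript with the highest mean count. *Tmeff2*, a transmembrane protein with follistatin domains, stood at 10.0 ± 1.57 normalized CPM in Brn3bcKO and at 43.5 ± 9.09 in control IPs (SD, n = 4 each). That is a log2 fold change of −2.11 (standard error 0.19, adjusted p = 1.59e-05 from edgeR). *Tac1*, which encodes the precursor of substance P, was at 34.0 ± 11.8 and 117 ± 28.5 CPM (SD, n = 4 each). On the log2 scale, the fold change was −1.78 (standard error 0.224, adjusted p = 0.000377 from edgeR). *Cpne8*, a copine, was at −1.59 and *Grin2a*, an NMDA receptor subunit, at −1.30. The median log2 fold change was −0.78 over transcripts and −0.93 over genes. Set beside the mean of the control libraries, the list's median was between −0.11 and 0.12 in the control libraries and between −1.03 and −0.67 in the Brn3bcKO libraries. Camera gave an adjusted p of 1.12e-23 with a preset correlation and 0.00748 with an estimated correlation. In the list that Fig. 1F labels all ipRGCs, whose choice is not given in the sources used here, 41 of 164 transcripts (53 genes) were lower (66 lower and 1 higher when adjusted over the list alone), with a median of −0.41, an adjusted p of 1.25e-12 by camera and an adjusted p = 0.113 with an estimated correlation. In that list *Tbx20* stood at 16.6 ± 1.69 and 49.9 ± 3.98 CPM (SD, n = 4 each). The log2 fold change was −1.59, and *Parm1*, a mucin-like membrane protein, was at −1.36. Scored in the same way, the cone list was between −0.25 and 0.35 in the control libraries and between 0.90 and 1.19 in the Brn3bcKO libraries. The paper took the Brn3b High list from published single-cell RNA-seq of RGCs, as genes enriched in M4 to M6 ipRGCs. With libraries scaled to the all-ipRGC list of Fig. 1F the Brn3b High median was −0.37, and over ipRGC-enriched transcripts alone it was −1.39, where the all-ipRGC median was −0.17.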

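In the Brn3b Low list, 3 genes were higher in Brn3bcKO IPs, and most members were not past the test. *Gna14*, which encodes a G protein α subunit of the Gq family, stood at 8.78 ± 2.29 normalized CPM in Brn3bcKO and at 2.80 ± 0.623 in control IPs (SD, n = 4 each). Its log2 fold change was 1.65 (standard error 0.26, adjusted p = 0.00174 from edgeR). *Cdkn1c*, an inhibitor of cyclin-dependent kinases, was at 20.4 ± 5.77 and 9.41 ± 3.23 CPM (SD, n = 4 each). This is a log2 fold change of 1.12 (standard error 0.25, adjusted p = 0.0154 from edgeR), with overlapping libraries. *Zcchc12*, whose call was lost in 7 of 20 alternative settings, was the other gene past the test. These 3 genes account for the 8 of 57 transcripts that were higher at an adjusted p under 0.05 from edgeR (8 higher and 1 lower when adjusted over the list alone), and 49 transcripts did not pass. The median log2 fold change was 0.24 over the 57 transcripts and 0.27 over the 20 genes. The list did not pass camera, with an adjusted p of 0.0633 and an adjusted p = 0.247 with an estimated correlation, nor fry, a rotation test, with an adjusted p of 0.0631. Its median in the control libraries, set beside their mean, was −0.31, 0.03, 0.15 and 0.29, and in the Brn3bcKO libraries it was 0.20, 0.16, 0.33 and 0.28, so the groups overlapped. Of 10 ipRGC marker genes 2 were higher and 1 was lower (3 and 1 when adjusted over the list alone), namely *Gna14*, *Baiap3* and *Tbx20*, with a median of 0.29 and an adjusted p of 0.687 by camera. Of 12 genes of melanopsin phototransduction 1 was higher (1 when adjusted over the list alone), *Gna14*, with a median of 0.04. *Gngt2*, the γ subunit of cone transducin, was at 1.07 in the same libraries. The Brn3b Low list holds the genes that the paper found enriched in M1 and M2/M3 ipRGCs in the same single-cell data. Without the selection, 1 of its transcripts was higher, and the median was 0.13. Over the alternative settings the adjusted p from edgeR and DESeq2 ran from 0.000636 to 0.105 for *Cdkn1c* (for Cdkn1c in Brn3bcKO, 0.0681 without control replicate 3 and 0.0577 without Brn3bcKO replicate 4) and from 0.00157 to 0.2 for *Baiap3*. The call of *Baiap3* (log2 fold change 0.84, adjusted p = 0.0492 from edgeR) was lost in 13 of 20 settings, each single library left out among them (for Baiap3 in Brn3bcKO, 0.0569 without control replicate 4 to 0.125 without control replicate 2), and the Brn3b Low median was 0.65 with libraries scaled to the all-ipRGC list of Fig. 1F.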

Because groups of transcription factors often work in concert to orchestrate cell identity^22–24^, we also examined the full set of 11 transcription factors that exhibited graded expression across subtypes and marked Brn3b^High^ or Brn3b^Low^ ipRGCs. Of these, the expression of 8 were dysregulated upon Brn3bcKO (Fig. 1G), suggesting that BRN3B plays a key role in the transcriptional hierarchy that defines ipRGC subtypes.

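Of the transcription factor genes named in Fig. 1G, 4 were lower and 2 were higher in Brn3bcKO than in control IPs at an adjusted p under 0.05 from edgeR, and *Fos* did not pass. *Irx6*, an Iroquois homeobox gene on chromosome 8 (92674288 to 92680956, plus strand, mm10), stood at 61.9 ± 9.80 normalized CPM in Brn3bcKO and 101 ± 18.5 in control IPs (SD, n = 4 each). That is a log2 fold change of −0.71 (standard error 0.164, adjusted p = 0.0187 from edgeR). *Bend6*, which encodes a BEN domain repressor of Notch signalling on chromosome 1 (33852052 to 33907816, minus strand), was at 66.9 ± 4.91 and 97.4 ± 11.0 CPM (SD, n = 4 each). On the log2 scale, the fold change was −0.54 (standard error 0.137, adjusted p = 0.0308 from edgeR). *Ebf1*, which encodes an early B cell factor that also acts in neurons, on chromosome 11 (44617317 to 45008091, plus strand), was at 65.0 ± 19.4 and 106 ± 8.09 CPM (SD, n = 4 each). The log2 fold change was −0.70 (standard error 0.185, adjusted p = 0.0386 from edgeR). *Junb*, an immediate early gene of the AP-1 complex on chromosome 8 (84976910 to 84978718, minus strand), was at 56.9 ± 32.4 and 22.6 ± 9.12 CPM (SD, n = 4 each). Its log2 fold change was 1.34 (standard error 0.353, adjusted p = 0.0371 from edgeR) with overlapping libraries. *Fos*, the partner of *Junb* in AP-1, on chromosome 12 (85473890 to 85477273, plus strand), was at 42.6 ± 20.2 and 24.2 ± 10.3 CPM (SD, n = 4 each), with a log2 fold change of 0.82 (standard error 0.325, adjusted p = 0.165 from edgeR). *Irx6* and *Junb* lie within 20 Mb of *Pou4f2*, the targeted gene, on the same chromosome. *Pou4f2* and *Zcchc12* were lower and higher, with calls lost in 10 of 21 and 7 of 20 alternative settings.
Of 24 transcription factor genes of RGCs and ipRGCs on a list written before the data were examined, 7 were lower and 1 was higher (8 and 2 when adjusted over the list alone), with an adjusted p of 0.00785 by camera and an adjusted p = 0.248 with an estimated correlation. The paper's values in Supplementary Dataset 1 had been seen when this list was written. The median was −0.06, whose sign turns when libraries are scaled to the all-ipRGC list of Fig. 1F, and in the same libraries the cone list gave an adjusted p of 0.0021 by fry. *Pou4f1*, the gene of the related factor BRN3A, stood at 29.8 ± 7.24 and 59.8 ± 12.7 CPM (SD, n = 4 each) and was lower (standard error of the log2 fold change 0.195, adjusted p = 0.00664 from edgeR). The LIM domain gene *Lmo4* was at 79.3 ± 14.7 and 47.1 ± 4.96 CPM (SD, n = 4 each). This is a log2 fold change of 0.75. Over the alternative settings the adjusted p from edgeR and DESeq2 ran from 0.0024 to 0.163 for *Irx6*, from 0.00439 to 0.476 for *Bend6*, from 0.00988 to 0.235 for *Ebf1*, from 0.0024 to 0.149 for *Junb*, from 0.0107 to 0.405 for *Fos* and from 0.000182 to 0.107 for *Lmo4*, which was lost without the selection. Single libraries ended the calls of Irx6 in Brn3bcKO (0.069 without control replicate 4 and 0.0692 without Brn3bcKO replicate 2), Bend6 in Brn3bcKO (each library other than control replicate 1, 0.051 without Brn3bcKO replicate 4 to 0.105 without control replicate 3), Ebf1 in Brn3bcKO (each other than control replicate 1 and Brn3bcKO replicate 3, 0.0506 without Brn3bcKO replicate 4 to 0.109 without Brn3bcKO replicate 2) and Junb in Brn3bcKO (control replicates 2, 3 and 4 and Brn3bcKO replicates 1 and 4, 0.0504 without Brn3bcKO replicate 1 to 0.136 without Brn3bcKO replicate 4), and brought past the test Fos in Brn3bcKO (0.0316 without Brn3bcKO replicate 2), as adjusted p from edgeR.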

We further investigated gene regulation by BRN3B across individual ipRGCs using RNAscope. *Chrna6*, a BRN3B target gene encoding a subunit of the nicotinic acetylcholine receptor, is highly expressed in M4, M5, and M6 ipRGCs but shows only modest expression in subsets of M1 and M2/M3 ipRGCs in control retinas (Supplementary Fig. 1D). Knockout of BRN3B led to reduced *Chrna6* expression across all ipRGCs (Fig. 1H–K), consistent with our observations using TRAPseq. Conversely, *Zcchc12*, another BRN3B-regulated gene encoding a transcriptional activator, is expressed primarily in M1 ipRGCs in control retinas (Fig. 1G and Supplementary Fig. 1D). However, following knockout of BRN3B, we observed an increase in the number of ipRGCs expressing *Zcchc12*, including putative M4 ipRGCs (Fig. 1H–K). These findings suggest that BRN3B not only promotes the expression of certain target genes, but it also restricts the expression of other genes to specific ipRGC subtypes, such as M1 cells.

### BRN3B modulates melanopsin expression

Among the genes expressed in ipRGCs, the melanopsin-encoding gene *Opn4* is crucial for conferring intrinsic photosensitivity^9–12,25^. Moreover, *Opn4* expression varies across ipRGC subtypes, with M1 ipRGCs having the highest melanopsin levels, followed by M2, and then M4 cells, with graded expression levels opposite to that of BRN3B (Fig. 1D)^13,25,26^. The inverse relationship between BRN3B and *Opn4* expression across M1, M2, and M4 ipRGCs prompted the hypothesis that the transcription factor BRN3B regulates *Opn4*’s graded expression patterns across ipRGC subtypes. To test this idea, we quantified *Opn4* expression across individual ipRGCs in both retinal sections and retinal whole mounts of adult Brn3bcKO and control (*Opn4*^*Cre*^*; Brn3b*^*+/+*^) littermates using mRNA FISH. We observed a significant increase in *Opn4* mRNA expression in M1, M2, and M4 ipRGCs in Brn3bcKO retinal sections and flat mounts (Fig. 2A–C and Supplementary Fig. 5). We observed a similar increase in *Eomes* mRNA expression in Brn3bcKO mice, a known regulator of melanopsin expression^27,28^ (Supplementary Fig. 6). Immunohistochemical labeling for melanopsin in Brn3bcKO retinas likewise showed higher melanopsin expression, with increased proportions of ipRGCs expressing high levels of melanopsin (Fig. 2D–F). The total number of total ipRGCs and of individual ipRGC subtypes remained unchanged (Supplementary Fig. 5C and Supplementary Fig. 7C). These results indicate that BRN3B plays an important role in suppressing *Opn4* expression levels in ipRGCs.

**Fig. 2:**
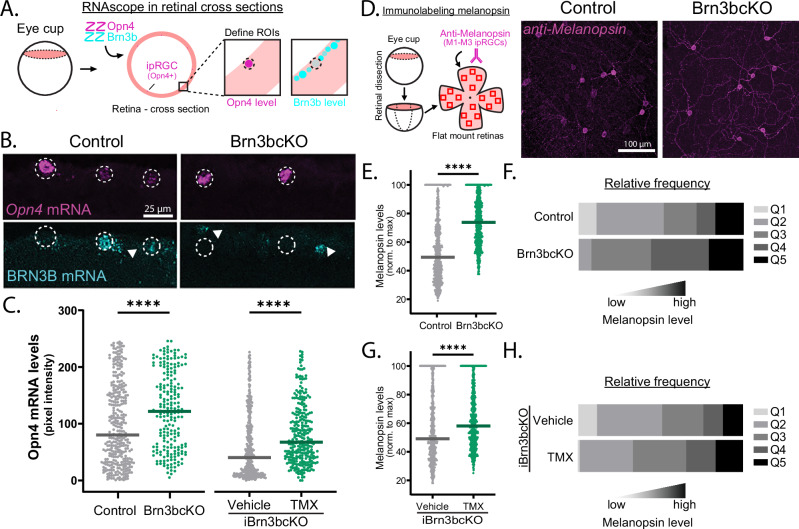
BRN3B represses melanopsin expression. **A** Schematic representation of the RNAscope retinal cross-sections protocol. **B***Opn4* and *Brn3b* mRNA expression in control (*Opn4*^*Cre/+*^*; Brn3b*^*+/+*^) and Brn3bcKO retinal sections. *Brn3b* mRNA expression is absent in Brn3bcKO ipRGCs (dashed ellipse) and still present in other RGCs (arrowheads). **C** (Left) *Opn4* mRNA levels are significantly increased in ipRGCs Brn3bcKO (green, *n* = 216 cells) compared to control (black, *n* = 336 cells) littermates (*P* = 0.0001). (Right) *Opn4* mRNA levels are increased in iBrn3bcKO (green, *n* = 288 cells) compared to control ipRGCs (black, *n* = 371 cells) (*P* = 0.0001). **D** (Left) Schematic representation of melanopsin immunolabeling in flat-mount retinas. (Right) melanopsin immunolabeling in ipRGCs of adult control and Brn3bcKO retinas. **E**, **F** melanopsin levels are increased in Brn3bcKO ipRGCs (**E**) (*n* = 600 cells/group, *P* = 0.0001), with an increased proportion of ipRGCs expressing high levels of melanopsin (**F**) (*n* = 600 cells/group). Q1–Q5: quintiles showing low (Q1) to high (Q5) melanopsin levels. **G**, **H** melanopsin levels are increased in iBrn3bcKO compared to control ipRGCs (**G**) (*n* = 800 cells in Vehicle; *n* = 761 in TMX, *P* = 0.0001), with an increased proportion of ipRGCs expressing high levels of melanopsin (**H**) (*n* = 800 cells in Vehicle; *n* = 761 in TMX). Source data are provided as a Source Data file. Lines are median values, ****P < 0.001, two-tailed Mann Whitney U test.

In addition to its developmental functions in shaping ipRGC features, BRN3B continues to be expressed in the adult retina, where it may continue to affect gene expression^16^. We therefore tested whether BRN3B regulates *Opn4* expression in ipRGCs beyond development by generating a tamoxifen (TMX)-inducible (i)Brn3bcKO line (*Opn4*^*CreERT2*^*; Brn3b*^*cKOAP/cKOAP*^) to remove BRN3B from ipRGCs during adulthood. TMX injection over five consecutive days into adult P60 iBrn3bcKO animals resulted in a significant reduction at P120 of *Brn3b* mRNA in ipRGCs compared to animals treated with vehicle control (Supplementary Fig. 8). Strikingly, *Opn4* mRNA levels were significantly increased in ipRGCs of P120 iBrn3bcKO animals compared to those of control littermates (Fig. 2C). Immunohistochemical labeling also showed an increased proportion of ipRGCs expressing high levels of *Opn4* protein upon TMX-induced knockout of BRN3B in adult animals (Fig. 2G, H). These data suggest that BRN3B is required for maintaining ipRGC subtype-specific *Opn4* expression in the adult retina. Collectively, these findings reveal that BRN3B fine-tunes the gene expression profiles of ipRGC subtypes to shape their identity during development and through adulthood.

### BRN3B is a central regulator of morphological features that define ipRGC subtypes

Cellular morphology is a key distinguishing feature of ipRGC subtypes, which we observed to also correlate with BRN3B expression levels. M4 ipRGCs express high levels of *Brn3b* and have large somata and large, complex dendritic arbors (Fig. 1D^12,29^). M1 ipRGCs, on the other hand, express low levels of *Brn3b* and have small somata and smaller, less complex dendritic arbors. M2 ipRGCs exhibit intermediate characteristics between M4 and M1 cells. Given the key roles of BRN3B in gene regulation associated with ipRGC identity, we next examined whether BRN3B shapes the morphology of ipRGC subtypes. We first compared the morphology of M4 and M2 ipRGCs in Brn3bcKO and control retinas, which both contain the *Opn4*^*Cre*^ allele, by intravitreally injecting a diluted, Cre-dependent AAV2-hSyn-DIO-hM3Gq-mCherry virus. This allowed for sparse mCherry labeling of M4 (identified as mCherry-positive, SMI-32-positive) and M2 (identified as mCherry-positive, SMI-32-negative) ipRGCs (Fig. 3A, B and Supplementary Fig. 9^12,29,30^). M1 cells are not labeled at this low titer^29^ (and see “Methods”). Strikingly, M2 and M4 ipRGCs in Brn3bcKO retinas showed a shift toward morphological features reminiscent of M1 cells, including significant reductions in dendritic arbor diameter, complexity, and total length, as well as soma diameter (Fig. 3A, D and F). For M4 cells, these changes were most pronounced in the nasal retina, which is the region in control retinas with the largest and most complex M4 cells (Supplementary Fig. 9^29^). Notably, nearly all labeled M2 and M4 cells in Brn3bcKO retinas remain stratified in the ON sublamina (~ 10% stratified in the OFF sublamina, Supplementary Fig. 10), indicating that BRN3B is not required for lamination of M2 and M4 ipRGCs. These data suggest that BRN3B establishes the dendritic and somatic morphology of M2 and M4 ipRGCs that distinguishes them from M1 ipRGCs.

**Fig. 3:**
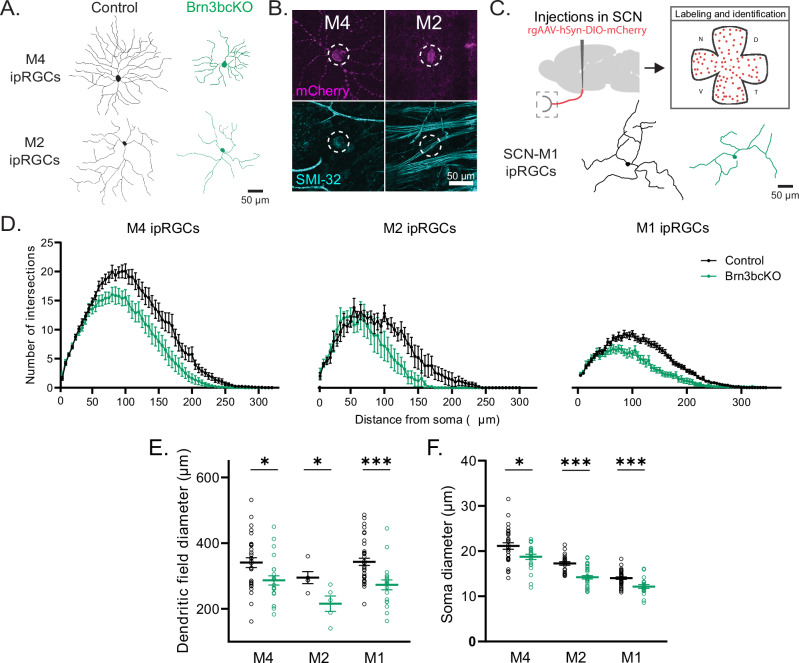
BRN3B tunes morphological properties of ipRGC subtypes. **A** Representative dendritic arbor tracing of M4 and M2 ipRGCs in control (*Opn4*^*Cre/+*^*; Brn3b*^*+/+*^) and Brn3bcKO mice. **B** Subtype identified by presence (M4) or absence (M2) of SMI-32 immunolabeling (dashed ellipses), examples are from Brn3bcKO cells. **C** (Top) Scheme of retrogradely labeling strategy of M1 ipRGCs. (Bottom) Representative dendritic arbor tracing of M1 ipRGCs in control and Brn3bcKO mice. **D** Sholl analysis of M4 (*n* = 30 cells in Control, *n* = 23 cells in Brn3bcKO), M2 (*n* = 5 cells per group) and M1 (*n* = 36 cells in Control, *n* = 18 cells in Brn3bcKO) ipRGC subtypes. ipRGCs from Brn3bcKO (green) mice present less complex dendritic arbors compared to control (black) mice. **E**, **F** Brn3bcKO showed decreased dendritic field diameter (**E**) (*n* = 30 cells in Control M4, *n* = 23 cells in Brn3bcKO M4, *P* = 0.013; *n* = 5 cells in M2 Control and Brn3bcKO, *P* = 0.028; and Brn3bcKO, *n* = 36 cells in Control M1 and *n* = 18 cells in Brn3bcKO M1, *P* = 0.0004) and soma size (**F**) (*n* = 30 cells in Control M4, *n* = 23 cells in Brn3bcKO M4, *P* = 0.016; *n* = 24 cells in Control M2, *n* = 32 cells in Brn3bcKO, *P* = 0.0001; and Brn3bcKO, *n* = 36 cells in Control M1 and *n* = 19 cells in Brn3bcKO M1, *P* = 0.0004) in M4, M2 and M1 ipRGC subtypes than control mice. Source data are provided as a Source Data file. All data are Mean ± SEM, *P < 0.05, ***P < 0.001, two-tailed Student’s t- and Mann Whitney U tests.

M1 ipRGCs also express *Brn3b*, albeit at much lower levels than M4 or M2 cells (Fig. 1D)^16^. Indeed, the suprachiasmatic nucleus-projecting M1 (SCN-M1) ipRGCs reportedly express little to no *Brn3b*^16^, which led us to predict that SCN-M1 morphology may be minimally impacted or unaffected in Brn3bcKO animals. To test this, we compared the cellular morphology of SCN-M1 ipRGCs in Brn3bcKO versus control retinas. We labeled SCN-M1 ipRGCs using a retrograde, Cre-dependent AAV (rgAAV-hSyn-DIO-hM3Gq-mCherry) injected into the SCN to visualize the dendritic arbor and soma of SCN-M1 cells (Fig. 3C). Contrary to our expectations, we found that SCN-M1 ipRGCs in Brn3bcKO animals have significantly smaller dendritic arbor size, total length, and complexity, as well as significantly smaller soma diameter than control littermates (Fig. 3C–F). These differences were most pronounced in SCN-M1 ipRGCs of the ventral retina (Supplementary Fig. 11).

These BRN3B-dependent changes in SCN-M1 morphology led us to examine whether SCN-M1 ipRGCs might in fact express BRN3B. We tested this by performing mRNA FISH labeling of BRN3B mRNA in retinas of *Opn4*^*Cre*^ animals, where SCN-M1 ipRGCs were retrogradely labeled as described above. Consistent with the observed morphological changes, we detected low levels of BRN3B expression in SCN-M1 ipRGCs (Supplementary Fig. 12). Notably, ventral SCN-M1 cells showed significantly higher BRN3B mRNA labeling than their dorsal counterparts, supporting our observation that ventral SCN-M1 cells of the Brn3bcKO retinas showed more drastic changes in morphology compared to those in the dorsal retina (Supplementary Fig. 12). These findings demonstrate that SCN-M1 ipRGCs express modest mRNA levels of *Brn3b*, and that even at these lower levels, BRN3B is crucial for regulating both dendritic and somatic morphology. Collectively, our data show that BRN3B expression drives the development of larger somata and larger, more complex dendritic arbors to shape the morphological features that define ipRGC subtype identity.

### BRN3B defines physiological properties of M4 ipRGCs

Intrinsic physiological properties vary across ipRGC subtypes and shape how features of the visual scene are relayed to downstream areas in the brain. Intriguingly, two key properties, input resistance (M4 < M2 < M1), resting membrane potential (M4 ≈ M2 < M1) and maximum evoked spike frequency (M4 > M2 > M1) correlate with BRN3B-expression levels across M1, M2, and M4 ipRGCs (Supplementary Fig. 13)^12,25^. We therefore tested whether loss of BRN3B would alter these properties in M1, M2, and M4 ipRGCs. We performed whole-cell patch clamp recordings of M1, M2, and M4 ipRGCs in Brn3bcKO and control littermates in the presence of synaptic blockers to isolate the intrinsic physiological properties of the cells (Fig. 4A and Supplementary Fig. 14). M4 ipRGCs showed significantly increased input resistance in Brn3bcKO retinas (Fig. 4B and Supplementary Fig. 15) and increased resting membrane potential in M2 ipRGCs (Fig. 4C). Brn3bcKO M4 cells also reached significantly lower firing rates when injected with positive current compared to those of littermate controls (Fig. 4D and G and Supplementary Fig. 16). One notable feature of M4 ipRGC firing that further distinguishes it from that of M1 and M2 cells is that even large injections of positive current fail to drive M4 cells into depolarization block (Fig. 4D–I and Supplementary Fig. 16)^12,25,30^. However, Brn3bcKO M4 cells did in fact reach depolarization block when injected with positive current, indicating a shift in M4 cell properties toward those of M1 and M2 cells (Fig. 4G and Supplementary Fig. 16). These differences were still detectable even when normalizing for current density to account for cell size differences, indicating that the spiking properties of M4 cells are affected by loss of BRN3B, and that this phenotype is not secondary to a decrease in cell size (Supplementary Fig. 16). Similar trends were observed in M2 and M1 cell spiking patterns (Fig. 4).

**Fig. 4:**
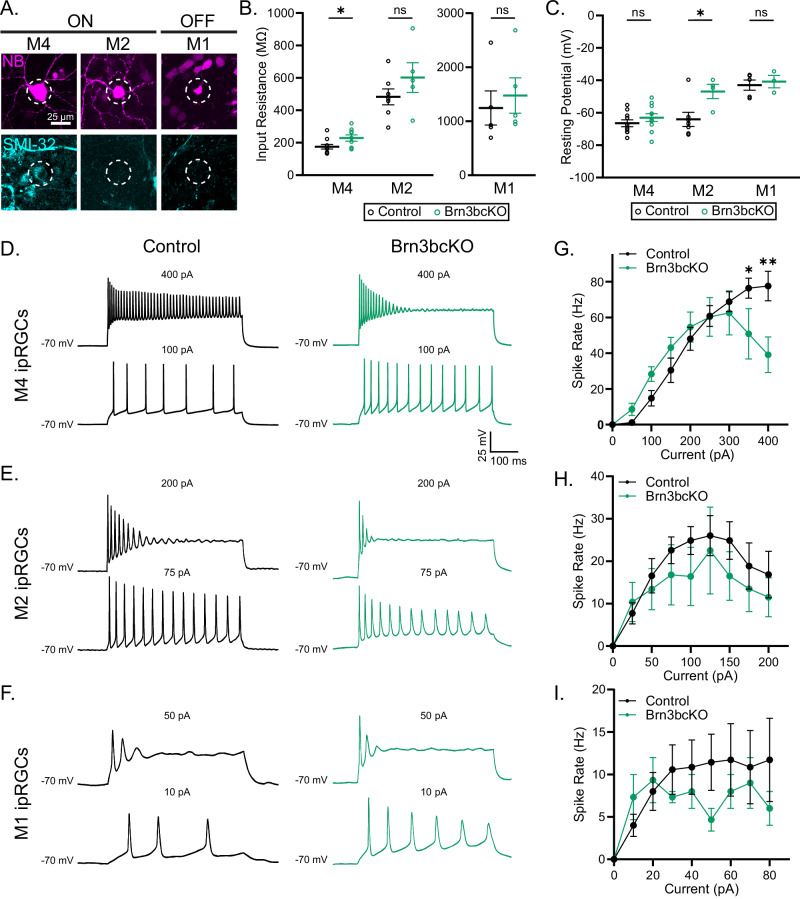
BRN3B tunes physiological properties of ipRGC subtypes. **A** Representative pictures of M4, M2 and M1 ipRGCs (dashed ellipses) filled with neurobiotin (NB) used for electrophysiological recordings. **B** Brn3bcKO M4 ipRGCs (green, *n* = 9 cells) showed increased input resistance compared to control M4 ipRGCs (black, *n* = 10 cells) (*P* = 0.04), while no differences were observed in M2 (*n* = 7 cells in Control, *n* = 5 cells in Brn3bcKO; *P* = 0.24) and M1 (*n* = 7 cells in Control, *n* = 5 cells in Brn3bcKO; *P* = 0.45) ipRGCs. **C** M2 ipRGC subtype in Brn3bcKO retinas showed increased resting membrane potential (*n* = 7 cells in Control, *n* = 4 cells in Brn3bcKO; *P* = 0.03) while no differences were observed in M4 (*n* = 10 cells in Control, *n* = 11 cells in Brn3bcKO; *P* = 0.29) and M1 (*n* = 7 cells in Control, *n* = 3 cells in Brn3bcKO; *P* = 0.69) ipRGCs. **D**–**F** representative excitability traces from M4 (**D**), M2 (**E**) and M1 (**F**) ipRGCs in Control (black) and Brn3bcKO (green) retinas. **G** Brn3bcKO M4 ipRGCs reached peak firing rate by 300pA and then showed marked depolarization block (*n* = 5 cells in Control, *n* = 7 cells in Brn3bcKO; 350 pA *P* = 0.02, 400 pA *P* = 0.001). **H**, **I** No differences were observed in excitability experiments in M2 (**H**, *n* = 7 per group) and M1 (**I**, *n* = 7 in Control, *n* = 3 in Brn3cKO) ipRGCs. Source data are provided as a Source Data file. All data are Mean ± SEM, *P < 0.05, ***P < 0.001, two-tailed Student’s t- and Mann Whitney U tests and two-way repeated measures ANOVA with Tukey’s multiple comparisons test.

Interestingly, the melanopsin photocurrent of Brnb3cKO M2 ipRGCs showed faster kinetics at light response onset, though the amplitude of the intrinsic photocurrent was unchanged overall. The intrinsic photocurrent in M4 and M1 cells was unchanged in amplitude or kinetics, indicating that changes in melanopsin and BRN3B expression in Brn3bcKO animals do not result in changes to the saturated photocurrent in ipRGC subtypes (Supplementary Fig. 17 and Supplementary Fig. 18). Overall, our data show that BRN3B regulates both excitability and input resistance of ipRGC subtypes and alters kinetics of the photocurrent in M2 ipRGCs, all key subtype-defining features of ipRGCs.

### ipRGC-dependent behaviors are altered in Brn3bcKO animals

The transcriptional and morphophysiological features that define ipRGC subtypes are key to their role in diverse visual behaviors, including contrast sensitivity, pupillary light reflex (PLR), and circadian photoentrainment. Given our findings on the critical role of BRN3B in ipRGC subtype transcriptional identity, morphology, and intrinsic physiological properties, we next examined whether ipRGC-dependent behaviors would be altered in Brn3bcKO animals. Contrast sensitivity is crucial for pattern vision and visual perception, and disruption or ablation of non-M1 ipRGCs reduces contrast sensitivity thresholds^12^. Using the Optomotry system, we found that Brn3bcKO animals showed significantly decreased contrast sensitivity compared to control littermates, but no change in spatial frequency threshold, indicating that normal contrast sensitivity depends on BRN3B expression in ipRGCs (Fig. 5A–C and Supplementary Fig. 19).

**Fig. 5:**
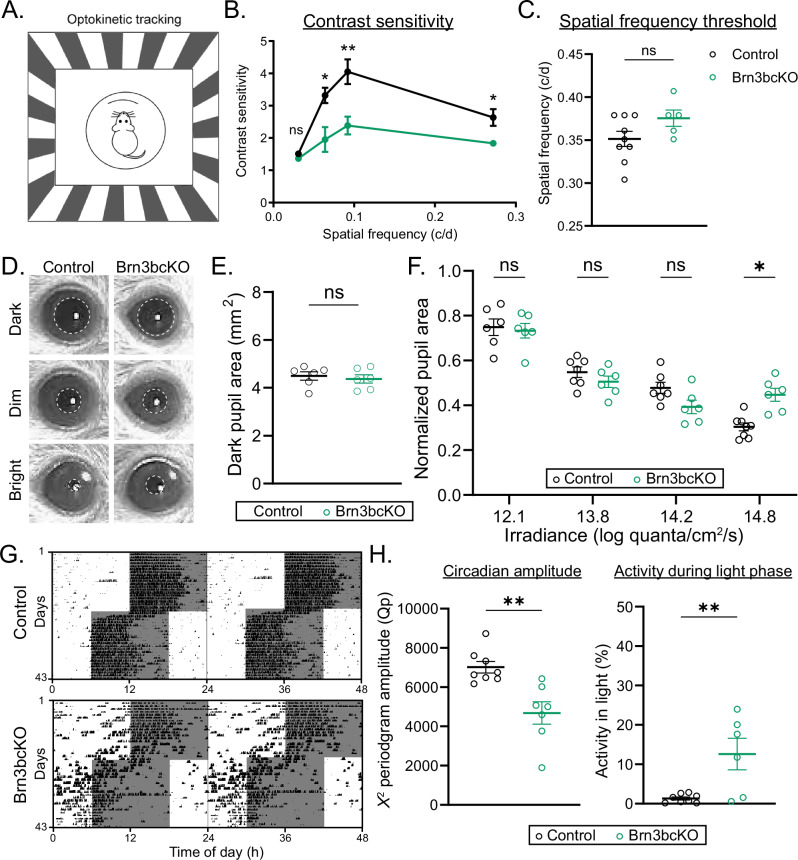
BRN3B is a central regulator of ipRGC-driven behaviors. **A** Schematic showing the optokinetic tracking (OKT) behavioral assay. **B** Contrast sensitivity curve at different spatial frequencies. Brn3bcKO mice (green, *n* = 6) showed decreased contrast sensitivity compared to control (*Opn4*^*Cre/+*^*; Brn3b*^*+/+*^) mice (black, *n* = 12) (0.031 cpd, *P* = 0.176; 0.064 cpd, *P* = 0.006; 0.092 cpd, *P* = 0.011; 0.272, *P* = 0.128). **C** Spatial frequency threshold measured by OKT at 100% contrast in control (black, *n* = 9) and Brn3bcKO (green, *n* = 5) mice. No differences between Brn3bcKO and control littermates (*P* = 0.106). **D** Representative PLR images from control (left) and Brn3bcKO (right) mice in darkness (top), dim light (middle, 13.8 log quanta cm−2 s − 1), and bright light (bottom, 14.8 log quanta cm−2 s − 1). Pupils are highlighted with dashed ellipses. **E** Control and Brn3bcKO (*n* = 6 mice/group) pupil area in the dark (*P* = 0.626). **F** Irradiance-response relationship of PLR in control (black) and Brn3bcKO (green) mice (*n* = 6 mice/group) (12.1 log quanta/cm^2^/s, *P* = 0.997; 13.8 log quanta/cm^2^/s, *P* = 0.673; 14.2 log quanta/cm^2^/s, *P* = 0.190; 14.8 log quanta/cm^2^/s, *P* = 0.010). **G** Representative double-plotted actograms from control (top) and Brn3bcKO (bottom) mice. Mice were initially exposed to a 12:12 LD cycle with 100 lux light during the light phase. Then, the mice were exposed to a 6 h phase advance. **H** Circadian amplitude measured using the peak amplitude of the *χ*^2^ periodogram in control (black, *n* = 8) and Brn3bcKO mice (green, *n* = 7) (*P* = 0.002). (Left); and percent activity during the light phase (Right) in control (black, *n* = 8) and Brn3bcKO mice (green,* n* = 7) (*P* = 0.006). Source data are provided as a Source Data file. All data are Mean ± SEM, n.s. (not significant) *P* > 0.05; *P < 0.05; **P < 0.01. Two-tailed Mann-Whitney U test and two-way repeated measures ANOVA with Tukey’s multiple comparisons test.

Pupil constriction is an M1 ipRGC-dependent behavior that regulates the amount of light entering the eye and improves visual function, allowing animals to see across a broad range of environmental light intensities^11,16,31^. We therefore next tested whether the pupillary light reflex was altered in Brn3bcKO animals by comparing consensual pupil constriction Brn3bcKO and control mice across a range of light intensities at 470 nm (12.1–14.8 log quanta/cm^2^/s) (Fig. 5D–F). Brn3bcKO animals showed significantly less pupil constriction at the brightest light intensity but no change in kinetics or dark pupil diameter, suggesting that BRN3B-dependent regulation of M1 ipRGC features may be required for normal pupil constriction in bright light (Fig. 5F and Supplementary Fig. 20).

Another behavior regulated by M1 ipRGCs is circadian photoentrainment, the synchronization of an organism’s body clocks to environmental light/dark cycles to properly time activity and physiology rhythms. Misalignment of these rhythms with environmental light/dark cycles has severe consequences for mental and physical health and animal survival^32,33^. We assessed whether proper photoentrainment is dependent on BRN3B expression in ipRGCs by tracking voluntary wheel-running activity of littermate Brn3bcKO and control littermates in a 12 h:12 h light:dark (LD) cycle at 100 lux. All mice photoentrained with a similar period length and total daily activity (Supplementary Fig. 16). However, we observed significantly lower circadian amplitudes in Brn3bcKO mice, indicating that loss of BRN3B in ipRGCs dampens photoentrainment (Fig. 5G, H and Supplementary Figs. 21, 22). In addition, Brn3bcKO mice showed significantly higher activity during the light phase of the LD cycle and more variable, phase-advanced activity onset, suggesting impaired light signaling to the SCN (Fig. 5H and Supplementary Fig. 21). This data indicates that BRN3B expression in SCN-M1 ipRGCs is required for their proper function in circadian photoentrainment. Together, our findings unveil the critical roles of BRN3B in the genetic and morphophysiological tuning of ipRGC subtypes, that is critical in shaping their proper function across multiple visual behaviors.

## Discussion

A unique blend of molecular and cellular features enables each ipRGC subtype to precisely regulate downstream brain circuits and behaviors that operate over a range of timescales and environmental contexts. The transcriptional programs underpinning this neuronal diversity were previously unknown. Here, we identify graded expression of the transcription factor BRN3B across ipRGC subtypes as a key mechanism in tuning their genetic and morphophysiological features. Loss of this pattern causes the distinguishing features of ipRGCs to shift toward those of M1 cells. Higher levels of BRN3B expression in M4 ipRGCs differentiate these cells from M1 and M2 ipRGCs, and knockout of BRN3B shifts the properties of M4 cells towards those of M1 and M2 cells. Notably, it is still possible to distinguish ipRGC subtypes in the Brn3bcKO line, and subtypes appear in similar numbers, indicating that, though properties are altered, subtype identity is not fully transformed. The cellular changes in ipRGCs following BRN3B knockout result in deficits in several visual behaviors, including in contrast sensitivity, a behavior linked to M4 ipRGCs^16^. While the RGC scRNAseq atlas suggests some Brn3b expression levels in M1 ipRGCs, mouse genetic studies have suggested that SCN-M1 ipRGCs are largely Brn3b-negative. We find that even SCN-M1 ipRGCs show low levels of BRN3B expression that are critical for shaping cellular properties and their role in circadian photoentrainment, highlighting its critical role in defining the full spectrum of ipRGC subtypes. SCN-M1 cells are spared in mouse lines where diphtheria toxin expression from the BRN3B promoter is driven in ipRGCs, which had resulted in the conclusion that these cells did not express BRN3B. However, our data suggest that SCN-M1 survival in this line is simply due to low expression of BRN3B and therefore diphtheria toxin and that even this low BRN3B expression shapes the features and resulting behavioral functions of SCN-M1 cells. It seems plausible that the increased propensity for depolarization block in all ipRGC subtypes, along with the increased melanopsin expression (and presumably sensitivity to light), could together compress the dynamic range of ipRGC signaling, impacting downstream behaviors. It is also notable that these shifts in ipRGC subtype features are visible despite imperfect excision of the *Brn3b* gene, suggesting that the phenotypes are an underrepresentation of the full scope of BRN3B impact. Importantly, loss of BRN3B does not appear to reduce ipRGC number or the total number of ipRGC subtypes (Supplementary Figs. 5C, I and 7C) when we directly label for melanopsin expression, though HA labeling suggests a slight decrease in the Ribotag line. Given that this is a more indirect measure involving multiple recombination steps, we tend to weigh these results less heavily, though they are important to note.

Our findings also suggest that ipRGC subtype identity is shaped by multiple transcription factors, many of which are under the control of BRN3B. Notably, BRN3B fine-tunes many ipRGC features, including melanopsin expression and morphophysiological properties, but it’s removal does not result in homogeneity of these defining features, suggesting that although BRN3B has broad effects, additional regulators also shape these subtype-defining ipRGC features. It will be interesting to determine how ipRGC features that develop independently of BRN3B activity, including the laminar positioning of ipRGCs, are genetically regulated. Intriguingly, BRN3B continues to modify ipRGC identity from early development through adulthood, partly by fine-tuning melanopsin expression. Whether extrinsic cellular signals and experiences in animals may control BRN3B activity to regulate the cellular functions of ipRGCs even into adulthood remains to be elucidated. While the majority of canonical RGCs do not express BRN3B postmitotically, a subset do continue to express it. It will be important to determine how melanopsin suppression occurs and morphophysiological features are shaped in a BRN3B-dependent or independent manner in specific canonical RGC types. Together, our study opens new windows into the genetic tuning of retinal cell types and paves the way for future studies on how molecular programs functionally shape cellular identity in the brain.

## Methods

### Animals

All procedures were approved by the Animal Care and Use Committee at Northwestern University (Protocol number: IS00003845). Animals were housed in a vivarium under 12:12 light/dark cycle conditions with *ad libitum* access to food and water. The temperature ranged from 21 to 23 °C, and the humidity ranged from 30% to 70%. Male and female mice were used with a mixed B6/129 background for all experiments at embryonic (E13.5-E15) and adult (P40-P150) stages. For RNAscope Fluorescence in situ hybridization and immunohistochemical experiments, we utilized *WT*, *Opn4*^*Cre/+*^^13^ (RRID:IMSR_JAX:035925), *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP/cKOAP*^ ^15^, (RRID: IMSR_JAX:010559) and *Opn4*^*CreERT2/+*^, *Brn3b*^*cKOAP/cKOAP*^ mice^16^, (RRID:IMSR_JAX:035926). For morphological and physiological experiments, we used *Opn4*^*Cre/+*^, *Opn4*^*Cre/+*^*; R26R-EYFP* (RRID:IMSR_JAX:006148) and *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP/cKOAP*^ mice. TRAPseq experiments were conducted using *Opn4*^*Cre/+*^ *Rpl22*^*HA*^^18^, (RRID: IMSR_JAX:029977) and *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP/cKOAP*^ *Rpl22*^*HA*^ mice. For behavioral experiments, we utilized *Opn4*^*Cre/+*^ and *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP/cKOAP*^ mice. Mice were anesthetized with either Avertin or isoflurane, depending on the procedure. Cervical dislocation was used as a secondary method of euthanasia following deep anesthesia. Post-surgical animals were monitored daily for at least 72 h to assess health, behavior, and signs of discomfort or distress. All efforts were made to minimize pain and discomfort throughout the experiments.

### TRAP-seq

Eyes from postnatal day 60 (P60) mice expressing HA-Rpl22 in ipRGCs or control mice were enucleated, and eyecups were dissected in cold nuclease-free 1X PBS with 100 μg/ml cycloheximide. Retinas from the same animal were combined and homogenized in lysis buffer (50 mM Tris-HCl, pH 7.4, 100 mM KCl, 12 mM MgCl_2_, 1% NP-40, 0.4 unit/ml RNase inhibitor (Promega, N2511), 1 mM DTT, 100 μg/ml cycloheximide) with a dounce homogenizer. Lysates were incubated with 1 µg/µl heparin (Sigma, H3393) for 2 min on ice prior to centrifugation. The lysates were spun down at 10,000 × *g* for 10 min at 4 °C and the supernatant was used for immunoprecipitation using an antibody against HA-tag (Sigma, H3663) with Dynabeads protein G (Invitrogen) for overnight at 4 °C. 1.5% of the lysate was saved as an input. After extensive washes with cold washing buffer (50 mM Tris-HCl pH 7.4, 300 mM KCl, 12 mM MgCl_2_, 1% NP-40, 0.5 mM DTT, 100 μg/ml cycloheximide), immunoprecipitated RNA and input RNA were purified with a RNeasy Micro Kit (Qiagen) following the manufacturer’s instructions and eluted in 10 µl of water. 2 µl of purified RNA were used for sequencing library preparation using the Smart-seq3 protocol^34^ with modifications. After reverse transcription followed by PCR amplification, 25 ng of cDNA was used for the Tn5 tagmentation reaction. Tagmented cDNA was amplified with 8 cycles of PCR using primers containing indexes and Illumina adapters. The RNA libraries were quantified by Qubit (Thermo Fischer Scientific) and bioanalyzer (Agilent) and sequenced on the Illumina NextSeq 550 platform to obtain 37 bp paired-end reads. Two to four biological replicates were performed for all conditions.

### RNA-seq analyses

For TRAP-seq analyses, Smart-seq3 prepared libraries were aligned to the mm10 reference genome using the Smart-seq3 github pipeline (https://github.com/sandberg-lab/Smart-seq3)^34^. Transcripts considered for analyses were selected based on higher normalized counts following HA immunoprecipitation in HA-*Rpl22* expressing retina compared to HA immunoprecipitation in control retina. Differential gene expression analyses were performed using pair-wise negative binomial tests with edgeR (RRID:SCR_012802)^35^, and the false discovery rate (FDR) was calculated for all genes.

The top 100 genes enriched or de-enriched in ipRGCs following HA-*Rpl22* immunoprecipitation compared to total retinal RNA were used to generate modules for visualization on the scRNA-seq UMAP plot using Seurat 4 (RRID:SCR_016341)^36^. Genes upregulated or downregulated in Brn3bcKO ipRGCs compared to control ipRGCs (log_2_ fold change > 1 or <−1) or not changing (absolute log_2_ fold change < 0.05) following HA-*Rpl22* immunoprecipitation were intersected with the top 2000 genes with the highest standardized variance in ipRGCs calculated using Seurat 4^36^. The fraction overlap was derived using the number of overlapping genes divided by the number of Brn3bcKO-upregulated, downregulated, or not changing genes. For comparisons of selected transcripts using HA-*Rpl22* immunoprecipitation of Brn3bcKO and control retinas, we considered the dominant HA-labeled cell types, including ipRGCs and a small group of cone cells. To adjust for changes in the ratio of these cells upon knockout of BRN3B, the transcript FC of ipRGC-enriched genes was normalized by the FC in the number of HA-labeled ipRGCs relative to the number of HA-labeled cones.

BRN3B CUT&Tag datasets from RGCs in E14.5 mice with annotated BRN3B peaks were obtained^21^. The fraction of Brn3bcKO downregulated, upregulated, or not changing genes that harbored BRN3B peaks located within 10Kb of their gene bodies was calculated.

scRNA-seq datasets from RGCs in adult mice with cell type and subtype annotations were obtained^3^ and analyzed using Seurat 4^36^. Briefly, all RGCs or ipRGCs were extracted for downstream analyses. Read counts were normalized and integrated across three biological replicates using fastMNN followed by UMAP embedding^37^. As previously described, ipRGC subtype and cluster annotations were M1 (C33/C40), M2 (C31), M4 (C43), and an unclassified subtype (C22)^3^. Moreover, C7 and C8 were included given their similarity in gene expression profiles to the M1-M4 ipRGC subtypes, as also noted in recent studies^38,39^. We denote these as M6 (C7), given its enrichment for *Cdh3*^40^ and provisionally as M5 (C8), given its enrichment for a combination of PixON transcripts, including *Gnas* derived from Patch-seq analyses^8,41^. Gene module scores were calculated from the average expression of genes within the module, subtracted by the levels of similarly expressed control genes^36,42^. To identify genes expressed in a graded pattern across M1 to M6 ipRGCs, differentially expressed genes in clusters containing M1 and M2/3 ipRGCs were compared with those in clusters containing M4, M5, and M6 ipRGCs and an unidentified group (cluster 22) using the Wilcoxon rank sum test. Genes enriched in M4–M6 ipRGCs and cluster 22, including *Brn3b*, were denoted as Brn3b^High^. Genes enriched in M1 and M2/M3 ipRGCs were denoted as Brn3b^Low^.

### Viral infection

For morphological studies, we used two strategies to label different ipRGC subtypes. To sparsely label M4 and M2 ipRGCs^29^, *Opn4*^*Cre/+*^ and *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP*^ mice between P40-60 were anesthetized by intraperitoneal (IP) injection of Avertin, and a 30-gauge needle was used to open a hole in the *ora serrata*. Each eye was intravitreally injected with 1 μL of AAV2-hSyn-DIO-hM3Gq-mCherry (~ 8 × 1011 GC/mL, Addgene) using a custom Hamilton syringe (Borghuis Instruments) with a 33-gauge needle (Hamilton). To label M1 ipRGCs, mice were anesthetized with isoflurane (Kent Scientific VetFlo system) and then bilaterally injected with 150 nl of rgAAV-hSyn-DIO-hM3Gq-mCherry (~ 8 × 1012 GC/mL, cat. #: 44361-AAVrg, Addgene) in the suprachiasmatic nucleus (SCN) (AP: − 0.2, ML: ± 0.15, DV: 5.85) using a stereotaxic injector (Neurostar) controlled by the software Stereodrive at an injection rate of 30 nl/min.

To label ipRGCs for electrophysiological studies *Opn4*^*Cre/+*^ and *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP*^ mice between P40-60 were anesthetized as described above. Each eye was intravitreally injected with 1 μL of AAV2-hSyn-DIO-mCherry (~ 8 × 10^12^ GC/mL, cat. #: 50459-AAV2, Addgene). After the surgery procedures, mice were subcutaneously injected with 2 mg/kg of meloxicam (Covetrus).

### Tamoxifen injection

Tamoxifen (TMX, Sigma-Aldrich) was dissolved in corn oil at a concentration of 20 mg/ml by shaking overnight at 37 °C, and then the solution was stored at 4 °C for the duration of injections. *Opn4*^*CreERT2/+*^*; Brn3b*^*cKOAP*^ mice at P60 were IP injected once every 24 hours for a total of 5 consecutive days with 100 µl of tamoxifen or Vehicle (corn oil)^16^. Mice were closely monitored, and no adverse reactions to the treatment were noticed. Mice were euthanized 60 days after the first injection for RNA fluorescence in situ hybridization and immunohistochemical studies.

### RNA fluorescence in situ hybridization (FISH)

Mice were anesthetized by IP injection of Avertin and sacrificed by cervical dislocation. Eyecups were dissected in nuclease-free PBS and fixed eyecups in 4% paraformaldehyde (PFA) solution in PBS for 24 h at 4 °C^43^. A large relieving cut was made in the nasal margin of the eyecup. For experiments at embryonic stages, WT pregnant females were anesthetized by IP injection of Avertin and sacrificed by cervical dislocation. Embryos were dissected, fixed in PFA 4% overnight. Eyecups and embryos were then washed in PBS and cryoprotected in a 30% sucrose solution in PBS overnight at 4 °C. Tissues were then embedded and frozen in OCT using dry ice. 20 µm sections were obtained on a Leica CM1950 cryostat and mounted directly onto SuperFrost Plus slides (Fisher). The tissue was processed according to the RNAscope Multiplex Fluorescent v2 assay (Advanced Cell Diagnostics) instructions provided by the manufacturer. Probes (Advanced Cell Diagnostics) and fluorophores (TSA Plus Fluorescence kits, Akoya Biosciences) are listed in Supplementary Table 1. The tissue was then incubated in DAPI solution (Sigma) and mounted using ProLong Glass Antifade Mountant (Thermo). All dissections were performed at ZT6-ZT7, and the tissue of all experimental groups was processed at the same time to account for variability between replicates.

Sections were imaged on a Leica SP5 confocal microscope. For quantification, high magnification images (367.38 µm × 367.38 µm with a pixel size of 0.71 µm) with a z-stack size of 1 µm were taken. Because ipRGCs are a sparse population of RGC, regions of interest (ROIs) around *Opn4* mRNA or *mCherry* mRNA (Fig. 2B and Supplementary Figs. 3–6, 8 and 12) were manually drawn. The mean pixel intensity, per ROI, per stack, per probe, was established using ImageJ (RRID:SCR_003070). Analyses were performed on 336 cells of 6 retinas from *Opn4*^*Cre/+*^*; Brn3b*^*+/+*^ mice and 213 cells of 6 retinas from *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP/cKOAP*^ mice (Fig. 2B), 371 cells of 2 retinas from Vehicle-injected *Opn4*^*CerERT2/+*^ *Brn3b*^*cKOAP/cKOAP*^ mice and 288 cells of 2 retinas from TMX-injected *Opn4*^*CerERT2/+*^ *Brn3b*^*cKOAP/cKOAP*^ mice (Fig. 2C and Supplementary Fig. 8), 24 cells of 2 retinas from *Opn4*^*Cre/+*^*; Brn3b*^*+/+*^ mice (Supplementary Fig. 12). Qualitative analysis was done in 18 retinas from 9 WT embryos (Supplementary Fig. 2).

To perform RNA FISH in whole mount retinas, mice were sacrificed and retinas were dissected and fixed as described above. Retinas were washed in PBS, dehydrated in a graded methanol (MeOH)/PBS series (50%, 75% MeOH-PBS, 100% MeOH) for 5 min each. Retinas were stored at 100% MeOH at -20 C overnight. The tissue was rehydrated in a reverse MeOH/PBS series. Retinas were then incubated with RNAscope Protease Plus Reagent (Advanced Cell Diagnostics) for 30 min at 40 °C and then incubated with probes (Supplementary Table 1) overnight. Retinas were washed and post-fixated for 10 min at room temperature in PFA 4%. The tissue was processed according to the protocol provided by the manufacturer. Retina were mounted and sealed as described above.

For quantification, high magnification images (183.69 µm × 183.69 µm with a pixel size of 0.36 µm) with a z-stack size of 1 µm were taken in a Leica SP5 confocal microscope. ROIs around *Opn4* mRNA and control background were drawn, and the mean of pixel intensity, per ROI, per stack, per probe was established using ImageJ. The mean background was subtracted, and label intensity data for each ROI was normalized against the maximum intensity value observed within that retina. Analyses were performed 182 cells of 2 retinas from *Opn4*^*Cre/+*^*; Brn3b*^*+/+*^ mice and 241 cells from 2 retinas from *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP*^ mice (Fig. 1I–K and Supplementary Figs. 3, 5). *Zcchc12*-positive (Zcchc12^+^) cells were considered when mean intensity of ROIs were positive, while *Zcchc12*-negative (Zcchc12-) cells were computed when ROIs presented mean intensity was ≤ 0.

### Immunohistochemical procedures

Retinas were dissected as described above and then fixed in PFA 4% in PBS for 30–60 min at RT. Retinas were washed and then blocked at 4 °C overnight in 6% normal donkey serum in 0.3% Triton PBS prior to incubating in primary antibody solution for 2-3 nights at 4 °C (Supplementary Table 1). Then, retinas were washed, then incubated in secondary antibody solution for 2 h at RT (Supplementary Table 1) and mounted using Fluoromount (Sigma). Primary and secondary antibody solutions were made in 3% normal goat serum in 0.3% Triton PBS.

For quantification, high magnification images (183.69 µm × 183.69 µm with a pixel size of 0.36 µm) with a z-stack size of 1 µm were taken and processed using ImageJ. Total number of cells in the retinal ganglion cell layer (GCL) and the density of cells of the outer nuclear layer (ONL) were quantified in 6 retinas from *Opn4*^*Cre/+*^*; Brn3b*^*+/+*^; *Rpl22*^*HA*^ mice and 5 retinas from *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP/cKOAP*^ *Rpl22*^*HA*^ mice (Supplementary Fig. 23). ROIs around melanopsin-immunolabel were manually drawn and the mean pixel intensity, per ROI, per stack, per probe was established. The mean background was subtracted, and label intensity data for each ROI was normalized against the maximum intensity value observed within that retina. Analyses of melanopsin levels were performed in 600 cells of 5 retinas from *Opn4*^*Cre/+*^*; Brn3b*^*+/+*^ mice (Fig. 2D–F and Supplementary Fig. 7), 600 cells from 4 retinas from *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP/cKOAP*^ mice (Fig. 2D–F and Supplementary Fig. 5), 800 cells of 4 retinas from Vehicle-injected *Opn4*^*CreERT2/+*^*; Brn3b*^*cKOAP/cKOAP*^ mice (Fig. 2G, H), 761 cells from 4 retinas from TMX-injected *Opn4*^*Cre/+*^*; Brn3b*^*cKOAP/cKOAP*^ mice (Fig. 2G, H). For morphological studies, dendritic arbor tracings were performed using the Simple Neurite Tracer toolbox (https://github.com/morphonets/SNT) for ImageJ in the mCherry channel (Fig. 3B, C; Supplementary Figs. 9–11). ChAT immunolabeling allowed determination of the dendritic stratification level in ON or OFF sublayers of the inner plexiform layer (IPL). Using the intravitreal sparse labeling approach, M4 ipRGCs were identified as mCherry-positive, ON-stratifying, SMI-32-positive (Fig. 3B); while M2 ipRGCs were identified as mCherry-positive, ON-stratifying, SMI-32-negative positive (Fig. 3a and Supplementary Fig. 10). All retrogradely labeled cells from SCN were identified as M1 ipRGCs (mCherry-positive, OFF-stratifying, SMI-32-negative). All morphological parameters were calculated using the Simple Neurite Tracer toolbox.

### Ex vivo retina preparation for electrophysiology

Mice were eye-injected with AAV2-hSyn-DIO-mCherry 1-2 weeks prior to electrophysiology recordings to permit targeted recordings of ipRGCs (Supplementary Fig. 14). 60–150-day old mice were dark-adapted for at least one hour and sacrificed by CO_2_ asphyxiation. Eyes were enucleated, and the retinas were dissected under dim red light in carbonated (95% O_2_-5% CO_2_) Ames’ medium (Sigma-Aldrich). Retinas were sliced in half along the nasal-temporal axis and incubated in carbonated Ames’ medium in the dark at 26 °C for at least 1 h. Retinas were mounted on a glass-bottom recording chamber and anchored using a platinum ring with nylon mesh (Warner Instruments). The chamber was placed on an electrophysiology rig, and the tissue was perfused with Ames’ medium with synaptic blockers. All recordings were made at 25-26 °C.

### Solutions for electrophysiology

All recordings were made in Ames’ medium with 23 mM sodium bicarbonate. Synaptic transmission was blocked with 100 μm DNQX (Tocris), 20 μm L-AP4 (Tocris), 100 μm picrotoxin (Sigma-Aldrich), and 20 μm strychnine (Sigma-Aldrich) in Ames’ medium. All recordings were made with internal solution containing 125 mM K-gluconate, 2 mM CaCl_2_, 2 mM MgCl_2_, 10 mM EGTA, 10 mM HEPES, 10 mM Na_2_-ATP, 0.5 mM Na-GTP, and 0.3% Neurobiotin (Vector Laboratories).

### ipRGC electrophysiological recordings and data analysis

Recordings were made using borosilicate pipettes (Sutter Instruments) with resistances between 2–6 MΩ for M4 ipRGCs and 4–8 MΩ for M1 and M2 ipRGCs. Data was collected using a Multiclamp 700B amplifier (Molecular Devices) with pClamp 10 (RRID:SCR_011323) acquisition software. Reported voltages are corrected for 14 mV liquid junction potential between the Ames’ medium and K-gluconate internal solution. To identify ipRGCs, mCherry or YFP-expressing cells were visualized with epifluorescence and M4, M2, and M1 ipRGCs were targeted based on soma size. A blue LED light (∼ 480 nm) was used to deliver light stimuli to the retina through a × 60 water-immersion objective. The photon flux was attenuated using neutral density filters (Thor Labs).

To measure input resistance, cells were voltage clamped at –70 mV and hyperpolarized with a – 10 mV step. Input resistance was calculated with Ohm’s law using the steady-state current during the voltage step. To measure the excitability, cells were held at approximately −70 mV in current clamp and then 0.5 s current injections ramping from 50–400 pA in M4 ipRGCs, 25–200 pA for M2ipRGCs and 10–80 pA for M1 ipRGCs were applied. To account for current density, we normalized the current injections to cell size by dividing by the whole cell capacitance.

To calculate the membrane area for each ipRGC type, we divided the whole-cell capacitance by the specific membrane capacitance of 0.9 pF • cm^−2^, as defined in ref. ^44^ (Supplementary Fig. 15). To determine the specific input resistance, we then divided the input resistance by the membrane area (Supplementary Fig. 15).

To measure the intrinsic light response, cells were voltage clamped at –70 mV and the photocurrent was recorded following a 50 ms full-field flash of bright light with an intensity of 6.08 × 10^15^ photons · cm^–2^ · s^–1^. Only one light response was recorded per retina piece to ensure that light adaptation was consistent across recordings. The Maximum photocurrent represents the greatest change from baseline after light onset, and the Sustained photocurrent was calculated as the average change from baseline during the 40–50 s after light onset. Photocurrent values were reported as the absolute value of the current for each component. Electrophysiological data was analyzed using the Python Programming Language v3.12.7 (RRID: SCR_008394) and the PyABF package (https://pypi.org/project/pyabf/) and custom scripts. The code is available on GitHub (https://github.com/schmidtlab-northwestern).

To identify the recorded neurons, tissue was fixed overnight in 4% paraformaldehyde solution in PBS at 4 °C. Retinas were then washed in PBS for 45 min and blocked overnight in 6% normal donkey serum in 0.3% Triton-X. Retinas were then incubated in primary and secondary antibodies as described above. Sections were then washed and mounted on glass slides. Cells were defined as M4 ipRGCs based on dendritic stratification in ON sublamina of the IPL and SMI32-positive; M2 ipRGCs based on dendritic stratification in ON sublamina of the IPL and SMI32-negative; M1 ipRGCs based on dendritic stratification in OFF sublamina of the IPL; and the presence of an intrinsic light response.

### Optokinetic tracking response

Optokinetic tracking response experiments were performed between Zeitgeber times (ZT) 6 and 8. Spatial frequency thresholds were assessed using the virtual OptoMotry system (Cerebral Mechanics, Lethbridge, Alberta)^12,43,45^. Unrestrained animals were placed individually on an elevated platform at the epicenter of the arena. Animals were presented with stimuli of increasing spatial frequencies at 100% contrast to assess the spatial frequency threshold of the animal in both clockwise and counterclockwise directions^46^. Contrast thresholds measured at 4 spatial frequencies (0.031, 0.064, 0.092, 0.272 c/d), and a contrast sensitivity function was generated by calculating a Michelson contrast using the screen luminance (max-min)/(max+min). Experimenters were blind to an animal’s experimental condition and previously recorded thresholds, and adjunct observers were used to validate threshold assessments. All measurements were conducted using a cylinder rotation of 12°/sec, and these thresholds were measured for each eye and averaged for each mouse.

### Voluntary wheel running behavior

Wheel running activity was recorded by individually housing P90 male mice in cages with a running wheel. Activity was recorded using ClockLab Data Collection software (Actimetrics). Mice were first exposed to a 12:12 light-dark (LD) cycle with 100 lux light during the light phase for 3 weeks. Then, animals were exposed to a 6-hour phase advance. Mice that stopped running during the experiment were excluded. All data analysis was performed using ClockLab 6 analysis software (Actimetrics). Circadian amplitude, total activity, percent activity in light and onset error were measured in the 8 days preceding phase advance.

### Pupillometry

For the pupillary light reflex (PLR), experiments were performed between ZT 6-8. Consensual PLR was measured by delivering a 470 nm light stimulus to one eye while simultaneously recording the other eye using a Sony Handycam camcorder. An LED light source was band passed using a 470 nm bandpass filter (Thorlabs), and light intensity was attenuated using neutral density filters (Thorlabs). Mice were dark-adapted for at least 30 minutes prior to any light exposure and were then manually restrained by hand. A 2–5 s baseline recording was taken prior to delivering the 5 s light stimulus. The order in which animals were tested after dark adaptation was randomized. Maximum pupil area was quantified *post hoc* using the oval tool in ImageJ. Steady-state pupil area was then calculated by averaging the pupil area during the last 3 s of the stimulus. To measure the time course of PLR, videos were analyzed using DeepLabCut (RRID:SCR_017302), and data were fitted using a single exponential decay function to measure the time constant tau.

### Statistical comparisons

All graphs and statistical analyses were performed using Graph Pad Prism 10.1.2 (RRID: SCR_002798), Matlab (RRID:SCR_001622), or R (RRID:SCR_001905). Normal distribution of data was tested using the Shapiro-Wilk test. When comparing two groups, Student’s t- or Mann-Whitney U tests were used. For multiple statistical comparisons, we performed two-way ANOVA with repeated measures followed by Tukey’s *post hoc* test. Significance was concluded when *P*  <  0.05. Sex was not considered as a biological variable in the study design or analysis. Data were not disaggregated by sex, as the experiments were not powered to detect sex differences.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Reporting Summary

Transparent Peer review file

## Source data

Source data

## Data Availability

TRAP-seq data are available in the Gene Expression Omnibus (GEO) database under the reference number GSE274888. Mouse RGC snRNAseq and BRN3B CUT&Tag data were downloaded through the GEO repository under the accession codes: GSE137400 and GSE220587. Source data are provided in this paper.

## Code availability

The code for the electrophysiology analysis is available at https://github.com/schmidtlab-northwestern.

# Supplementary material for: Genetic tuning of retinal ganglion cell subtype identity to drive visual behavior
**Source:** Nat Commun. 2025 Sep 30;16:8678. doi: 10.1038/s41467-025-63675-w
**Supplement:** Supplementary file 1 — Supplementary Information

1   **Genetic tuning of retinal ganglion cell subtype identity to drive**
2   **visual behavior**

3   Marcos L. Aranda¹, Jacob D. Bhoi¹, Omar A. Payán Parra¹, Seul Ki Lee¹, Tomoko Yamada¹,
4   Yue Yang¹, Tiffany M. Schmidt^{1,2*}

7   Chicago, IL, USA.

9

10 Supplementary information

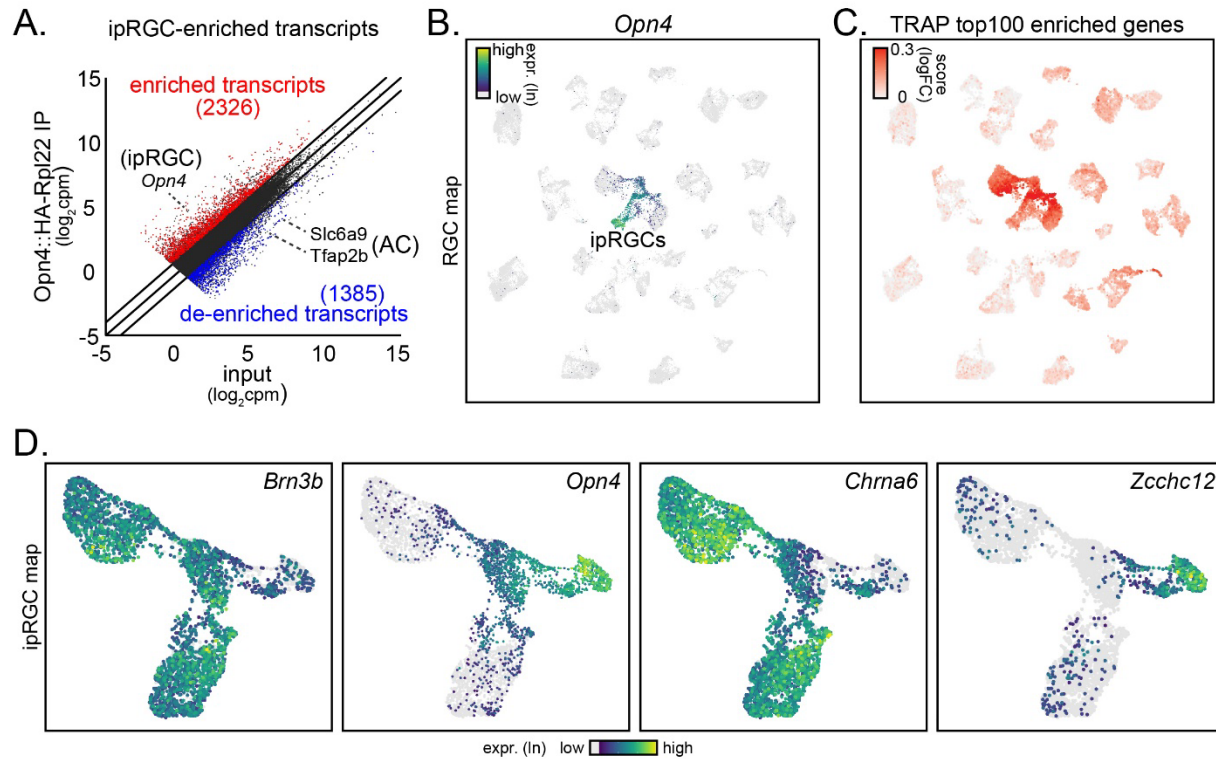

Supplementary Figure 1. Profiling the ipRGC transcriptome using TRAP. (A) Immunoprecipitation of HA-Rpl22 expressed selectively in *Opn4*^{Cre/+} retinal cells followed by sequencing of ribosome-bound mRNA and total retinal mRNA reveals enrichment and de-enrichment of thousands of transcripts as indicated in red or blue, respectively (n = 2-4 biological replicates, log₂FC>1, FDR<0.05). Among enriched transcripts include the ipRGC gene marker *Opn4* and among de-enriched transcripts include the amacrine cell (AC) gene markers *Slc6a9* and *Tfap2b*. (B, C) *Opn4* mRNA expression (B) and the top 100 genes isolated from *Opn4*^{Cre/+} ; *Rpl22*^{HA} retinal cells that are enriched in ipRGCs, among all RGC cell types (C). (D) *Brn3b*, *Opn4*, *Chrna6* and *Zcchc12* mRNA expression in ipRGC clusters.

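*Opn4* was enriched and the amacrine cell genes *Slc6a9* and *Tfap2b* were depleted in the *Rpl22* HA IPs. *Opn4*, the melanopsin gene on chromosome 14 (34590618 to 34599958, minus strand, mm10), stood at 45.9 ± 2.17 normalized CPM in the IPs and at 2.26 ± 0.351 in the inputs (SD, n = 2 each). That is a log2 fold change of 4.33 (standard error 0.412, adjusted p = 1.01e-07 from edgeR). *Slc6a9*, which encodes the glycine transporter GLYT1, lies on chromosome 4 (117835051 to 117869305, plus strand) and was at 17.9 ± 0.268 and 125 ± 1.84 CPM (SD, n = 2 each). On the log2 scale, the fold change was −2.80 (standard error 0.166, adjusted p = 1.81e-09 from edgeR). *Tfap2b*, a transcription factor gene of amacrine cells on chromosome 1 (19208914 to 19238576, plus strand), was at 10.5 ± 1.87 and 52.3 ± 0.733 CPM (SD, n = 2 each). The log2 fold change was −2.31 (standard error 0.182, adjusted p = 4.63e-08 from edgeR). *Slc6a9* and *Tfap2b* were higher in the control IPs than in the *Rpl22* HA IPs, so they fall outside the selection, and their values come from the fit without it. When the enrichment in the control IPs over their inputs was subtracted, the log2 fold changes were 3.44 for *Opn4* (standard error 0.836, adjusted p = 0.00372 from edgeR), −1.25 for *Slc6a9* and −1.44 for *Tfap2b*. The control IPs held 14 and 82 raw counts of *Opn4*.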

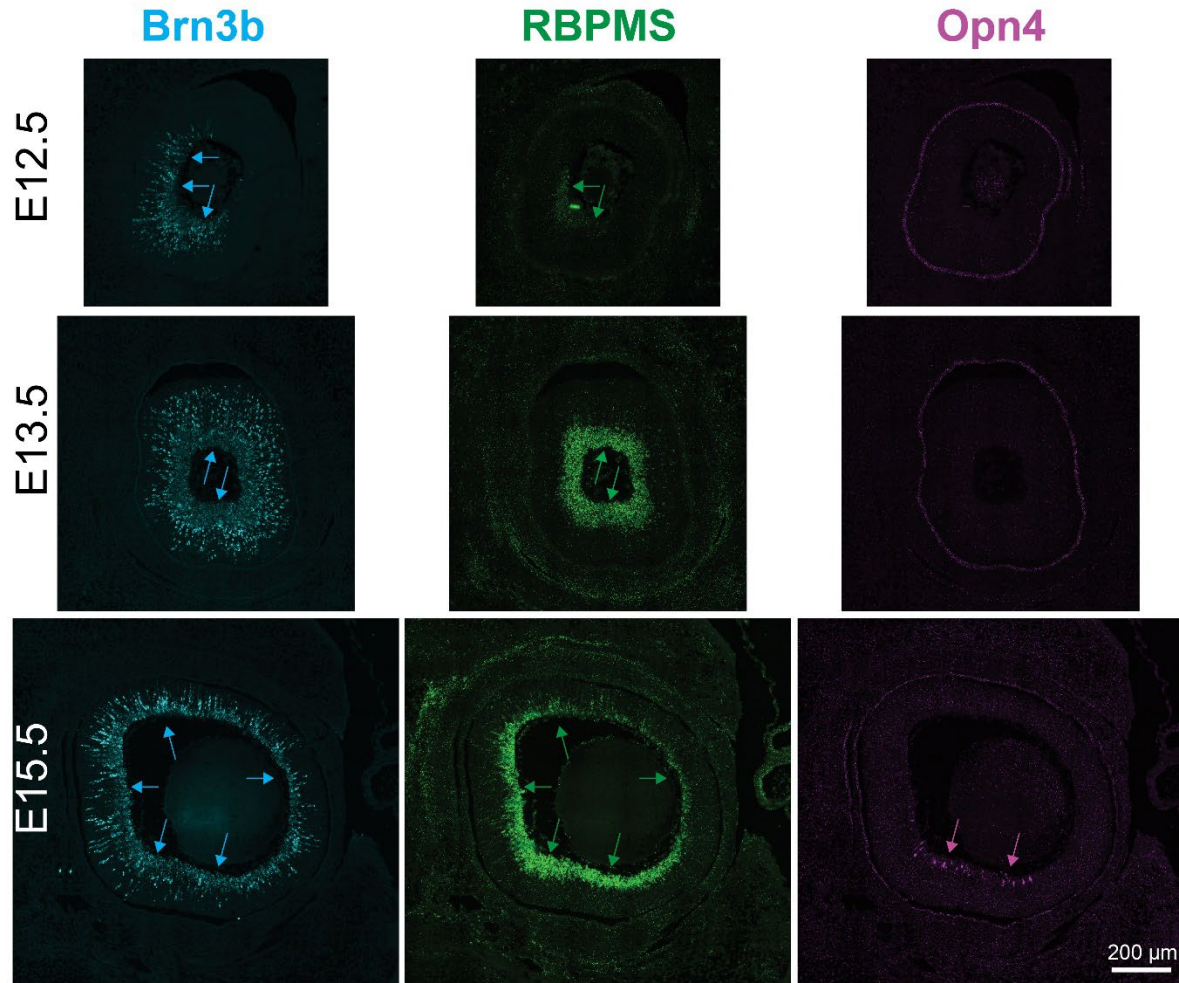

21

22 **Supplementary Figure 2.** *Opn4* is expressed after RGC specification. RNAscope fluorescent in
 23 situ hybridization (FISH) labeling in developing eyecups for *Brn3b* (cyan arrows), *Rbpms* (green
 24 arrows), and *Opn4* (magenta arrows) mRNA at various embryonic stages. *Opn4* expression is
 25 undetectable until E15.5, after RGC specification.

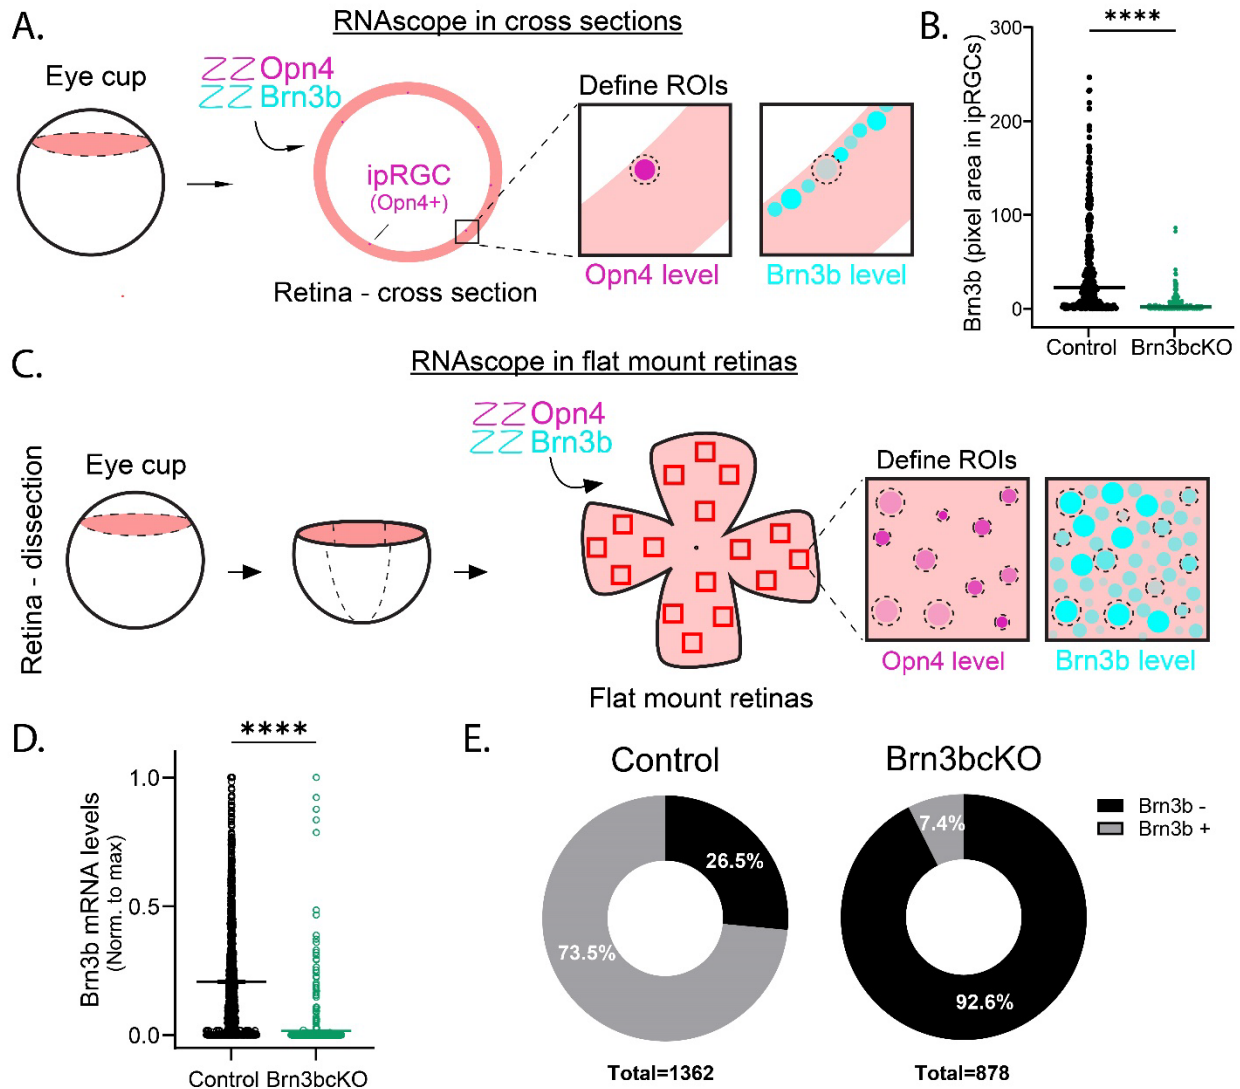

26

27 **Supplementary Figure 3.** Brn3bcKO mice present decreased Brn3b mRNA expression in
 28 ipRGCs. (A) Schematic representation of RNAscope in cross-sectioned retinas. (B) *Brn3b* mRNA
 29 levels are significantly decreased in ipRGCs of Brn3bcKO (green, n=216) mice compared to
 30 control (black, n=336 cells) littermates (P=0.0001). (C) Schematic representation of RNAscope in
 31 flat mount retinas. ROIs: region of interest. (D) *Opn4* mRNA levels are significantly increased in
 32 ipRGCs Brn3bcKO (green, n=878) compared to control (black, n=1362 cells) littermates
 33 (P=0.0001). (E) Proportion of *Brn3b*-negative (Brn3b-) and *Brn3b*-positive (Brn3b+) mRNA in

- 34 ipRGCs from control and Brn3bcKO mice measured by RNAscope. Source data are provided as a
- 35 Source Data file. Lines are median values, ****P<0.001, two-tailed Mann Whitney U test.

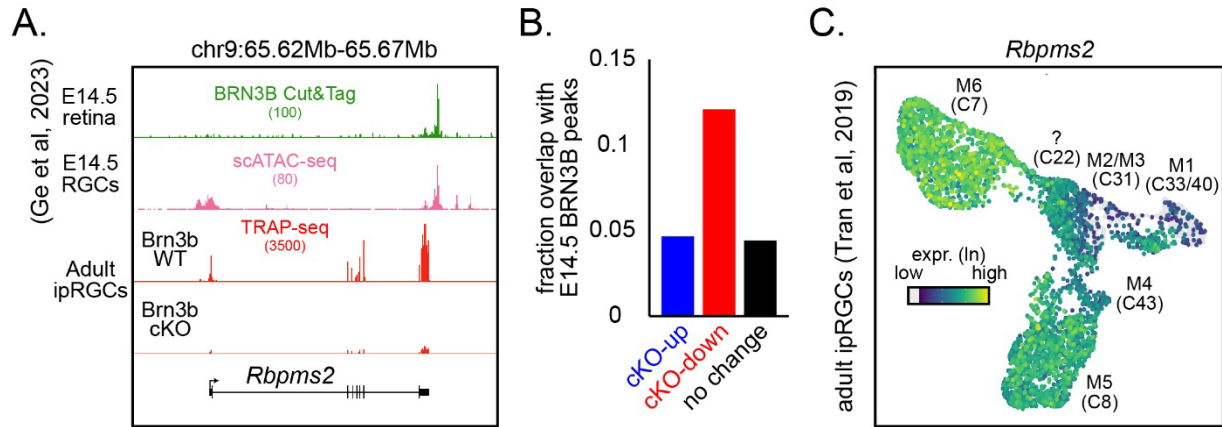

Supplementary Figure 4. BRN3B binding is enriched at Brn3bcKO downregulated genes. **(A)** UCSC genome browser tracks of BRN3B Cut&Tag, scATAC-seq²¹, and TRAP-seq data at the *Rbpms2* locus. *Rbpms2*, which is robustly downregulated in ipRGCs upon Brn3bcKO, harbors an ATAC-seq peak downstream of its gene body that is bound by BRN3B. **(B)** Genes that are downregulated upon Brn3bcKO in ipRGCs show enrichment for BRN3B peaks compared to genes that are upregulated or not changed upon Brn3bcKO. **(C)** *Rbpms2* mRNA expression in ipRGC clusters. Source data are provided as a Source Data file.

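*Rbpms2*, which encodes an RNA-binding protein of RGCs, had the lowest log2 fold change among the genes that the paper names for the TRAP data. It lies on chromosome 9 from 65630559 to 65660526 on the plus strand of mm10. The transcript with the highest mean count stood at 13.8 ± 4.88 normalized CPM in Brn3bcKO and at 89.0 ± 17.7 in control IPs (SD, n = 4 each). Its log2 fold change was −2.69 (standard error 0.231, adjusted p = 1.59e-05 from edgeR). Another transcript of the gene, from 65629648 to 65660528, was at 11.3 ± 3.50 and 72.5 ± 13.1 CPM (SD, n = 4 each). This is a log2 fold change of −2.68 (adjusted p = 9.95e-06 from edgeR). By library the transcript with the highest mean count was at 86.8, 68.4, 89.2 and 112 CPM in control and 10.1, 18.7, 17.3 and 9.16 in Brn3bcKO replicates 1 to 4. Without the selection, the cone list had a median of 0.93 in the same libraries. *Rbpms*, a paralog used as a marker of RGCs, was at 99.3 ± 22.4 and 162 ± 43.5 CPM (SD, n = 4 each). That is a log2 fold change of −0.71 (standard error 0.195, adjusted p = 0.0446 from edgeR). The call of *Rbpms2* held in the alternative settings that were run, while that of Rbpms in Brn3bcKO was lost in 10 of 21 of them (adjusted p values between 0.0108 and 0.238 from edgeR and DESeq2). Among these were the settings without control replicate 2, 3 or 4 or Brn3bcKO replicate 1, 2 or 4, from 0.061 without control replicate 2 to 0.164 without control replicate 4, by edgeR.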

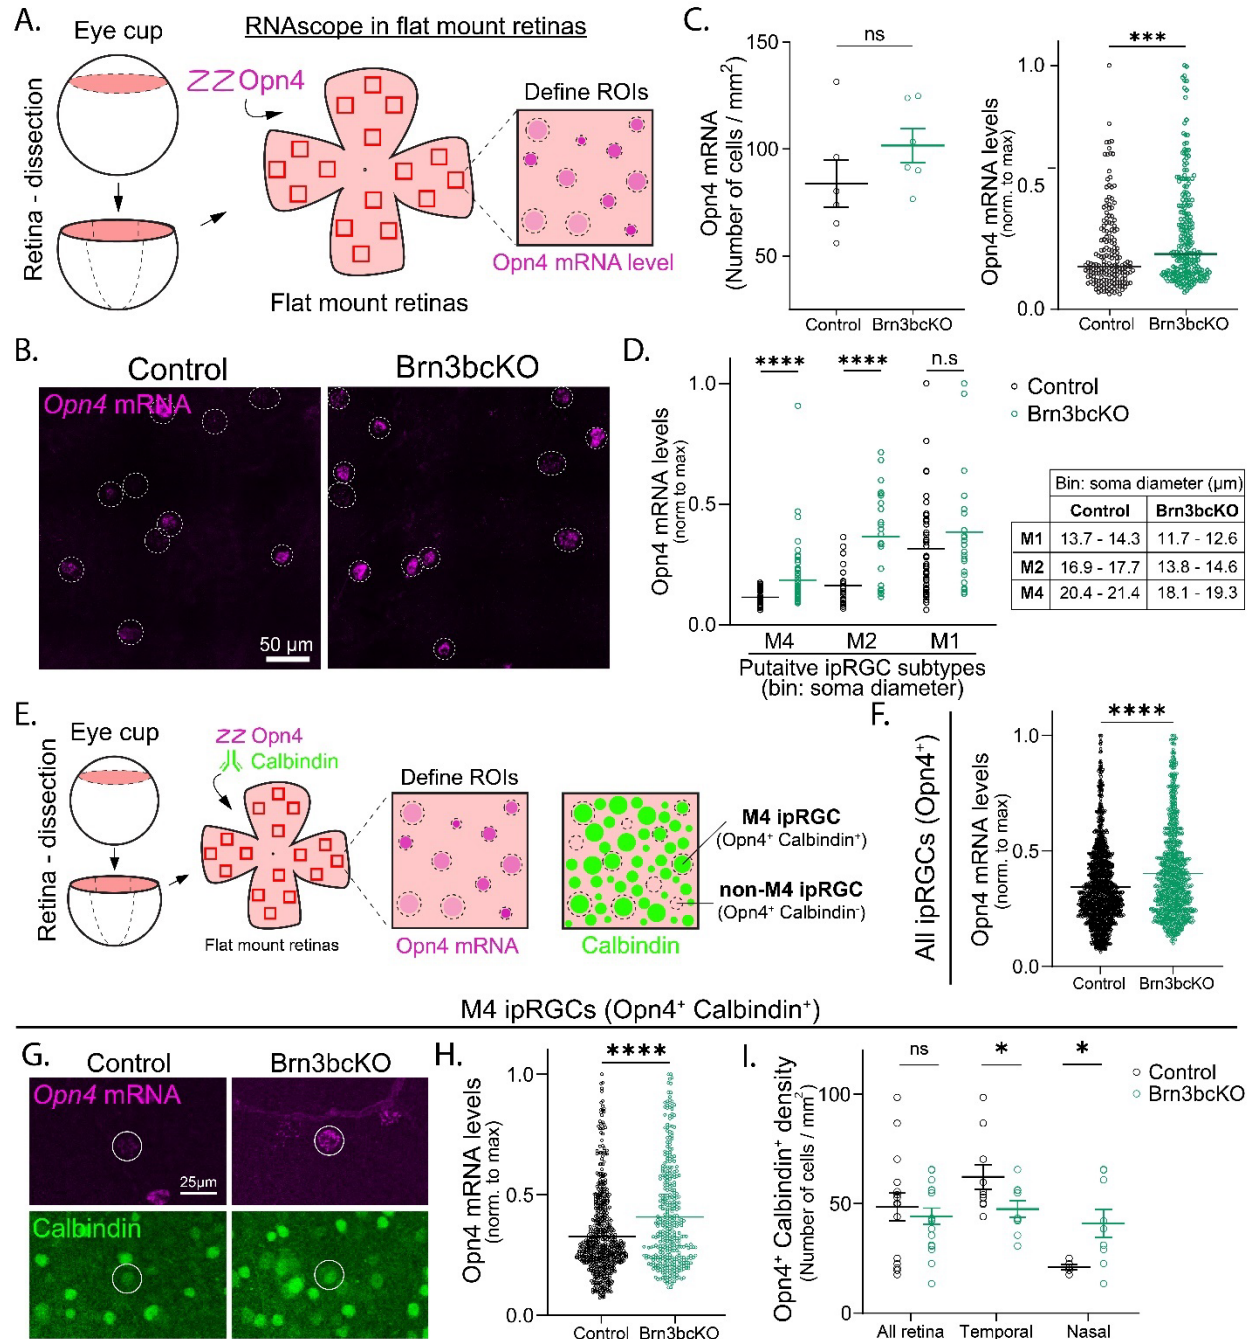

Supplementary Figure 5. Brn3bcKO mice present increased *Opn4* mRNA expression in ipRGCs.

(A) Schematic representation RNAscope in flat-mount retinas using *Opn4* mRNA probe. ROIs: region of interest. (B) Representative images of *Opn4* mRNA labeling in flat mount retinas. (C) Left: density of *Opn4* mRNA-expressing cells (n=6 mice per group) (P=0.219). Right: *Opn4* mRNA levels are significantly increased in ipRGCs of Brn3bcKO mice (green, n=182 cells)

compared to control littermates (black, n =242 cells) (P=0.0002). (D) Left: *Opn4* mRNA levels are significantly increased in M4 (n= 33 cells in Control; N=60 cells in Brn3bcKO, P=0.0001), M2 (n= 22 cells in Control; N=24 cells in Brn3bcKO, P=0.0001) ipRGCs of Brn3bcKO mice (green) compared to control (black) littermates. No differences were observed in putative M1 ipRGCs (n= 44 cells in Control; N=22 cells in Brn3bcKO, P=0.201). Right: soma diameter bins to classify ipRGC subtypes. (E) Schematic representation of RNAscope in flat-mount retinas using *Opn4* mRNA probe and anti-calbindin antibody. (F) *Opn4* mRNA levels are significantly increased in all ipRGCs of Brn3bcKO mice (green, n=889 cells) compared to control littermates (black, n=1362 cells) (P=0.00001). (G) Representative images of *Opn4* mRNA and calbindin expressing cells in control and Brn3bcKO mice. (H) *Opn4* mRNA levels are significantly increased in M4 ipRGCs (*Opn4*⁺ calbindin⁺) of Brn3bcKO mice (green, n=379 cells) compared to control littermates (black, n=593 cells) (P=0.00001). (I) density of *Opn4*⁺ calbindin⁺-expressing cells (M4 ipRGCs; All retina: N=19 in Control, N=14 in Brn3bcKO, P=0.551; Temporal: N=10 in Control, N=9 in Brn3bcKO, P=0.048; Nasal: N=5 in Control, N=9 in Brn3bcKO, P=0.043). Source data are provided as a Source Data file. Lines are median values, n.s. (not significant) P>0.05, *P<0.05, ***P<0.001, ****P<0.0001, two-tailed Student's t- and Mann Whitney U tests.

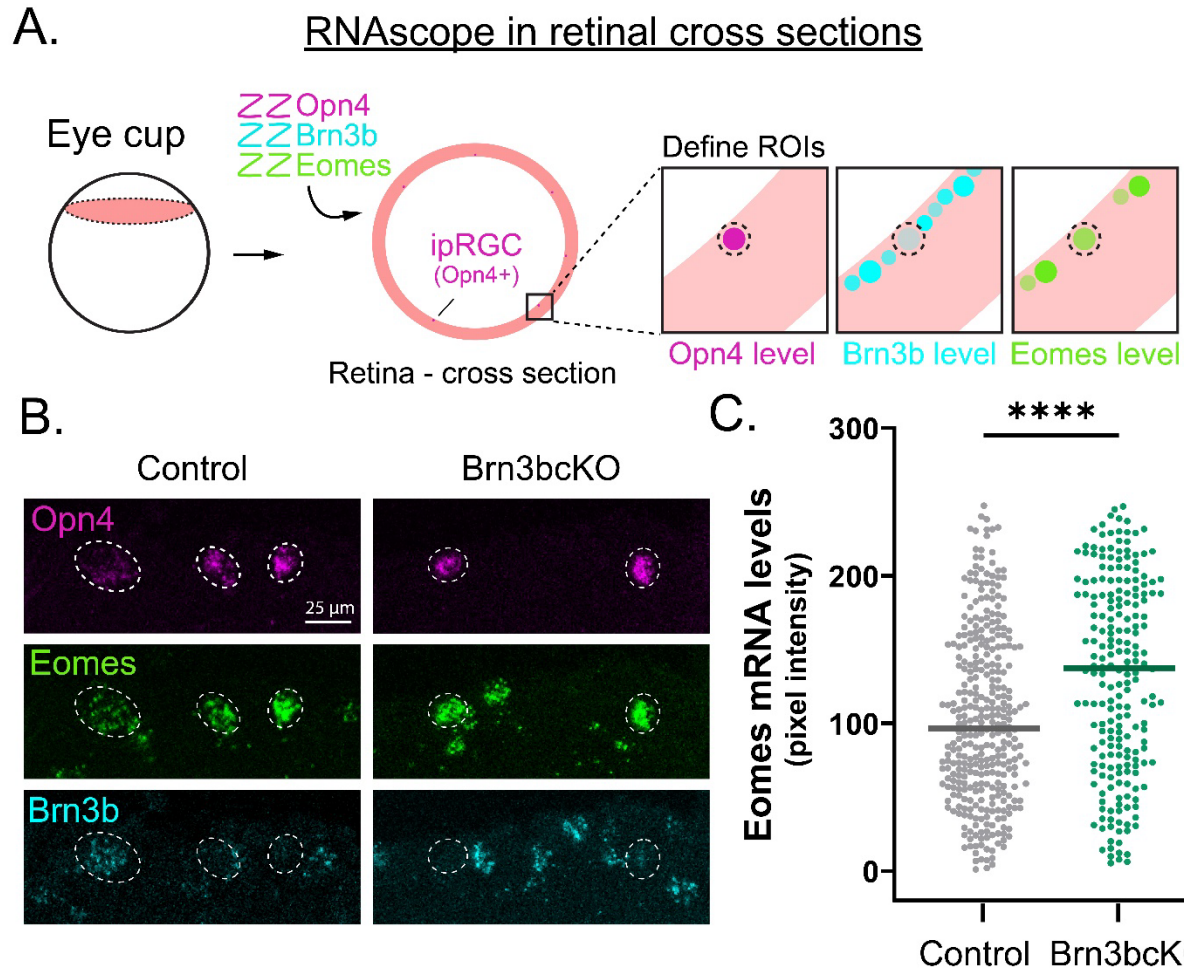

Supplementary Figure 6. Brn3bcKO mice present increased *Eomes* mRNA expression in ipRGCs. (A) Schematic representation of RNAscope in cross-sectioned retinas. ROIs: region of interest. (B) *Opn4*, *Eomes* and *Brn3b* mRNA expression in ipRGCs (dashed ellipse) from control (*Opn4*^{Cre/+}; *Brn3b*^{+/+}) and Brn3bcKO retinal sections. (C) *Eomes* mRNA levels are significantly increased in ipRGCs Brn3bcKO (green, n=216 cells) compared to control (grey, n=336 cells) littermates (P=0.00001). Source data are provided as a Source Data file. Lines are median values, ****P<0.0001, two-tailed Mann Whitney U test.

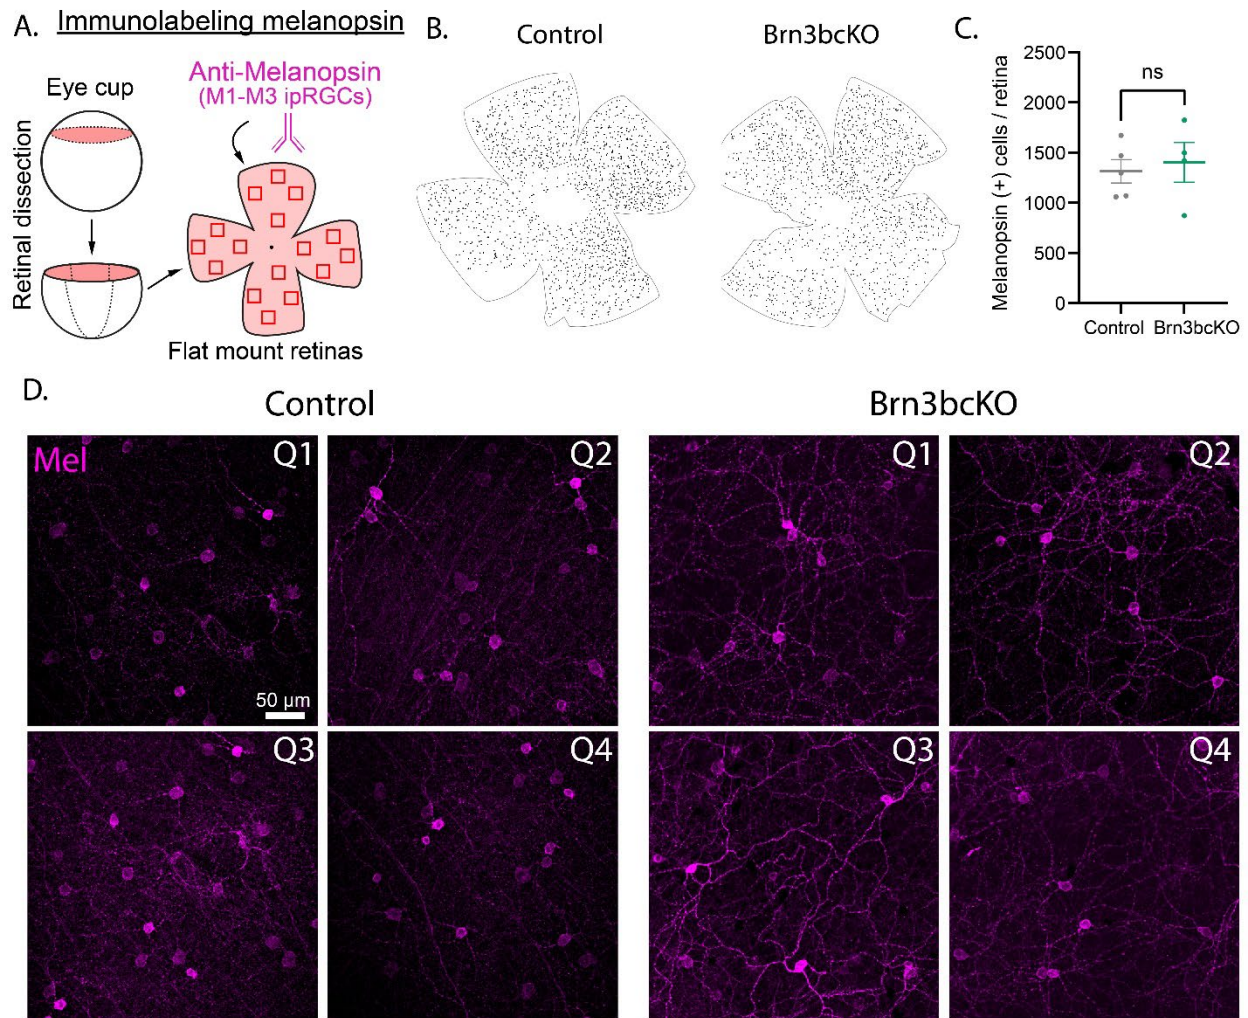

Supplementary Figure 7. Melanopsin levels in flat mount retinas. (A) Schematic representation of melanopsin immunolabeling in flat-mount retinas. (B) Representative quantification of total number of melanopsin-positive cells (each dot represents a cell) in control and Brn3bcKO retinas. (C) No differences in the total number of melanopsin-positive cells were observed between control (grey, n=5 retinas) and Brn3bcKO (green, n=4 retinas) mice ($P=0.696$). (D) Representative images of melanopsin immunolabeling from different quadrants (Q1-Q4) of adult control and Brn3bcKO retinas. Source data are provided as a Source Data file. Lines are median (B-C), n.s. (not significant) $P>0.05$, two-tailed Mann Whitney U test.

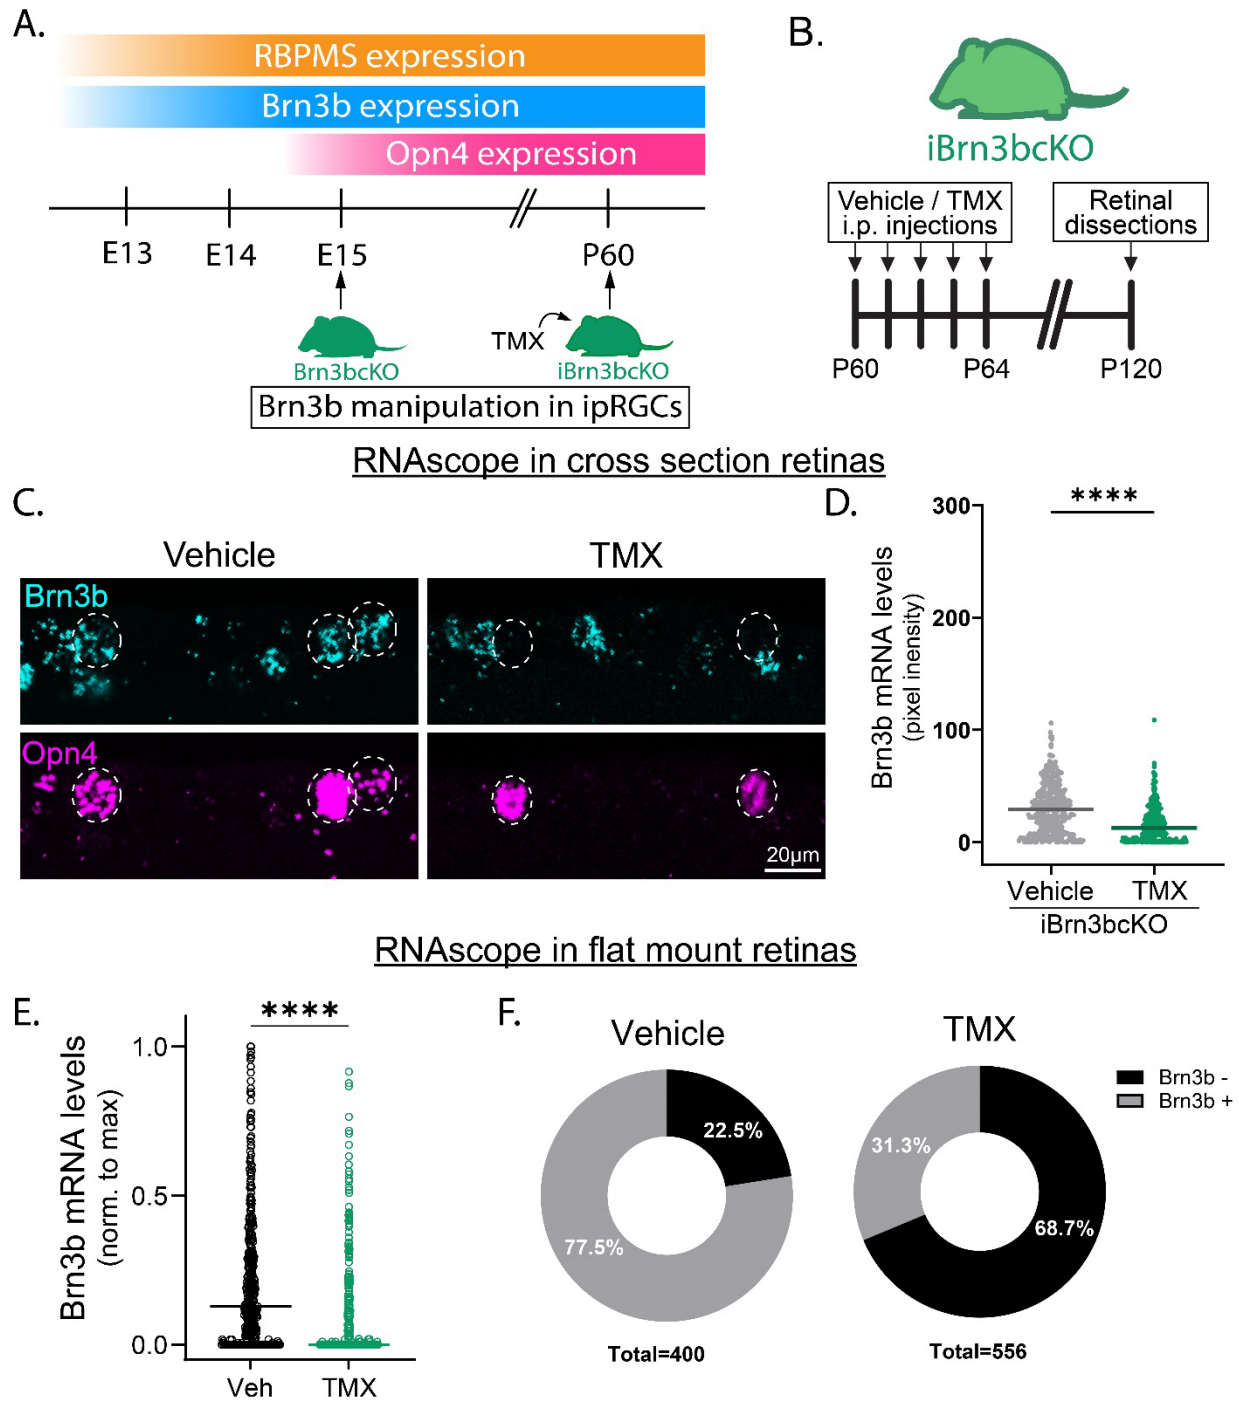

85

86 **Supplementary Figure 8.** Characterization of inducible-Brn3bcKO (iBrn3bcKO) mice. (A)
 87 Schematic representation of RBPM *Brn3b* and *Opn4* expression during development. (B)
 88 Schematic protocol to induce Cre-recombinase expression in iBrn3bcKO mice. (C) Representative

89 images of RNAscope labeling using *Brn3b* and *Opn4* mRNA probes in retinal sections from
90 Vehicle- or Tamoxifen (TMX)-injected iBrn3bcKO mice. Dashed ellipses show regions of interest
91 of ipRGC. (D) *Brn3b* mRNA levels are significantly decreased in ipRGCs from TMX-injected
92 iBrn3bcKO (green, n=288 cells) compared to control mice (grey, n=371 cells) (P=0.0001). (E)
93 *Brn3b* mRNA levels are significantly increased in all ipRGCs of Brn3bcKO mice (green, n=889
94 cells) compared to control littermates (black, n=1362 cells) (P=0.0001). (F) Proportion of *Brn3b*-
95 negative (Brn3b-) and *Brn3b*-positive (Brn3b+) mRNA in ipRGCs from Vehicle- or TMX-injected
96 iBrn3bcKO mice measured by RNAscope. Source data are provided as a Source Data file. Lines
97 are median values, ****P<0.001, two-tailed Mann Whitney U test.

A. ipRGC Sparse labeling protocol

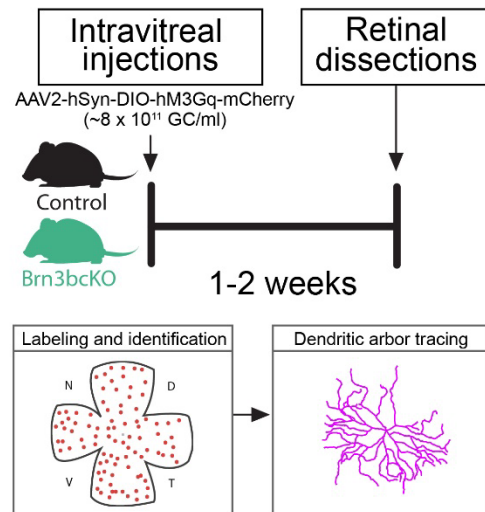

B.

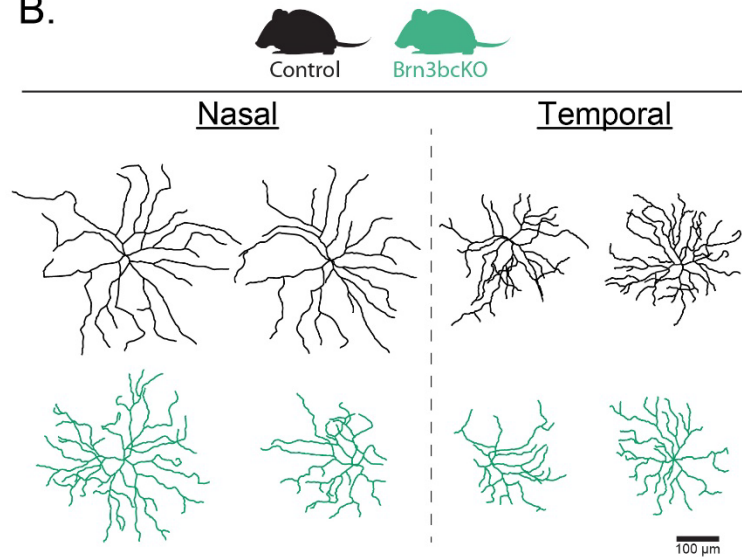

C. M4 ipRGCs - Nasal Retina

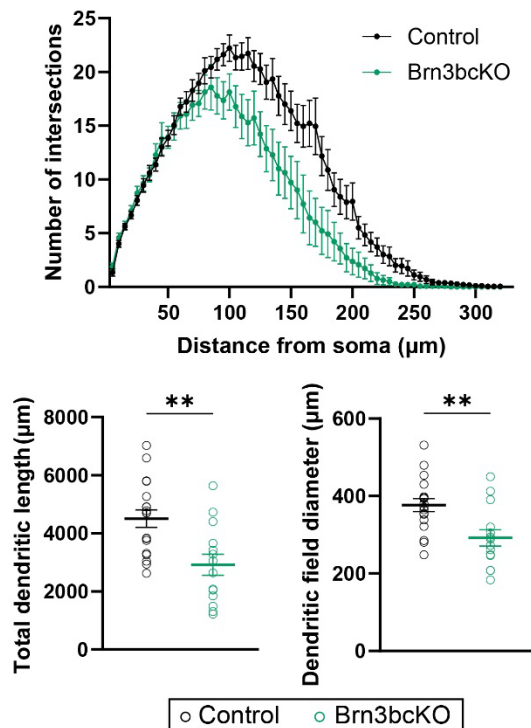

D. M4 ipRGCs - Temporal Retina

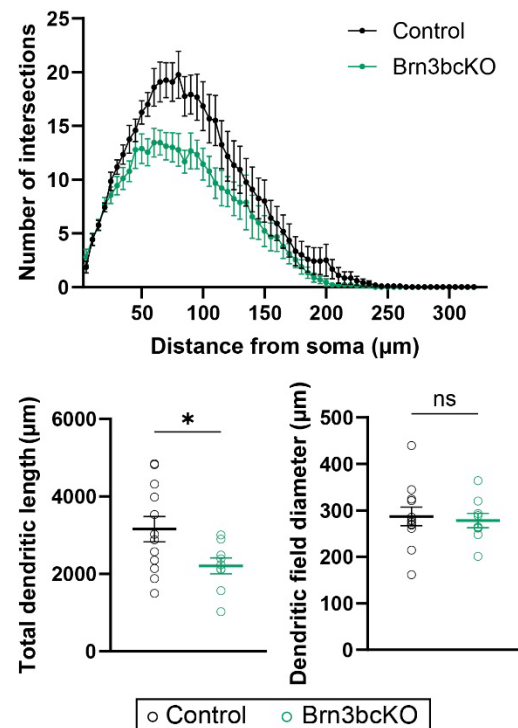

98

99 **Supplementary Figure 9.** Nasal M4 ipRGCs show the most pronounced changes in Brn3bcKO

100 retinas. (A) Schematic of the ipRGC sparse labeling protocol. (B) Representative traces of nasal

101 and temporal M4 ipRGCs in control (black) and Brn3bcKO (green) retinas. (C-D) Sholl analysis

102 (top), total dendritic length and dendritic field diameter (bottom) from nasal (C) (n=12 cells/group;

103 P=0.002 and P=0.003, respectively) and temporal (D) Brn3bcKO and control retinas (n=12 cells
104 in Control; n=9 cells in Brn3bcKO; P=0.036 and P=0.741, respectively). Source data are provided
105 as a Source Data file. All data are Mean $\pm$ SEM, n.s. (not significant) P>0.05, *P<0.05, **P<0.01,
106 two-tailed Student's t-test.

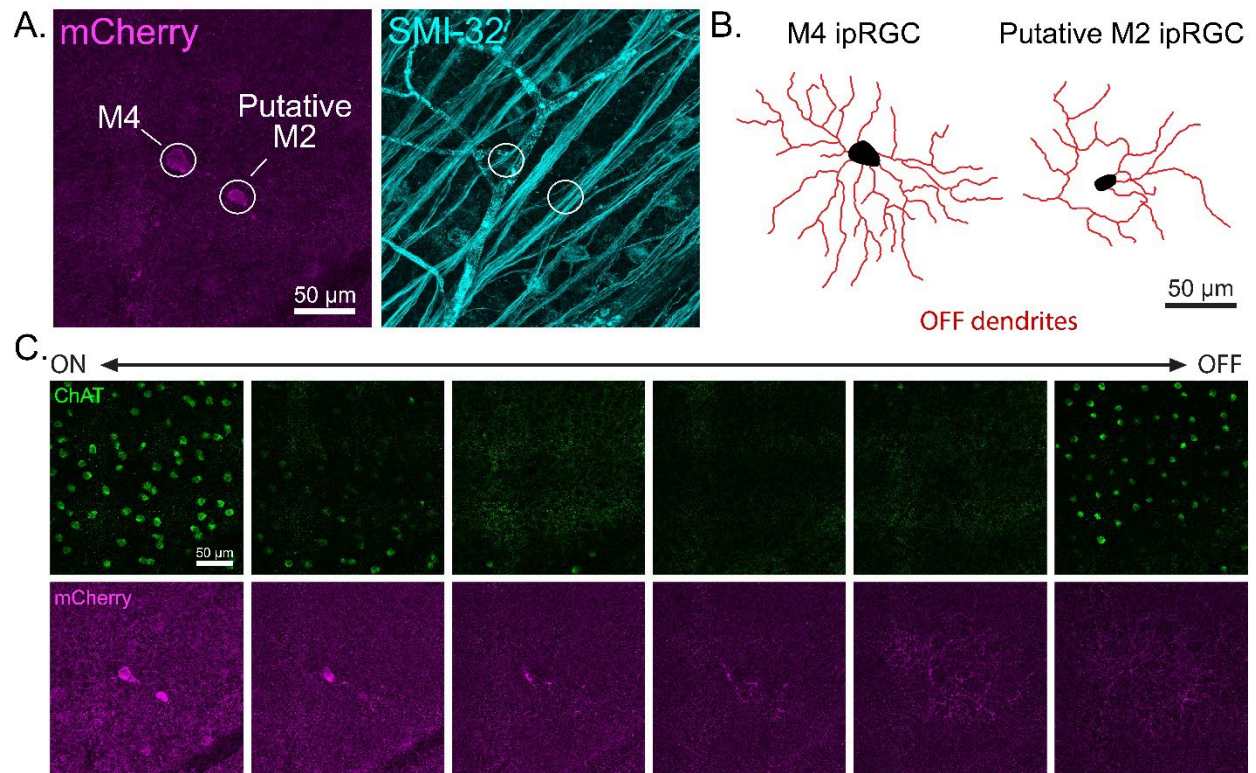

Supplementary Figure 10. Some M4 and putative M2 ipRGCs stratify dendrites in the OFF sublamina of the inner plexiform layer. (A) Representative images of sparse labeled OFF-stratifying M4 (SMI32⁺) and putative M2 (SMI32⁻) ipRGCs in Brn3bcKO mice. (B) Traces of representative OFF-stratifying M4 and putative M2 ipRGCs in Brn3bcKO mice. (C) Stack reconstruction of M4 and putative M2 ipRGCs showing somas in ON sublayer (left) and dendritic stratification in OFF sublamina (right).

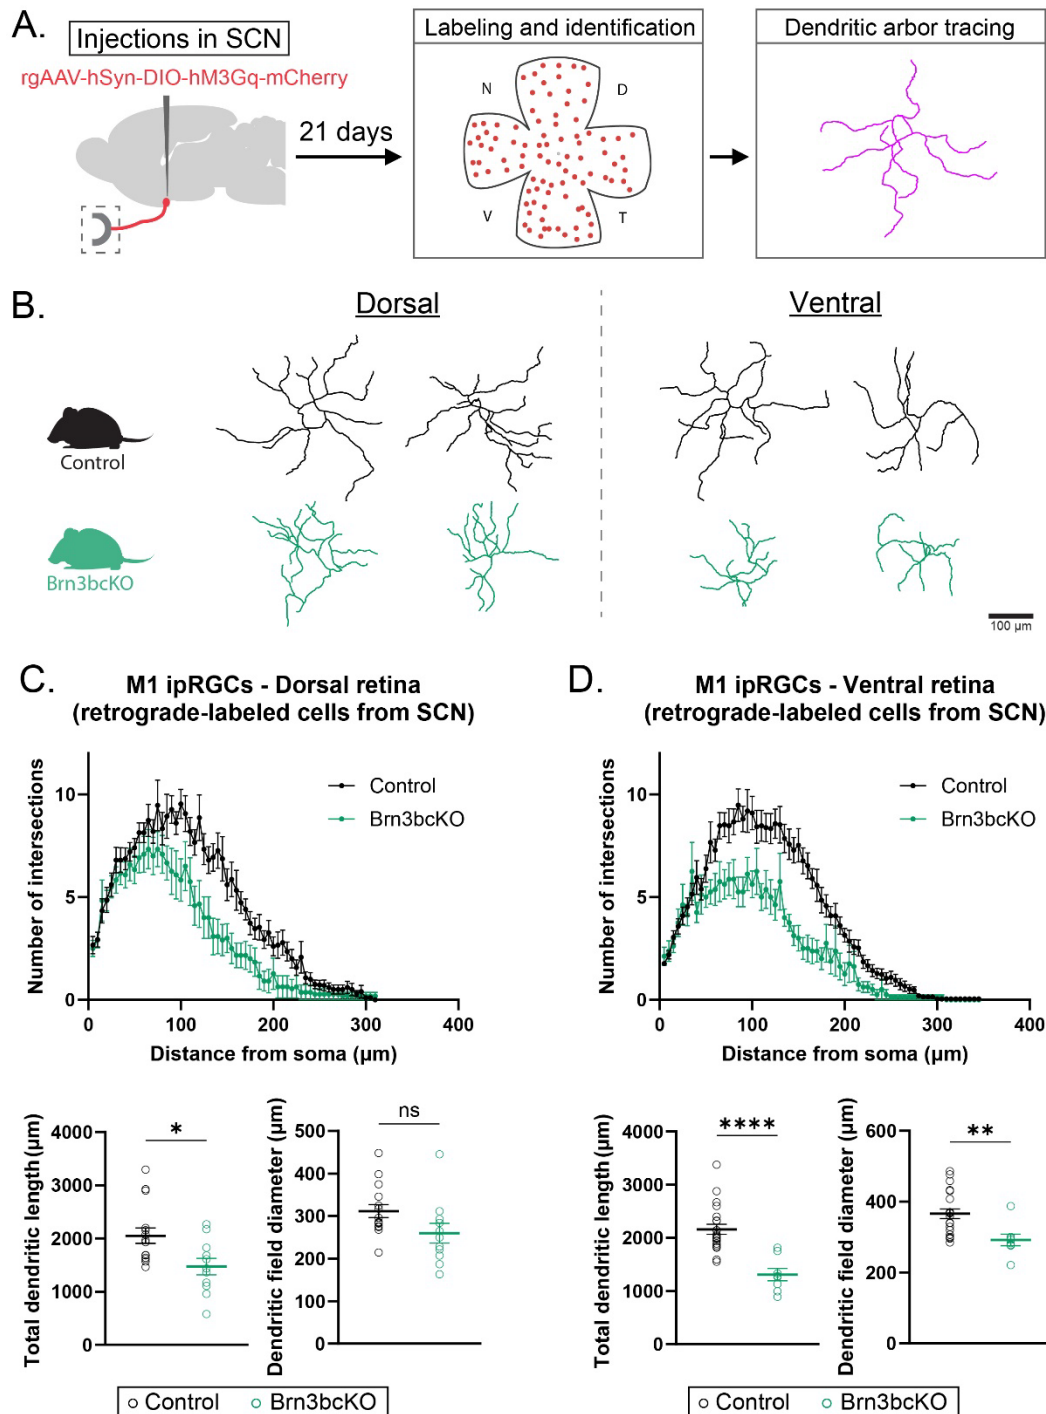

114

115 **Supplementary Figure 11.** Ventral M1 ipRGCs show the most pronounced changes in Brn3bcKO

116 retinas. (A) Schematic of retrograde labeling of SCN-projecting ipRGCs and morphological study

117 procedure. (B) Representative traces of dorsal and ventral M1 ipRGCs in control (black) and

118 Brn3bcKO (green) retinas. (C-D) Sholl analysis (top), total dendritic length and dendritic field
119 diameter (bottom) from dorsal (C) (n=15 cells in Control; n=12 cells in Brn3bcKO; P=0.012 and
120 P=0.061, respectively) and ventral (D) (n=21 cells in Control; n=8 in Brn3bcKO; P=0.0001 and
121 P=0.005, respectively) Brn3bcKO and control retinas. Source data are provided as a Source Data
122 file. All data are Mean $\pm$ SEM, n.s. (not significant) P>0.05, *P<0.05, **P<0.01, two-tailed
123 Student's t-test.

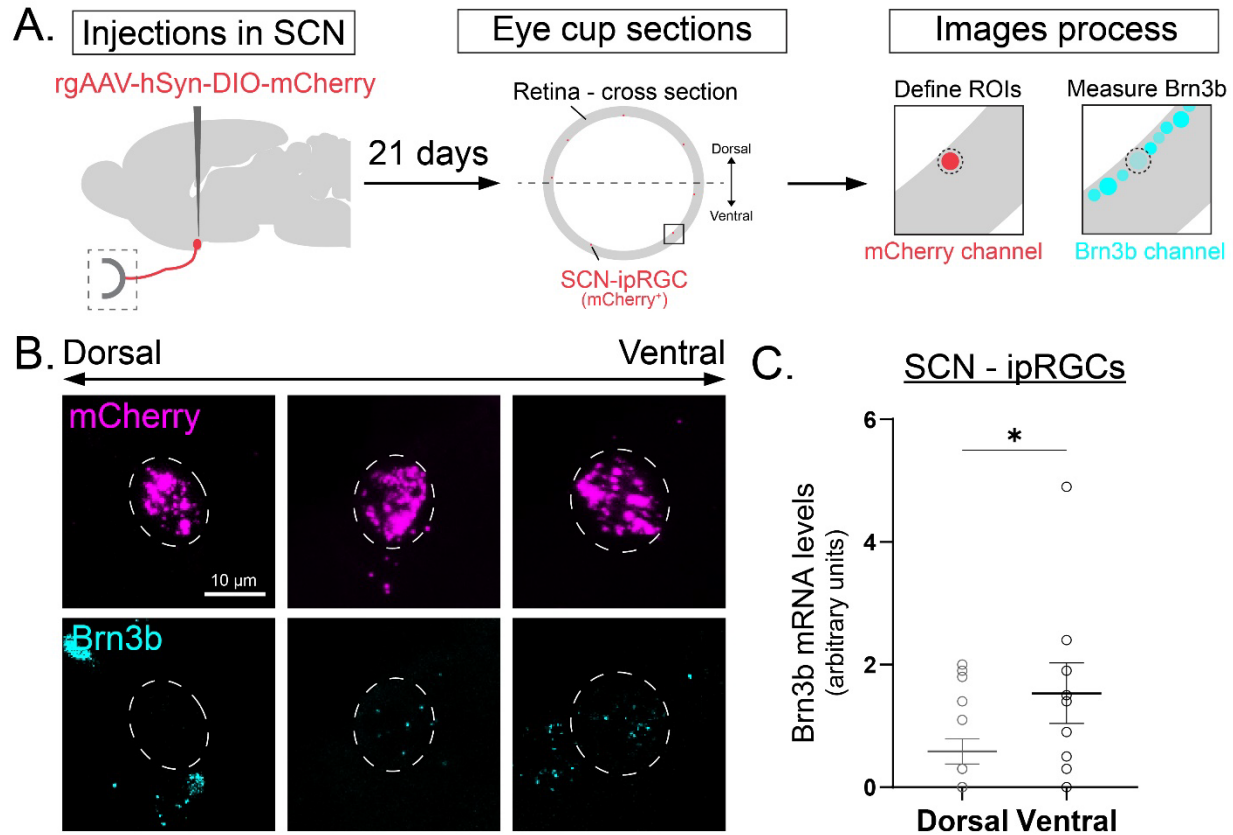

Supplementary Figure 12. Ventral SCN-M1 ipRGCs show higher levels of *Brn3b* mRNA than dorsal SCN-M1 ipRGCs. (A) Schematic of retrograde labeling of SCN-projecting ipRGCs and following RNAscope experiments. (B) Representative images of RNAscope labeling using *mCherry* and *Brn3b* mRNA probes in retinal sections from retrogradely labeled retinas from the SCN. Dashed ellipses show regions of interest of *mCherry*-positive cells (i.e. SCN-ipRGCs). (C) *Brn3b* mRNA intensity quantification in dorsal (n=15 cells) and ventral (n=9 cells) SCN-ipRGCs (P=0.0467). Source data are provided as a Source Data file. Data are Mean $\pm$ SEM, *P<0.05, two-tailed Mann Whitney U test.

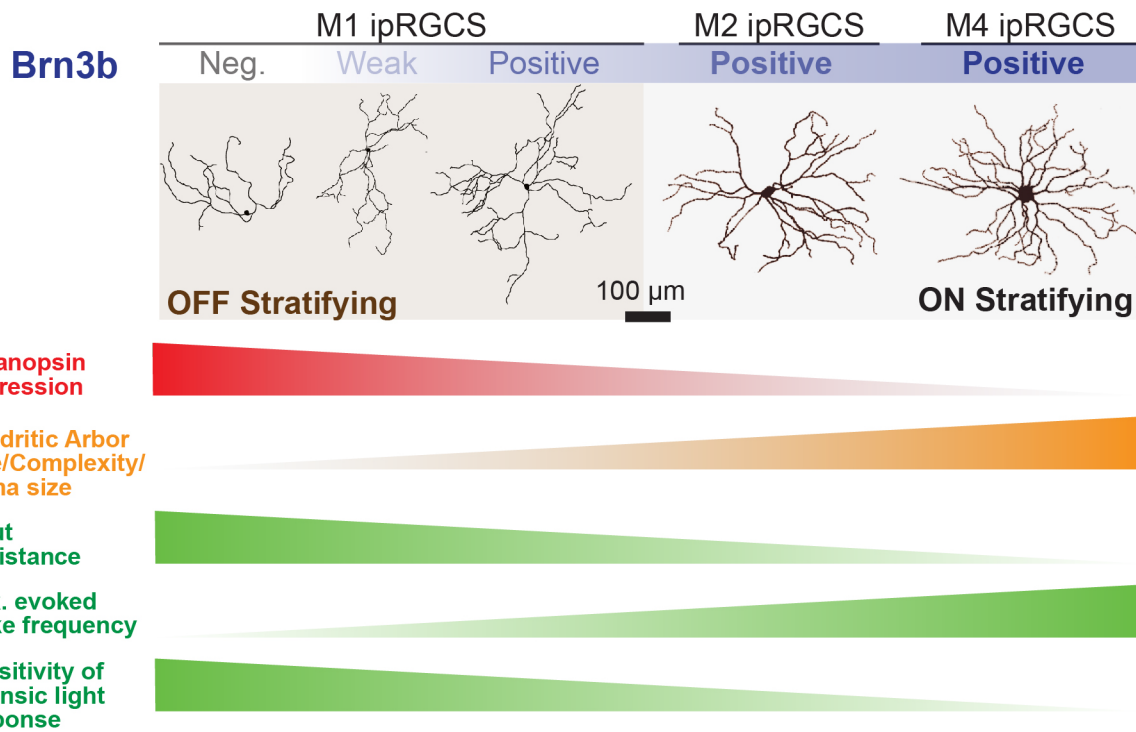

Supplementary Figure 13. *Brn3b* expression correlates with multiple features of ipRGC subtypes. Schematic representation of correlation between *Brn3b* expression levels (blue) with melanopsin expression levels (red); morphological (orange) and physiological properties (green).

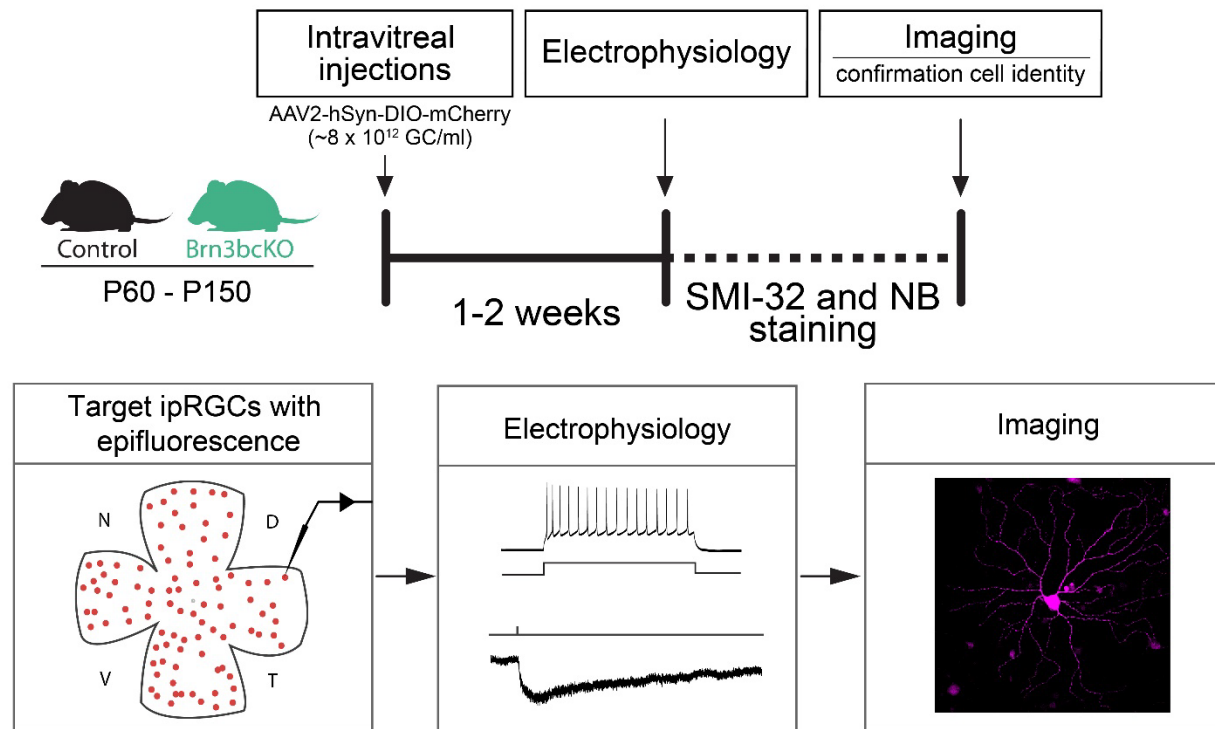

137

138 **Supplementary Figure 14.** Schematic of electrophysiological recordings of M4 ipRGCs from
 139 control and Brn3bcKO mice. Timeline of intravitreal injections to label ipRGCs,
 140 electrophysiological experiments and *post hoc* imaging to confirm M4 ipRGC cell identity.

141

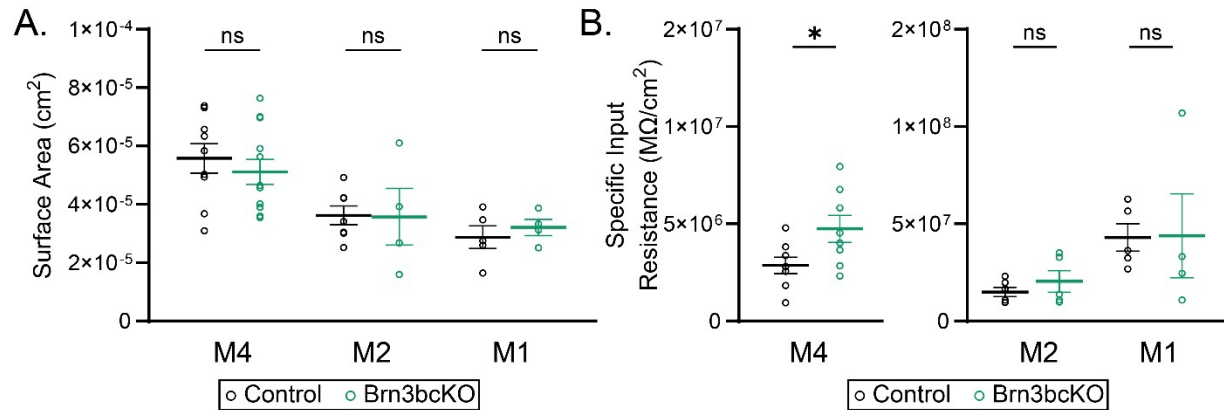

Supplementary Figure 15. Capacitance and specific input in Brn3bcKO and Control ipRGC subtypes. (A) No differences observed in surface area in recorded Brn3bcKO (green) and Control (black) ipRGC subtypes (n=9 in Control M4, n=8 in Brn3bcKO M4, P=0.488; n=5 in Control M2, n=4 in Brn3bcKO M2, P=0.953; n=5 in Control M1, n=4 in Brn3bcKO M1, P=0.530). (B) Brn3bcKO M4 ipRGC presented a higher specific input while no differences were observed in M2 and M1 ipRGCs (n=9 in Control M4, n=8 in Brn3bcKO M4, P=0.036; n=5 in Control M2, n=4 in Brn3bcKO M2, P=0.358; n=5 in Control M1, n=4 in Brn3bcKO M1, P=0.556). Source data are provided as a Source Data file. Data are Mean ± SEM, n.s. (not significant) when P>0.05, *P<0.05, two-tailed Student's t- and Mann Whitney U tests.

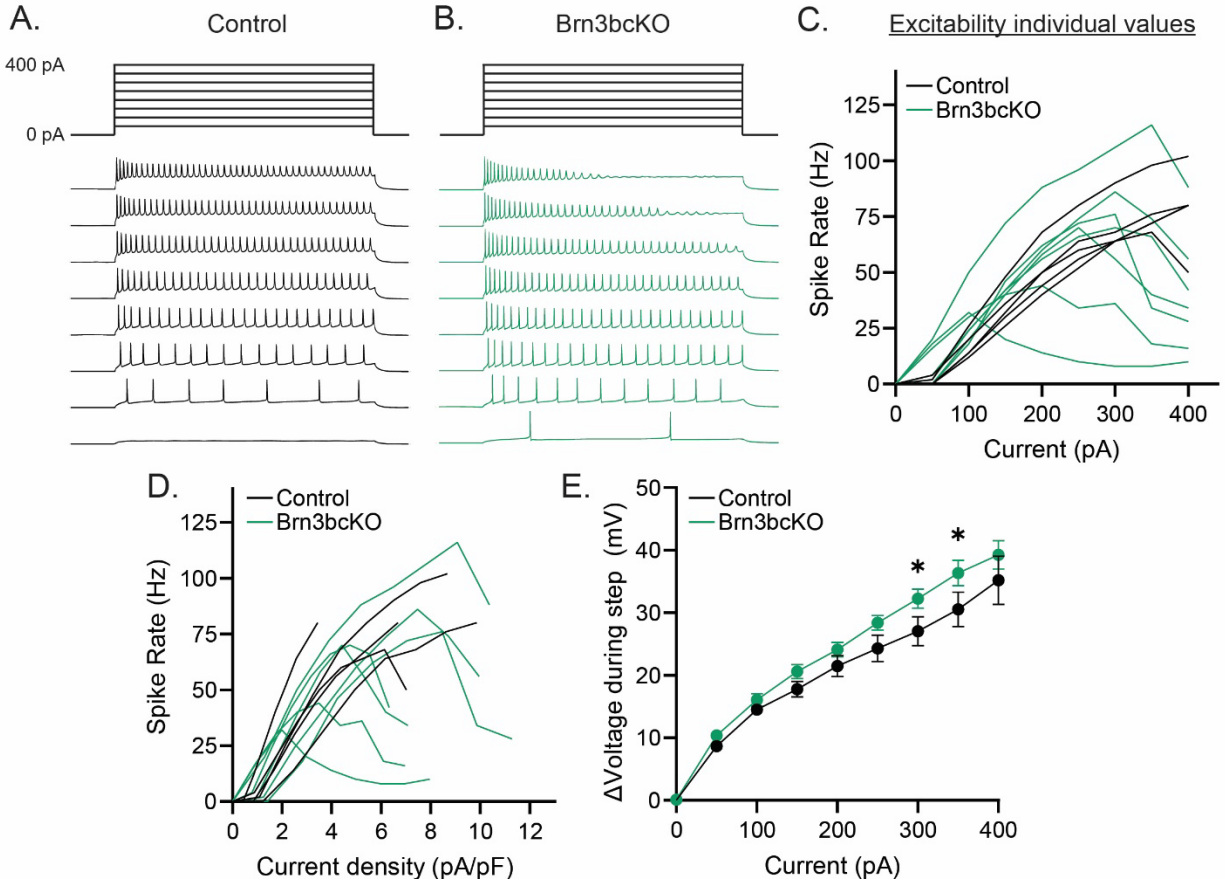

Supplementary Figure 16. BRN3B tunes the excitability of M4 ipRGCs. (A-B) Individual traces of evoked firing response to current injections in control (A, black) and Brn3bcKO (B, green) M4 ipRGCs. (C-D) Individual traces of evoked firing response at different current steps (C) and current density (D) recorded in control (black, n=5) and Brn3bcKO (green, n=7) M4 ipRGCs. (E) Difference of voltage between baseline and after the current injection step control (black, n=5) and Brn3bcKO (green, n=7) in M4 ipRGCs (300 pA: $P=0.031$; 350 pA: $P=0.016$). Source data are provided as a Source Data file. Data are Mean $\pm$ SEM, * $P<0.05$, two-way ANOVA with repeated measures.

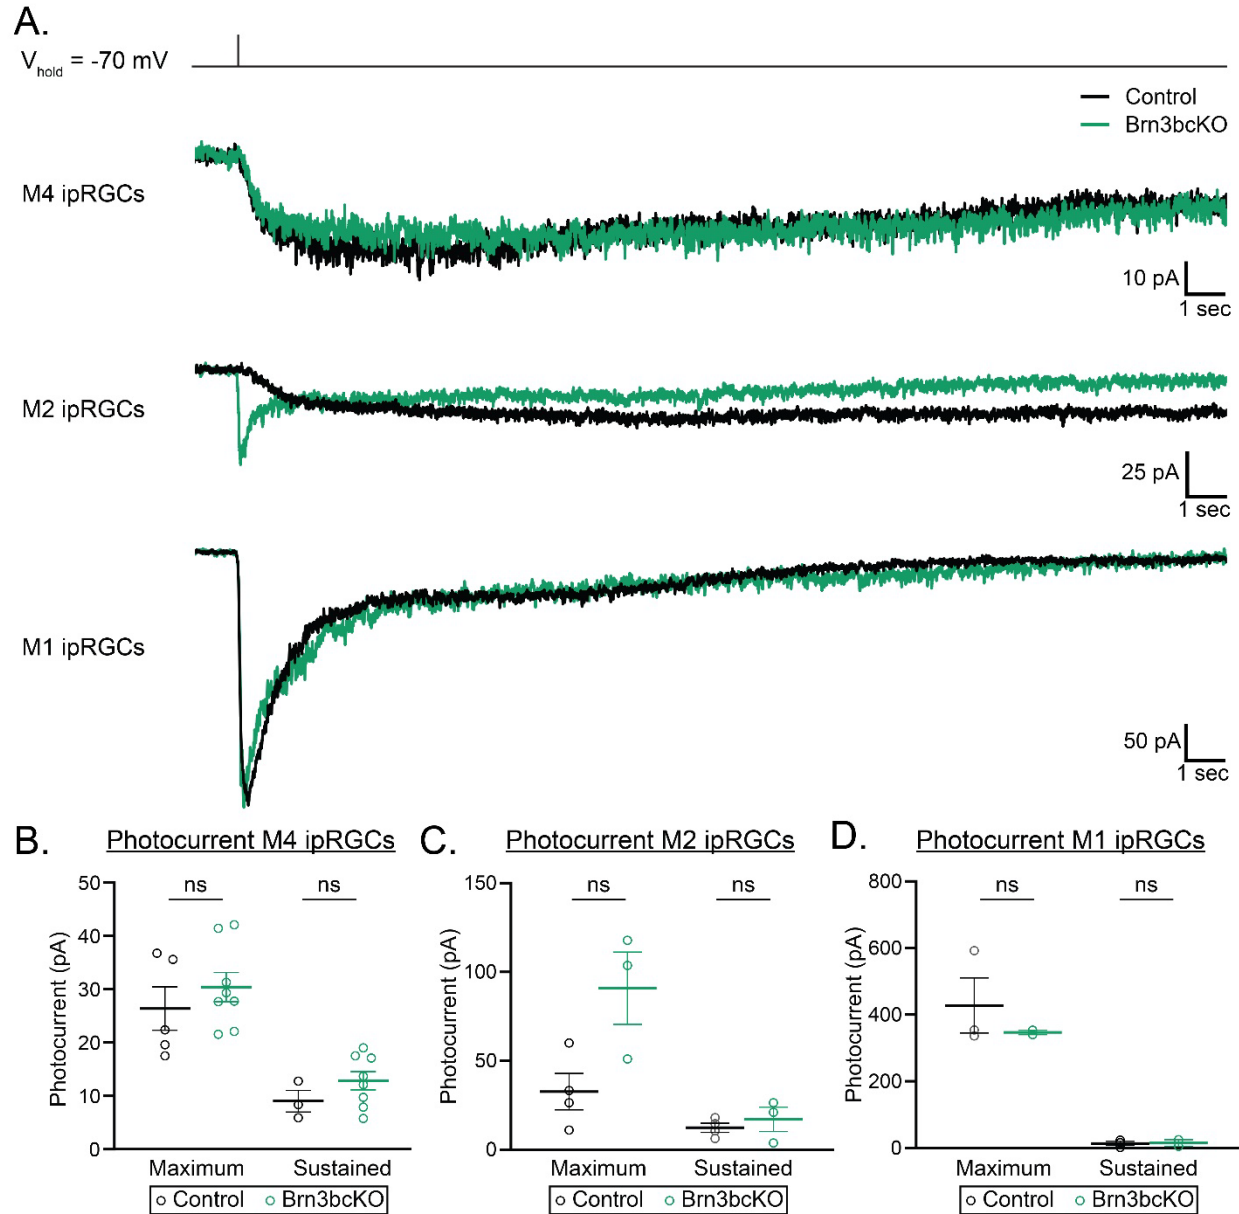

Supplementary Figure 17. BRN3B does not affect the intrinsic photocurrent of M4, M2 and M1 ipRGCs. (A) Representative traces of photocurrent responses in control (black), Brn3bcKO (green) of M4 (top), M2 (middle) and M1 (bottom) ipRGCs. (B-D) Maximum and sustained photocurrent control and Brn3bcKO M4 (B) (n=5 in Control, n=8 in Brn3bcKO, Maximum: P=0.411, Sustained: P=0.376), M2 (C) (n=4 in Control, n=3 in Brn3bcKO, Maximum: P=0.114, Sustained: P=0.496) and M1 (D) (n=3 in Control, n=2 in Brn3bcKO, Maximum: P=0.800, Sustained:

168 P=0.936) ipRGCs. Source data are provided as a Source Data file. Data are Mean $\pm$ SEM, n.s. (not
169 significant), $P>0.05$, two-tailed Mann Whitney U test.

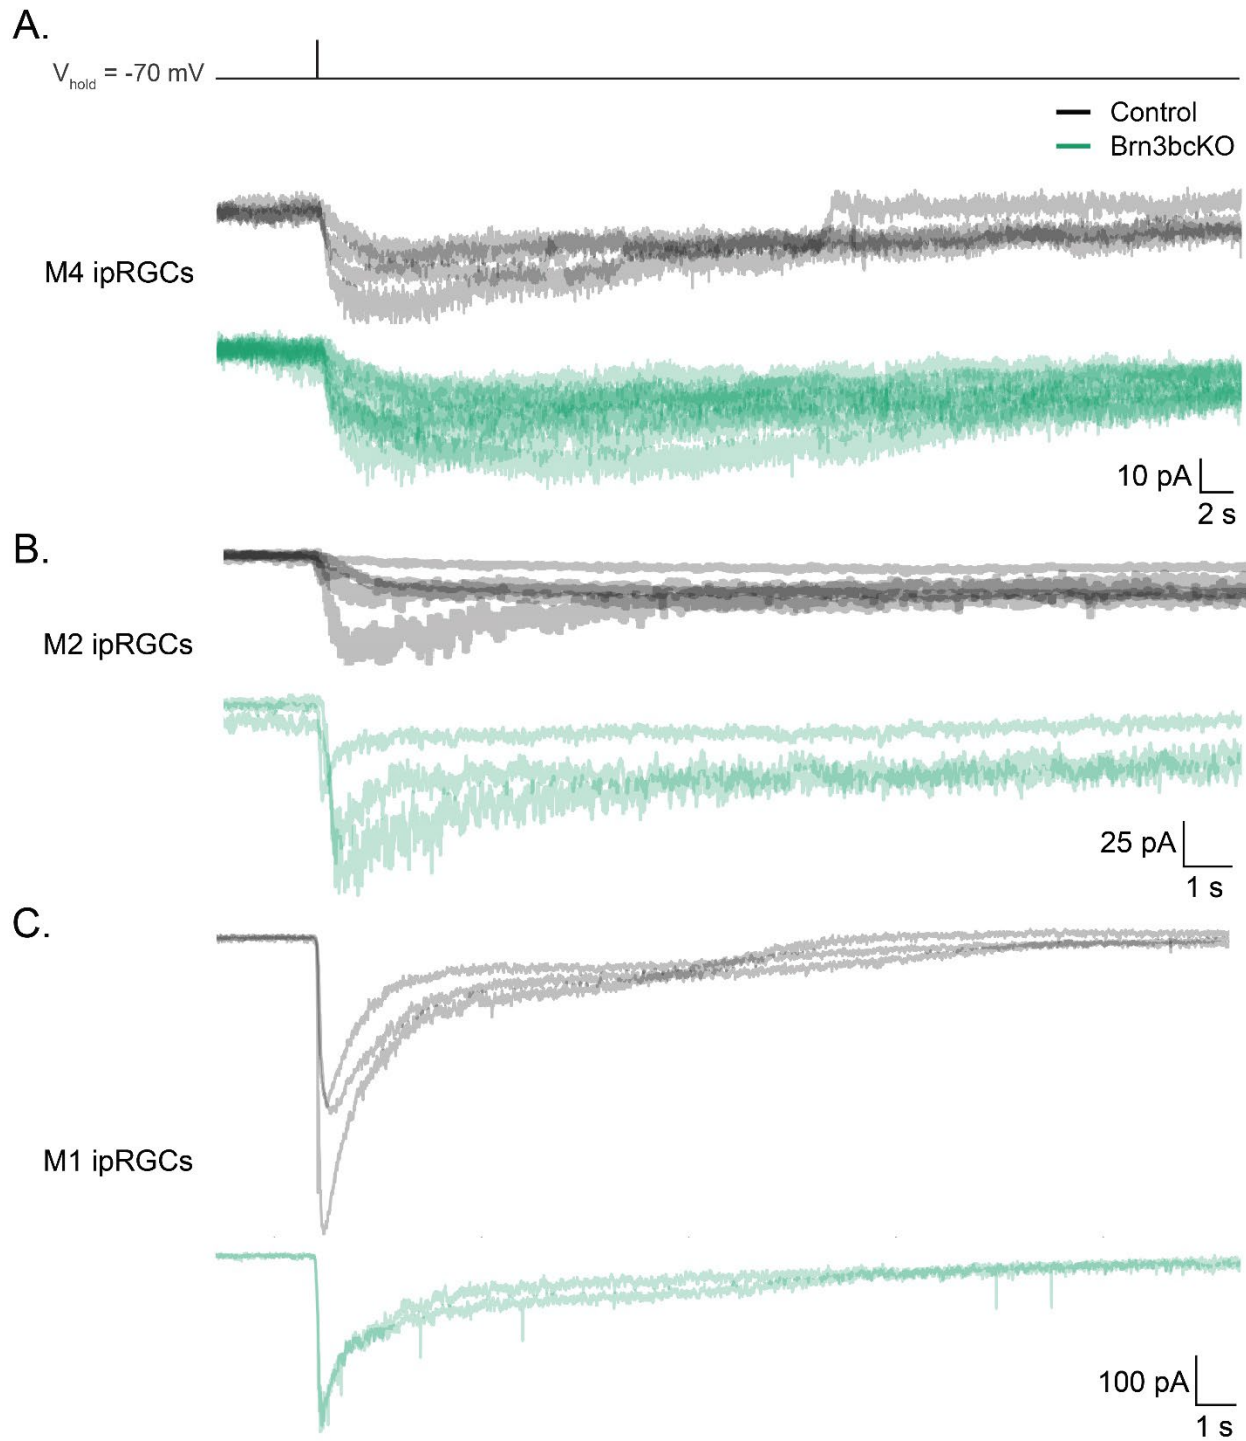

Supplementary Figure 18. Photocurrent raw traces of control and Brn3bcKO ipRGCs. (A-C)

Raw traces of photocurrent responses in control (black), Brn3bcKO (green) of M4 (A), M2 (B)

and M1 (C) ipRGCs.

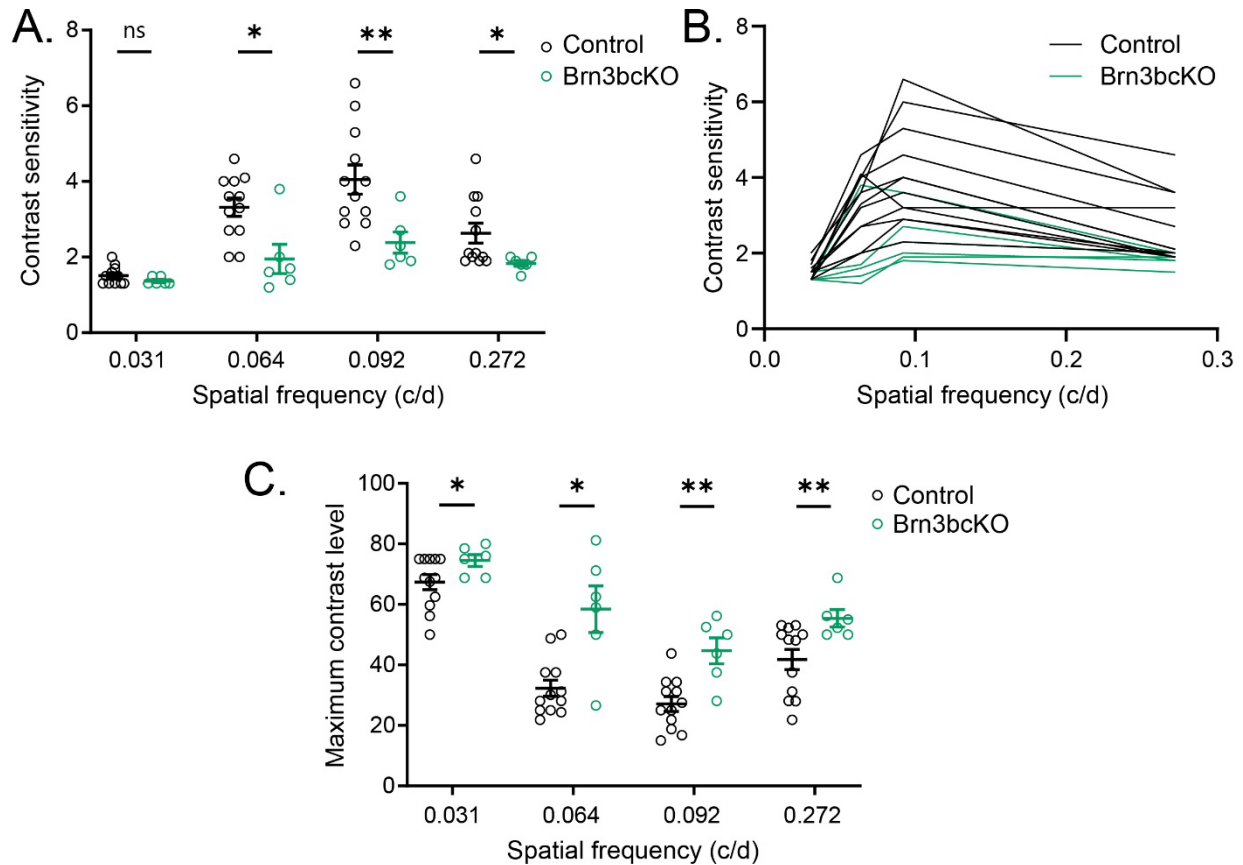

Supplementary Figure 19. Brn3bcKO mice showed decreased contrast sensitivity. (A) contrast sensitivity quantification in OKR at 0.031, 0.064, 0.092 and 0.272 cycles/degree (c/d) in control (black, n=12) and Brn3bcKO (green, n=6) mice (0.031 cpd, P=0.176; 0.064 cpd, P=0.006; 0.092 cpd, P=0.011; 0.272, P=0.128). (B) individual traces of contrast sensitivity vs. spatial frequencies in control (black, n=12) and Brn3bcKO (green, n=6) mice. (C) individual values of maximum contrast level vs. spatial frequencies in control (black, n=12) and Brn3bcKO (green, n=6) mice (0.031 cpd, P=0.376; 0.064 cpd, P=0.018; 0.092 cpd, P=0.007; 0.272, P=0.008). Source data are provided as a Source Data file. Data are Mean ± SEM, n.s. (not significant) P>0.05, *P<0.05, **P<0.01, two-way ANOVA with repeated measures.

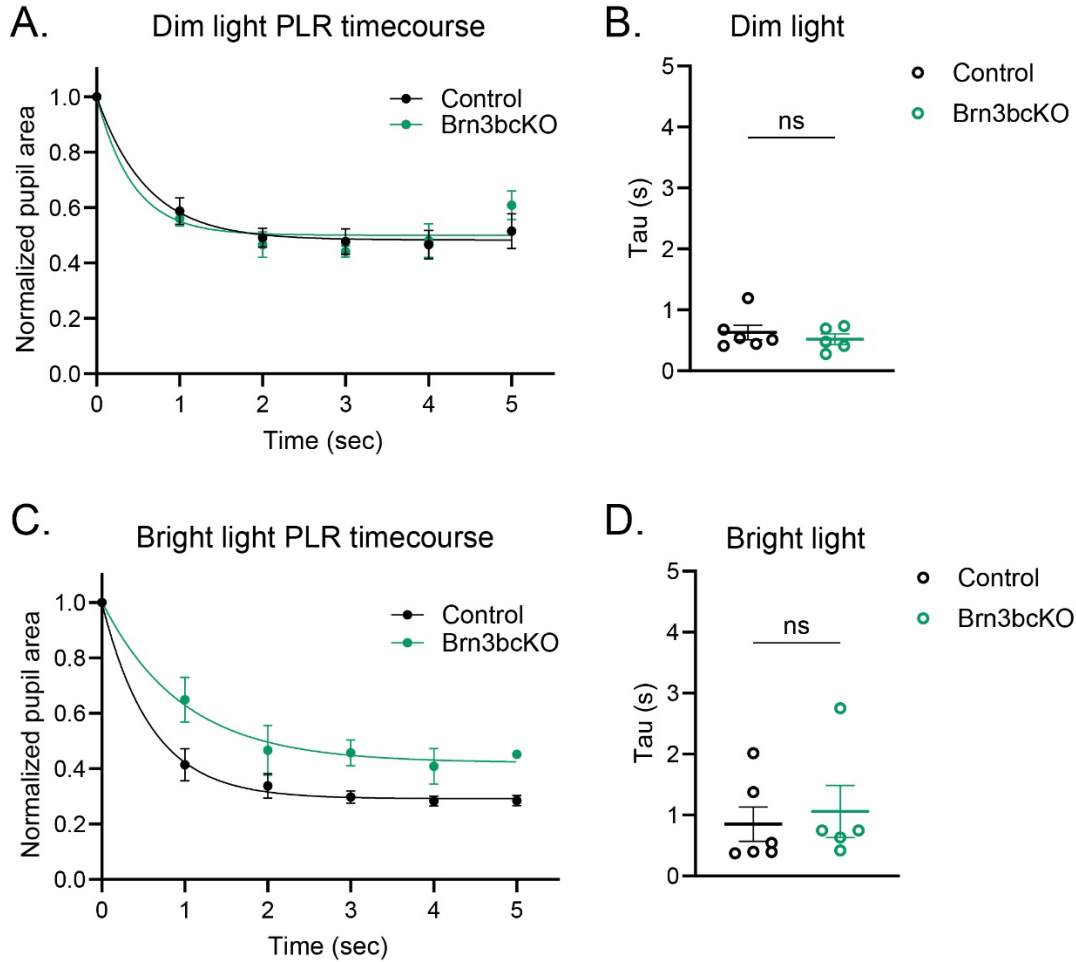

184

185 **Supplementary Figure 20.** Time course of pupillary light response (PLR) in control and

186 Brn3bcKO mice. (A and C) Pupil constriction plotted as a function of time in control (black) and

187 Brn3bcKO (green) mice in response to 5 second dim (13.8 log quanta/cm²/s, A) and bright (14.8

188 log quanta/cm²/s, C) light stimuli. (B and D) Grouped data of the time constant Tau measured by

189 fitting individual PLR data using a single-exponential decay function. There were no significant

190 differences in Tau between control (black, n=6) and Brn3bcKO (green, n=5) animals in response to

191 dim (B) (P=0.329) and bright (D) (P=0.792) light stimuli. Source data are provided as a Source

192 Data file. Data are Mean $\pm$ SEM, n.s. (not significant) P>0.05, two-tailed Mann-Whitney U test.

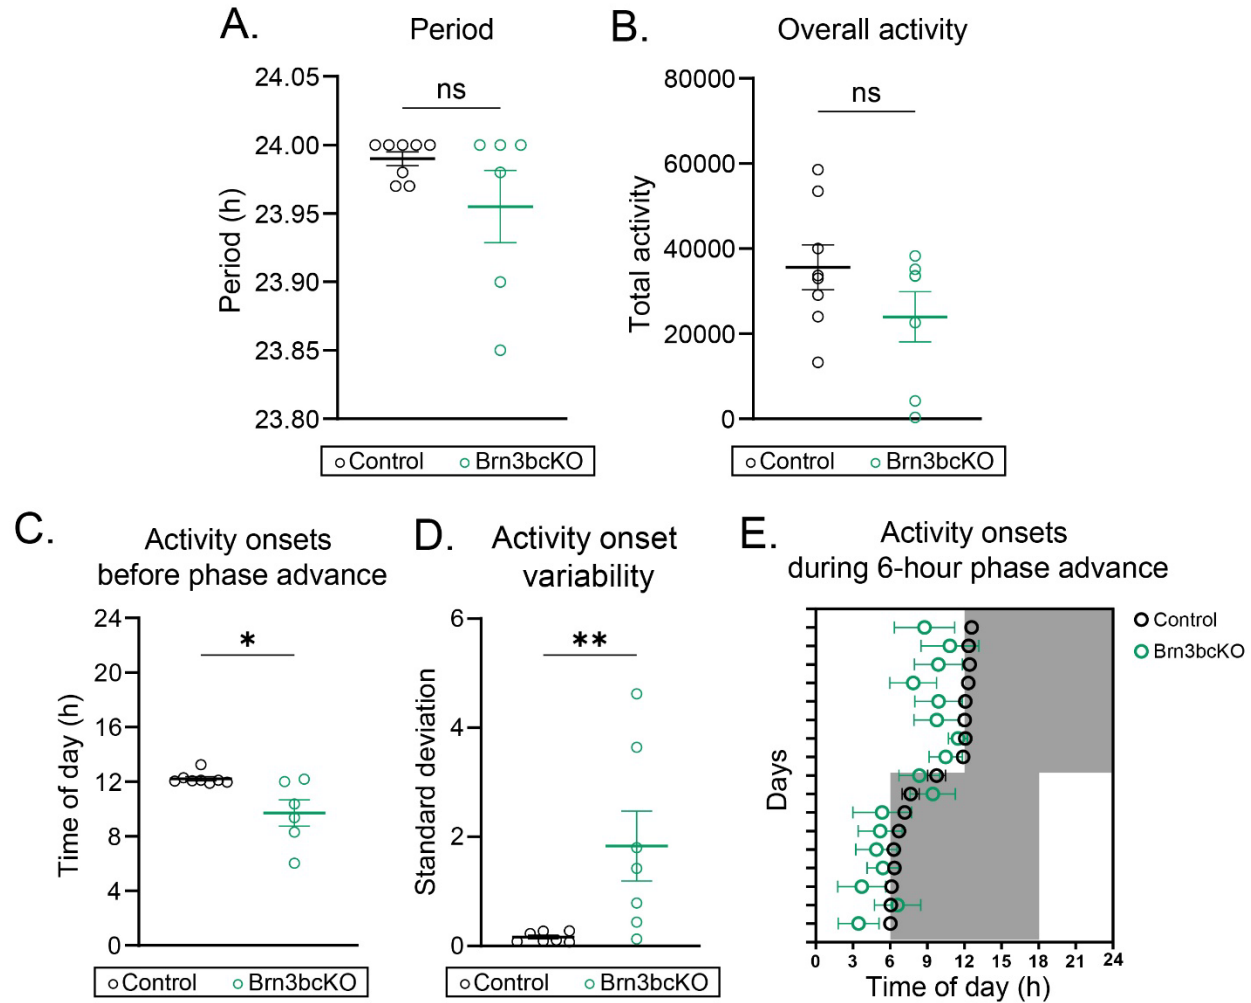

Supplementary Figure 21. Period and activity profile parameters in control and Brn3bcKO. (A-B) Brn3bcKO (green) did not show different period length (A) or overall activity changes (B) compared to control (black) mice ($n = 6$ / group, $P=0.157$, $P=0.163$, respectively). (C-D) The average activity onset was earlier (C) and more variable (D) in Brn3bcKO (green) mice compared to control (black) ($n = 6$ / group, $P=0.011$, $P=0.004$, respectively). (E) The activity onsets during 6-hour phase advance were not different in Brn3bcKO mice ($n = 6$ / group). Source data are provided as a Source Data file. Data are Mean $\pm$ SEM, n.s. (not significant) $P>0.05$, * $P<0.05$, ** $P<0.01$, two-tailed Student's t and Mann Whitney U tests.

Control

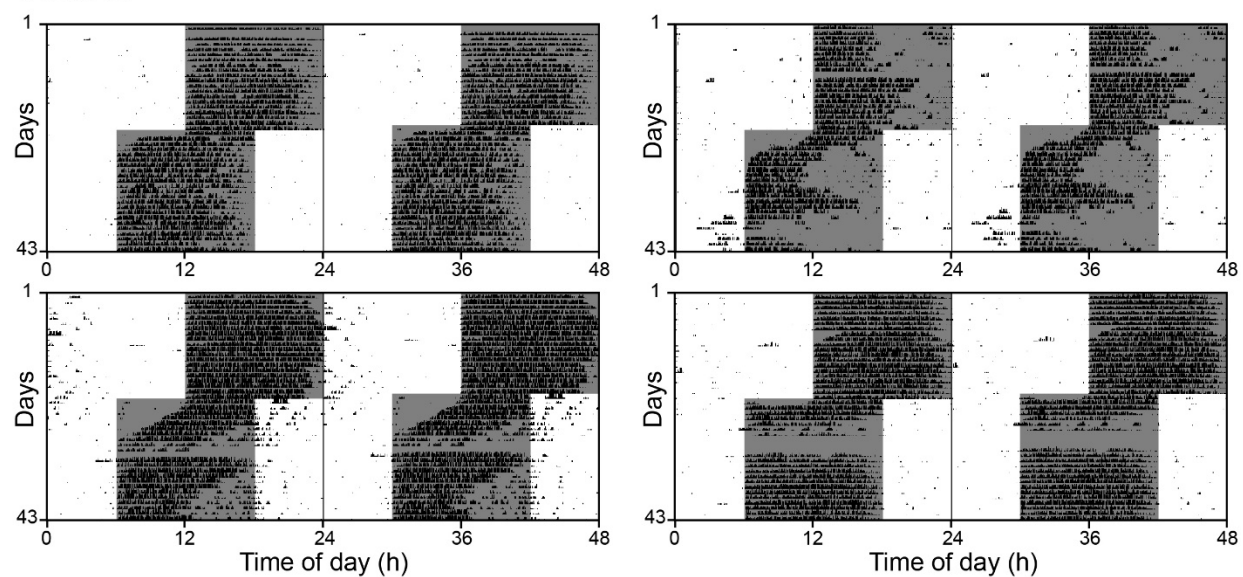

Brn3bcKO

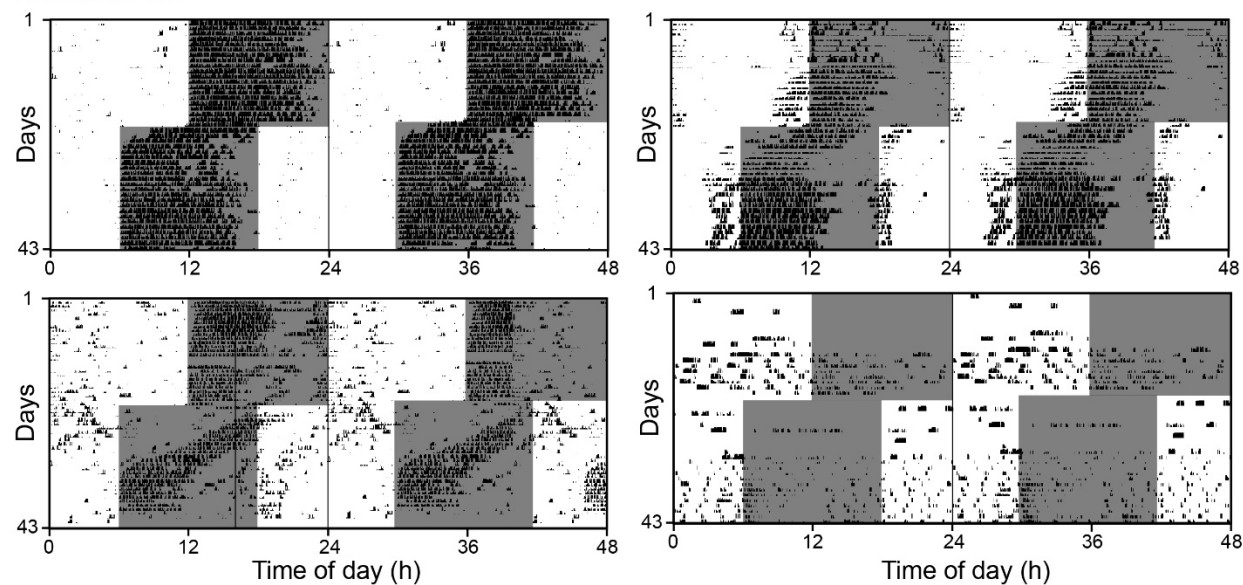

202
203 **Supplementary Figure 22.** Representative actograms from control and Brn3bcKO mice.
204 Representative wheel running activity profiles from control (top) and Brn3bcKO (bottom) mice.

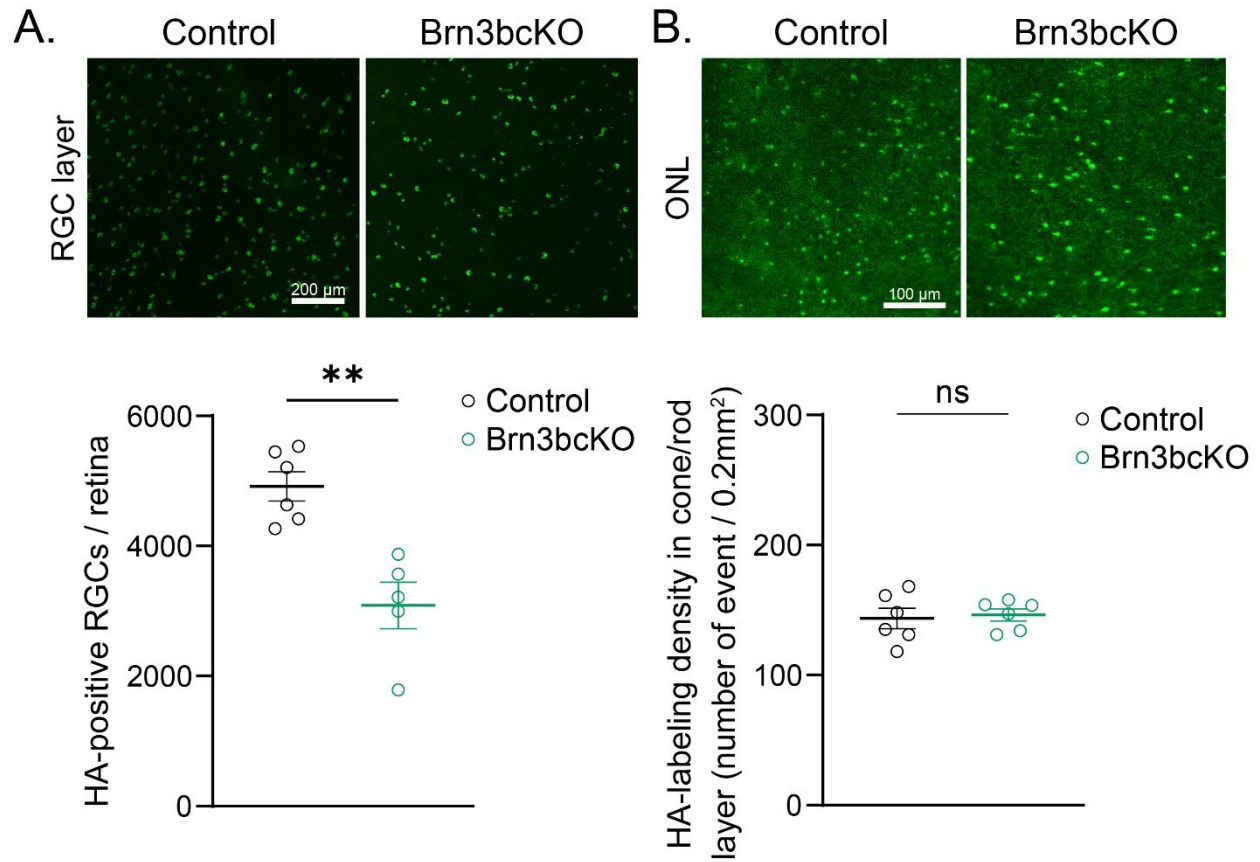

Supplementary Figure 23. Characterization of *Opn4^{Cre/+}; Rpl22^{HA}* and *Opn4^{Cre/+}; Brn3bc^{KOAP} Rpl22^{HA}* mouse lines. (A) (Top) HA expression in the retinal ganglion cell (RGC) layer in control and Brn3bcKO mice. (Bottom) Brn3bcKO (green, n=5 retinas) mice presented significantly lower number of HA-expressing RGC compared to control (black, n=6 retinas) littermates (P=0.001). (B) (Top) HA expression in the outer nuclear layer (ONL) in control and Brn3bcKO mice. (Bottom) control (black, n=6 retinas) and Brn3bcKO (green, n=5 retinas) mice presented non-significant differences in the density of cone photoreceptors expressing HA (P=0.765). Source data are provided as a Source Data file. All data are Mean $\pm$ SEM, n.s. (not significant) P>0.05, **P<0.01, two-tailed Mann Whitney U test.

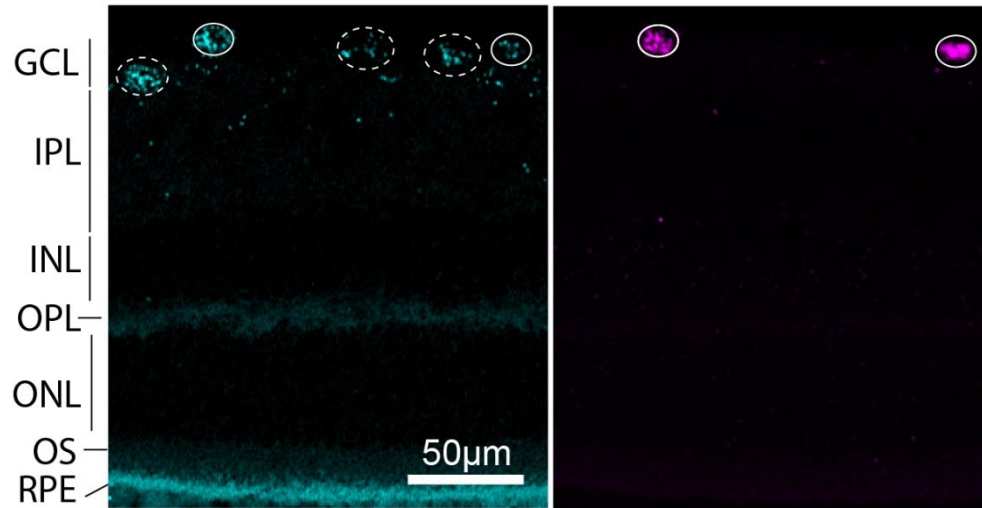

Supplementary Figure 24. Pattern labeling of *Brn3b* and *Opn4* mRNA in cross-sectioned retinas. *Brn3b* mRNA probe (left, cyan) is present in the retinal ganglion cell layer (GCL) in ipRGCs (full ellipse), other RGCs (dashed line ellipse) and sparse puncta in the inner plexiform layer (IPL). *Opn4* mRNA probe (Right, magenta) is present only in the GCL in ipRGCs (full ellipse). INL: inner nuclear layer; OPL: outer plexiform layer; ONL: outer nuclear layer; OS: outer segments of the cone and rod photoreceptors; RPE: retinal pigmented epithelium.

Probe	Catalog number	Tissue	Fluorophore
Mm- <i>Rbpms</i>	527231	Retinal sections	Fluorescein (NEL741001KT)
Mm- <i>Opn4</i> -C2	438061-C2	Retinal sections	Cyanine 3 (NEL744001KT)
Mm- <i>Brn3b</i> -C3<br>(Mm- <i>Pou4f2</i> -C3)	558481-C3	Retinal sections	Cyanine 5 (NEL745001KT)
Mm- <i>Opn4</i>	438061	Retinal sections	Cyanine 3 (NEL744001KT)
Mm- <i>Eomes</i> -C2	429641-C2	Retinal sections	Fluorescein (NEL741001KT)
Mm- <i>mCherry</i> -C2	431201-C2	Retinal sections	Cyanine 3 (NEL744001KT)
Mm- <i>Opn4</i>	438061	Whole mount retinas	Fluorescein (NEL741001KT)
Mm- <i>Chrna6</i> -C2	467711-C2	Whole mount retinas	Cyanine 3 (NEL744001KT)
Mm- <i>Zcchc12</i> -C3	524441-C3	Whole mount retinas	Cyanine 5 (NEL745001KT)

222 **Supplementary Table 1.** List of mRNA probes and fluorophores used in this study. All
223 fluorophores were used 1:1000.

Purpose	Primary Ab / Tracer	Dilution	Secondary Ab
To characterize <i>Opn4</i> ^{Cre/+} <i>Rpl22</i> ^{HA} and <i>Opn4</i> ^{Cre/+} ; <i>Brn3b</i> ^{CKOAP} <i>Rpl22</i> ^{HA} lines (Supplementary Figure 23)	Rabbit anti-HA (Abcam, ab9110)	1:500	Donkey anti-rabbit Alexa 488 (ThermoFisher, A-21206)
To test the role of Brn3b on melanopsin expression (Fig. 2, Extended Data Figs. 5 & 7)	Rabbit anti-melanopsin (ATS, N38)	1:1000	Donkey anti-rabbit Alexa 488 (ThermoFisher, A-21206)
	Rabbit anti-Calbindin (Swant, CB-38a)	1:500	
Morphological studies (sparse labeling) (Fig. 3, Extended Data Figs. 9 & 10)	Rabbit dsRed (Takara, 632496)	1:500	Donkey anti-rabbit Alexa 594 (ThermoFisher, A-21207)
	Goat anti-ChAT (Sigma, AB144P)	1:250	Donkey anti-goat Alexa 488 (Invitrogen, A11055)
	Mouse anti-SMI32 (Biolegend, 801701)	1:500	Donkey anti-mouse Alexa 647 (Invitrogen, A31571)
Morphological studies (filled cells) (Fig. 3, Extended Data Figs. 11 & 12)	Neurobiotin (VectorLabs, SP-1120-50)	-	Streptavidin 546 (Invitrogen, S11225)
	Chicken anti-GFP (Abcam, ab13970)	1:500	Donkey anti-chicken Alexa 488 (Jackson IRL, 703-545-155)
	Goat anti-Brn3b (Abcam, ab56026)	1:250	Donkey anti-goat Alexa 647 (Invitrogen, A21447)
Electrophysiological studies (filled cells) (Fig. 4; Extended Data Figs 14-18)	Neurobiotin (VectorLabs, SP-1120-50)	-	Streptavidin 546 (Invitrogen, S11225)
	Mouse anti-SMI32 (Biolegend, 801701)	1:500	Donkey anti-mouse Alexa 488 (Abcam, ab150105)

Supplementary Table 2. List of antibodies and tracers used in this study. The dilution of all secondary antibodies and streptavidin was 1:500. All antibodies used in this study have been

226 previously validated by the manufacturers. Validation data and protocols are available on the
227 respective manufacturers' websites.

# Supplementary material for: Genetic tuning of retinal ganglion cell subtype identity to drive visual behavior
**Source:** Nat Commun. 2025 Sep 30;16:8678. doi: 10.1038/s41467-025-63675-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: Differentially expressed transcripts in ipRGCs upon knockout of BRN3B using TRAPseq (two-sided P-value from negative binomial distribution with Benjamini-Hochberg post-hoc test, false discovery rate (FDR)<0.05)

Supplementary Data 2: BRN3B direct target genes with shared expression between E14.5 retina²¹ and adult ipRGCs³.

# Supplementary material for: Genetic tuning of retinal ganglion cell subtype identity to drive visual behavior
**Source:** Nat Commun. 2025 Sep 30;16:8678. doi: 10.1038/s41467-025-63675-w
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	• pClamp 10 (RRID:SCR_011323) – Used for acquisition of electrophysiology recordings via the Multiclamp 700B amplifier. • ClockLab Data Collection software (Actimetrics) – Used to record wheel-running activity for circadian rhythm analysis. • OptoMotry system (Cerebral Mechanics) – Used for quantifying visual behavior via optokinetic tracking response. • Sony Handycam camcorder – Used to record pupillary light reflex (PLR) responses. • Leica SPE5500 confocal microscope – Used to acquire fluorescence images of retinal sections and whole-mounts. • Leica CM1950 cryostat – Used for sectioning tissue for RNA FISH and immunohistochemistry. • Qubit fluorometer (Thermo Fisher Scientific) and Agilent Bioanalyzer – Used for quantification and quality control of RNA libraries. • Illumina NextSeq 550 – Used for sequencing Smart-seq3 RNA-seq libraries.
Data analysis	• GraphPad Prism v10.1.2 (RRID:SCR_002798) – Used for statistical analyses and generation of plots. • ImageJ (RRID:SCR_003070) – Used for quantifying pixel intensity, drawing regions of interest (ROIs), and normalizing image data. • Seurat v4 (RRID:SCR_016341) – Used for scRNA-seq data analysis, integration, dimensionality reduction (UMAP), clustering, and module score calculations. • edgeR (RRID:SCR_012802) – Used for differential gene expression analysis of TRAP-seq data. • Smart-seq3 pipeline – GitHub pipeline used to align and quantify Smart-seq3 libraries: https://github.com/sandberg-lab/Smart-seq3. • fastMNN (from the batchelor Bioconductor package) – Used for batch correction and integration of scRNA-seq datasets. • Simple Neurite Tracer (SNT) – Used in ImageJ for quantification of dendritic arbors; available at https://github.com/morphonets/SNT. • PyABF – Python package used to analyze electrophysiology data; https://pypi.org/project/pyabf/. • Python Programming Language v3.12.7 (RRID: SCR_008394) - Used to analyze electrophysiology data • Custom Python scripts – Developed for analyzing ipRGC electrophysiological recordings; available at https://github.com/schmidtlab-northwestern.

- DeepLabCut (RRID:SCR_017302) – Used to extract pupil diameter over time from video recordings of PLR responses.
- ClockLab Analysis Software v6 (Actimetrics) – Used for circadian rhythm data analysis from wheel-running behavior.
- Matlab (RRID:SCR_001622) – Used for additional custom data analysis.
- R (RRID:SCR_001905) – Used for additional custom data analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source Data are provided with this paper. TRAP-seq data are available in the Gene Expression Omnibus (GEO) database under the reference number GSE274888 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274888>]. Mouse RGC snRNAseq and BRN3B CUT&Tag data were downloaded through the GEO repository under the accession codes: GSE137400 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137400>] and GSE220587 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220587>].

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	n/a
Reporting on race, ethnicity, or other socially relevant groupings	n/a
Population characteristics	n/a
Recruitment	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were chosen to be commensurate with previous studies examining similar properties and are noted in the figure legends.
Data exclusions	No data were excluded from the analyses
Replication	4 biological replicates were used for sequencing experiments. We confirm all replication attempts were successful.
Randomization	Samples were allocated into experimental groups based on animal genotype. All experiments included littermate controls.
Blinding	All measurements and analyses were automated and all experimental groups were subjected to the same analysis protocols regardless of genotype.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Primary Antibodies / Tracers

- Rabbit anti-HA (Abcam, ab9110), 1:500
- Rabbit anti-melanopsin (ATS, N38), 1:1000
- Rabbit anti-Calbindin (Swant, CB-38a), 1:500
- Rabbit dsRed (Takara, 632496), 1:500
- Goat anti-ChAT (Sigma, AB144P), 1:250
- Mouse anti-SMI32 (Biolegend, 801701), 1:500
- Neurobiotin (VectorLabs, SP-1120-50), -
- Chicken anti-GFP (Abcam, ab13970), 1:500
- Goat anti-Brn3b (Abcam, ab56026), 1:250
- Mouse anti-SMI32 (Biolegend, 801701), 1:500

Secondary Antibodies

- Donkey anti-rabbit Alexa 488 (ThermoFisher, A-21206)
- Donkey anti-rabbit Alexa 488 (ThermoFisher, A-21206)
- Not specified
- Donkey anti-rabbit Alexa 594 (ThermoFisher, A-21207)
- Donkey anti-goat Alexa 488 (Invitrogen, A11055)
- Donkey anti-mouse Alexa 647 (Invitrogen, A31571)
- Streptavidin 546 (Invitrogen, S11225)
- Donkey anti-chicken Alexa 488 (Jackson IRL, 703-545-155)
- Donkey anti-goat Alexa 647 (Invitrogen, A21447)
- Donkey anti-mouse Alexa 488 (Abcam, ab150105)

Validation

All antibodies used in this study have been previously validated by the manufacturers. Validation data and protocols are available on the respective manufacturers' websites.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Animals were housed in vivarium under 12:12 light/dark cycle conditions with ad libitum access to food and water. Temperature ranged from 21 to 23 °C and humidity ranged from 30% to 70%. Male and female mice were used with a mixed B6/129 background for all experiments at embryonic (E13.5-E15) and adult (P40-P150) stages. WT, Opn4Cre/+ (RRID:IMSR_JAX:035925). Brn3bCKOAP (RRID:IMSR_JAX:010559). Opn4CreERT2/+ (RRID:IMSR_JAX:035926). Rpl22HA (RRID:IMSR_JAX:029977). R26R-EYFP (RRID:IMSR_JAX:006148).

Wild animals

n/a

Reporting on sex

Male and Females were included in all experiments. Sex was not considered as a biological variable in the study design or analysis. Data were not disaggregated by sex, as the experiments were not powered to detect sex differences.

Field-collected samples

n/a

Ethics oversight

All procedures were approved by the Animal Care and Use Committee at Northwestern University. Protocol number: IS00003845

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

n/a

Novel plant genotypes

n/a

Authentication

n/a

How the deposited data were processed for this re-analysis (not part of the article)

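The data are counts of ribosome-bound and total RNA from mouse retina at postnatal day 60, in 16 samples and 2 tables. The first table holds 8 libraries, with 2 replicates each of the HA IP and of the input from *Opn4* Cre; *Rpl22* HA retinas and from retinas without the HA tag. The second holds 8 HA IPs, from 4 control and 4 Brn3bcKO mice. Samples were assigned to groups and replicates from the sample labels and the paper, and no sample was left out. Counts of Y-linked genes in the control libraries of the first table, at most 7 summed over 4 genes, go against their label of pooled male and female mice, so that the selection and the contrast that subtracts the control IPs cannot be separated from sex.

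The authors made Smart-seq3 libraries, read them as 37 bp paired ends, and aligned them to mm10 and quantified them with the Smart-seq3 pipeline, as the Methods and the Reporting Summary state. The values are the raw counts that the authors deposited, whole numbers for each Ensembl transcript with no normalization. The annotation release is not given in the sources used here. Many transcripts of one gene have nearly equal counts. Because of this, transcripts were not summed, a total count is not read as a number of reads, and the counts of one gene's transcripts are not treated as independent. Totals ran from 2332612 to 14512132 in the first table and from 12994498 to 20350881 in the second. Of 117860 transcripts, 116747 (99.1%) were matched by their identifier to GENCODE M21 on mm10, from which positions were taken, and 114192 of them carried the same gene symbol there. Symbols are those of the deposited tables, where 17 transcripts are listed under 2 symbols.

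What was computed from the counts used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Low counts were removed with filterByExpr, which kept 45189 transcripts in the first table and 43975 in the second. Libraries were scaled by TMM, and the quasi-likelihood test of edgeR (glmQLFit and glmQLFTest) was run with the group alone as a factor, on 4 residual degrees of freedom in the first table and 6 in the second. P-values were adjusted by Benjamini-Hochberg over the transcripts tested. The common biological coefficient of variation was 0.116 in the first table and 0.201 in the second. In the first table the *Rpl22* HA IPs were compared with their inputs, and a further contrast subtracted the enrichment in the control IPs. In the second, Brn3bcKO IPs were compared with control IPs. In both, a transcript was tested only if its mean normalized CPM in the first table was higher in the *Rpl22* HA IPs than in the control IPs, after the paper's Methods, which name pair-wise negative binomial tests in edgeR. A gene was represented by the transcript with the highest mean count. Normalized CPM are given as mean ± SD over libraries.

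Genes were named by a rule written before the data were examined, when the paper's own tables had been seen: each gene the paper names for the TRAP data, the 10 genes per direction with the largest change among those past the threshold with non-overlapping groups and a mean count of at least 50, and up to 4 members of each list with the smallest p in Brn3bcKO. Other list members named in the text were chosen after their values were seen. The paper's values in Supplementary Dataset 1, which come from the second experiment, had been seen when the gene lists were written. These lists are therefore not blind to that experiment. Gene lists were written before the data were examined from textbook knowledge: retinal cell types (cone, rod, bipolar, amacrine, horizontal, Müller glia and astrocyte, microglia, vascular, pigment epithelium, pan-RGC, ipRGC marker, alpha RGC), melanopsin phototransduction, transcription factors of RGCs and ipRGCs, nicotinic, GABA-A and ionotropic glutamate receptors, voltage-gated potassium, sodium and calcium channels, auxiliary potassium channel subunits, two-pore and inward-rectifier potassium channels, HCN channels, calcium-binding proteins, cadherins, protocadherins, axon guidance, neuropeptides, immediate early genes, heat shock, circadian clock, MHC class II, cytosolic ribosomal proteins and the mitochondrial genome. The Brn3b High, Brn3b Low and all-ipRGC lists came from the source data of Fig. 1F (how the all-ipRGC list was chosen is not given in the sources used here) and the lists of BRN3B targets from Supplementary Dataset 2. Lists were tested with camera, which compares a list with the other genes, at a preset correlation of 0.01 and at an estimated correlation, and with fry, which asks whether a list moves one way. Adjustment was over the lists that had enough members, 32 for Brn3bcKO against control (38 without the selection) and 12 cell type lists for the *Rpl22* HA IPs against inputs without the selection. The 32 and the 38 include the lists of BRN3B targets, which the paper chose on these samples.

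The tests were tried on simulated data with the real means and library sizes. All transcripts were drawn independently with 1 common dispersion, and changes were placed only in transcripts above a minimum level. The real libraries hold transcripts of unequal spread that are not independent, so real recovery may be lower and false calls more frequent. For Brn3bcKO against control, over 21198 transcripts, 13.4% of transcripts changed by 0.5 on the log2 scale were recovered, 74.6% at 1 and 100% at 2, with 3 false calls. For the *Rpl22* HA IPs against inputs, over 21834 transcripts, 89.6% were recovered at 1.5, 98.5% at 2 and 100% at 3, with 2 false calls. For the contrast that subtracts the control IPs, over 45189 transcripts, 20.9% were recovered at 1 and 78.8% at 2. No libraries of one group differed by as little as sampling noise: the chi-square per degree of freedom between replicates was 2.33 to 31.0.

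Alternatives written before the data were examined were the likelihood ratio test of edgeR, DESeq2, upper quartile scaling, total counts alone, scaling to the all-ipRGC list, no filter, a mean log2 CPM of at least 1, no selection, only ipRGC-enriched transcripts, sex as labelled, the replicate number as a block, 1 transcript per gene, other thresholds, and each replicate left out in turn. Leaving out control IP replicate 2 of the first experiment (from the selection and the fit) was added after the data had been seen. In the first experiment the IP and the input of one number are described as parts of the same lysate, so the numbers pair these libraries. The correlation of their deviations was 0.0407 for the *Rpl22* HA libraries and 0.0235 for the control libraries. In the second experiment neither the labels nor the paper say that the numbers pair animals. The paper's normalization of fold changes by the number of HA-labelled ipRGCs relative to cones was not repeated, since it rests on cell counts from images. Single-cell, binding, in situ hybridization, physiology and behavior data were not analysed here. Some genes of the lists and of the paper's panels are not reported here.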

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

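The tests of a smaller share of RGC RNA, of a single library as the source of the crystallin counts, of the lens genes without Brn3bcKO replicate 2 and of strain DNA around *Pou4f2* were chosen only after the results were seen. Among 86 groups of 4 libraries, 7 held a library far from the others, with a gap to the nearest library, as a share of the group's range, above the 95% critical value of Dixon's test; chance gives this in about 1 of 20 groups. *Rbpms* in control replicate 4 was at 227 CPM (gap 0.849 of the range). *Chrna6* in control replicate 3 was at 250 CPM (gap 0.965). *Cryba1*, a lens crystallin, was at 0.0935 CPM in control replicate 4 and at 0 in the other control libraries (gap 1). *Slc1a2*, a glutamate transporter, was at 971 CPM in Brn3bcKO replicate 4 (gap 0.974). *Tusc5*, a membrane protein gene, was at 15.2 CPM in Brn3bcKO replicate 2 (gap 0.870). In the same library mitochondrial transcripts took 1.41% of counts (gap 0.893) and rRNA-like transcripts 3.92% (gap 0.915).

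All 14 cone genes were higher and 6 of 15 pan-RGC genes were lower in the Brn3bcKO IPs, while of 10 ipRGC marker genes 2 were higher and 1 was lower. A smaller share of RGC RNA as the whole cause would raise the genes of other cell types alike, but without the selection the cone median of 0.93 exceeded the pooled median of 32 amacrine, Müller glia and bipolar genes, 0.39, by 0.53 (95% interval over members 0.37 to 0.75, 10000 bootstrap draws). More RNA carried over without the tag was argued against as well, since the 2908 genes over 2-fold higher in control IPs than in *Rpl22* HA IPs had a median of 0.26 in Brn3bcKO, which minus the cone median is −0.66 (−0.83 to −0.57). Both intervals resample genes, and the cone genes move together in the same libraries (estimated correlation 0.521). They therefore do not measure the spread between animals. Library scaling was argued against by the 14 cone genes that were higher under upper quartile scaling, total counts alone and DESeq2; the all-ipRGC scaling, which raises every fold change, does not test it. Fewer tagged ipRGCs, which the paper reports from HA staining with no significant difference in tagged cones (Supplementary Fig. 23), is such a smaller share of RGC RNA. It stays open as a part of the cone rise. As the whole cause it is argued against over genes alone, and this was not tested over animals. More RNA from tagged cones also stays open and was not tested.

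Lens crystallin transcripts, which the paper does not discuss, were higher in the Brn3bcKO IPs, at a mean of 144 CPM summed over 16 genes (20.7, 332, 197 and 24.9 in replicates 1 to 4), than in the control IPs, at a mean of 4.23 and at most 5.61; without Brn3bcKO replicate 2 the mean was 80.8. A single library as the source is argued against, since 4 of 4 Brn3bcKO libraries lay above every control library. Lens tissue carried into the dissected retina may account for it: the sum of 8 lens fibre genes that are not crystallins was also higher in each Brn3bcKO library (1.38, 8.84, 5.63 and 1.38 CPM) than in any control library (at most 1.12), although *Dnase2b* alone was not (1 count against 3), with a ratio of group means of 6.15 that was 3.99 without Brn3bcKO replicate 2, and the crystallins kept the proportions they have in the inputs of the first experiment (Spearman's rho 0.985 across genes, which are not independent replicates). The 4 inputs held 232, 171, 40.2 and 162 crystallin CPM. These inputs are lysates of dissected retina, so the shared proportions do not separate lens tissue from crystallins made in the retina. The lens fibre sums rest on 18, 120, 99 and 28 raw counts in Brn3bcKO replicates 1 to 4, beside 21 in control replicate 3. A change of crystallin expression in the retina of Brn3bcKO mice was not tested and stays open.

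Several strongly changed genes, among them *Chrna6*, *Chrnb3*, *Necab2* and *Calb2*, lie on chromosome 8 with *Pou4f2*, at 51.0, 51.0, 41.0 and 31.7 Mb from it. DNA of another mouse strain around the targeted allele could change nearby genes or their alignment. These 4 genes lie outside the 20 Mb window that was tested, so the test does not bear on them, while *Junb* and *Irx6*, 2 of the changed transcription factor genes of Fig. 1G, lie inside it. Within 20 Mb of *Pou4f2* 13 of 166 genes were changed (7.83%), against 14 of 254 (5.51%) on the rest of the chromosome (two-sided Fisher's exact test, p = 0.416) and 472 of 7041 (6.70%) on other chromosomes (two-sided Fisher's exact test, p = 0.530). At these shares strain DNA and loss of BRN3B cannot be told apart for the genes near *Pou4f2*, *Junb* and *Irx6* included, because the mice that lack BRN3B are also those that carry the targeted allele.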

How the results depend on the processing

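The setting without control IP replicate 2 of the first experiment was chosen after the data had been seen. For each result that follows, the cause of a change was not tested, except that fewer samples, fewer transcripts tested or a stricter threshold lower a count by construction. In the first experiment the 1780 depleted transcripts (transcripts depleted in the Rpl22-HA IP over input) became 1167 by DESeq2, 3269 without the selection, 3894 by adjusted p alone, 577 with 1 transcript per gene and 1076 to 1755 with 1 library left out, with 1145 and 1076 without *Rpl22* HA IP replicates 1 and 2. The 2308 transcripts enriched in the Rpl22-HA IP over input became 6179 without the selection, 4290 by adjusted p alone, 856 with 1 transcript per gene and 1707 to 2342 with 1 library left out. The contrast that subtracts the control IPs gave 9310 transcripts with higher HA-dependent enrichment and 7959 lower, and with 1 library left out 6464 to 8866 and 5016 to 10115; transcripts with lower HA-dependent enrichment were 5016 without *Rpl22* HA input replicate 1 and 5242 without control input replicate 2. The replicate block, which pairs IP and input, gave 2283 enriched and 1770 depleted, and 9588 and 8383, and changed no other call of that experiment.

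In the second experiment, the 595 higher and 567 lower transcripts became 880 and 873 by the likelihood ratio test, 924 and 889 by DESeq2, 6870 and 229 with scaling to the all-ipRGC list, 190 and 323 without the selection, 240 and 146 over ipRGC-enriched transcripts, 259 and 285 with 1 transcript per gene, and 173 and 226 over 2-fold. With 1 library left out they ran from 222 to 951 and from 243 to 688. Counted as genes (genes higher in Brn3bcKO, 1 transcript per gene, and genes lower in Brn3bcKO, 1 transcript per gene), 278 and 222 became 438 and 349 by DESeq2, 3083 and 96 with all-ipRGC scaling, 95 and 128 without the selection, 115 and 71 over ipRGC-enriched transcripts, 88 and 88 over 2-fold, 338 lower by the likelihood ratio test, and 109 to 448 and 103 to 277 with 1 library left out. For ipRGC-enriched transcripts (those enriched in the HA IPs of the first experiment, cone transcripts among them), 130 and 346 became 328 and 140 with all-ipRGC scaling, 37 and 201 without the selection, 240 and 146 when tested alone, 58 and 177 with 1 transcript per gene, and 62 to 162 and 153 to 392 with 1 library left out. Without control replicate 3 these were the lowest of each range, and without control replicate 1 the highest. Cone genes higher were 7 of 14 without the selection and 10 to 14 with 1 library left out. Pan-RGC genes lower were 3 with all-ipRGC scaling, 3 without the selection, 2 over ipRGC-enriched transcripts and 3 to 6 with 1 library left out. Calcium-binding genes lower were 3 over ipRGC-enriched transcripts and 5 to 7 with 1 library left out. The Brn3b High median became −0.37 with all-ipRGC scaling, −1.39 over ipRGC-enriched transcripts, −0.98 with 1 transcript per gene and −0.88 to −0.70 with 1 library left out. The Brn3b Low median became 0.65 with all-ipRGC scaling and 0.14 to 0.34 with 1 library left out, and the all-ipRGC median became −0.17 over ipRGC-enriched transcripts and −0.49 to −0.37 with 1 library left out. All-ipRGC scaling was not run for that list's own median, which it fixes.

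The replicate number as a replicate block gave 960 higher and 869 lower transcripts, 447 and 357 genes, 169 ipRGC-enriched transcripts higher in Brn3bcKO and 498 ipRGC-enriched transcripts lower in Brn3bcKO, and 14 cone, 7 pan-RGC and 8 calcium-binding genes, with medians of −0.80, 0.25 and −0.43 for the Brn3b High, Brn3b Low and all-ipRGC lists. Libraries of one number correlated at 0.380, 0.0830, 0.0187 and −0.152, and only number 1 correlated best with its own partner, so the numbers are not taken to pair animals.

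Signs turned for *Junb* and *Fos* in the *Rpl22* HA IPs over input without the selection (0.067 and 0.16), for *Opn4* in Brn3bcKO with all-ipRGC scaling (0.34), over ipRGC-enriched transcripts (0.24), without control replicate 4 (0.051) and without Brn3bcKO replicate 3 (0.0099, with −0.21 the lowest of any 1 library left out), and for *Eomes* in Brn3bcKO in the first 2 of those settings (0.29 and 0.17); these genes were not past the threshold. Over the named genes and settings of the second experiment, the side of the threshold was kept 1310 times, lost 144 times and gained 12 times. In the first experiment these numbers were 563, 5 and 2. At this depth changes of 0.5 on the log2 scale were mostly missed in simulated Brn3bcKO data (13.4% recovered).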

Differences from the paper's values

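No test in this part was chosen after the values had been seen. For the Brn3b High list the paper's median log2 fold change, from the source values of Fig. 1F, is −0.58, and the value here is −0.78. Of the alternatives set before the data were examined, the median without control replicate 3 (−0.70) falls within the paper's value by the replicate SD, and the others do not. For the Brn3b Low list the paper's median is 0.51, and the value here is 0.24. Scaling to the all-ipRGC list (0.65) and leaving out control replicate 2 (0.27), control replicate 3 (0.29), control replicate 4 (0.34) or Brn3bcKO replicate 2 (0.25) bring the value within the paper's by the replicate SD, and the other alternatives do not. The paper states that fold changes of ipRGC-enriched genes, in comparisons of selected transcripts, were normalized by the number of HA-labelled ipRGCs relative to cones. The deposited counts do not include this step, and the Methods do not name the values of Fig. 1F as normalized by it. Over single transcripts the paper's values lie above those here by a median of 0.22 in the Brn3b High list, 0.25 in the Brn3b Low list and 0.23 in the all-ipRGC list. The shift was thus of similar size in each list. For the transcripts of Supplementary Dataset 1 the median difference was smaller, at 0.064. Whether the paper's normalization gives this shift was not tested.

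The paper lists *Fos* among the transcription factors changed in Brn3bcKO (Fig. 1G). Here it did not pass, at adjusted p = 0.165 from edgeR, while 6 genes of that panel did. Fos in Brn3bcKO passed with all-ipRGC scaling (0.0107), the replicate block (0.0211) and without Brn3bcKO replicate 2 (0.0316), and it is not among the transcripts of Supplementary Dataset 1. Of the paper's 1360 transcripts in that dataset, 1359 were tested here, 854 passed, each with the paper's sign, and 1116 passed by the likelihood ratio test. The paper shows *Slc6a9* and *Tfap2b* among the de-enriched transcripts of Supplementary Fig. 1. Here both were lower in the IPs only in the fit without the selection, because both were higher in the control IPs than in the *Rpl22* HA IPs.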

Other observations

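The genes named here beyond the rule for named genes were chosen after their values were seen. In Brn3bcKO IPs, genes of several further groups changed in one or a few members. *H2-Ab1*, a chain of MHC class II, was at 13.8 ± 2.59 CPM in Brn3bcKO and 35.6 ± 6.20 in control IPs (SD, n = 4 each), a log2 fold change of −1.37 (adjusted p = 0.000632 from edgeR), and was the 1 gene lower among 4 of MHC class II (2 when adjusted over the list alone; camera adjusted p = 0.00623, and adjusted p = 0.0706 with an estimated correlation). Of 26 genes of voltage-gated potassium channels 3 were lower and 1 was higher (4 and 2 when adjusted over the list alone), with *Kcnd2*, an A-type channel, at −1.39 (camera adjusted p = 0.0276, and adjusted p = 0.355 with an estimated correlation). Among 8 auxiliary subunits of these channels 3 were lower and 2 higher (3 and 2 when adjusted over the list alone), with *Kcnab1* at 1.24 (camera adjusted p = 0.316). Of 8 GABA-A receptor subunits 2 were lower (2 lower and 1 higher when adjusted over the list alone), *Gabrg3* at −1.63 and *Gabrg1* at −1.43, while the list's median was 0.33 and its mean −0.06 (camera adjusted p = 0.561); by edgeR the call of Gabrg1 in Brn3bcKO was lost without control replicate 3 or 4 (adjusted p = 0.0632 and 0.0654; 0.000769 to 0.0654 over the alternatives). *Grin2a* was the 1 gene lower among 6 of ionotropic glutamate receptors (2 when adjusted over the list alone; camera adjusted p = 0.0145, and adjusted p = 0.113 with an estimated correlation), and *Pvalb* the 1 lower among 4 alpha RGC genes (1 when adjusted over the list alone; camera adjusted p = 0.00568, and adjusted p = 0.113 with an estimated correlation). *Epha4*, an ephrin receptor, at −1.32, was the 1 gene lower among 36 of axon guidance (1 when adjusted over the list alone; camera adjusted p = 0.167).

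Of 12 neuropeptide genes 2 were higher and 1 was lower (3 and 1 when adjusted over the list alone), namely *Cartpt*, *Sst* and *Tac1* (camera adjusted p = 0.889). For Sst in Brn3bcKO, with overlapping libraries at 3.56 ± 1.78 CPM in Brn3bcKO and 1.18 ± 0.817 in control IPs (SD, n = 4 each), the log2 fold change was 1.62 (adjusted p = 0.04996 from edgeR), and the call was lost in 11 of 19 alternatives (0.00445 to 0.155), among them those without control replicate 1 (0.0543), control replicate 3 (0.155), control replicate 4 (0.143), Brn3bcKO replicate 1 (0.109) or Brn3bcKO replicate 4 (0.123). The call of Cartpt in Brn3bcKO (log2 fold change 0.75, adjusted p = 0.0358 from edgeR) was lost in 7 of 20 alternatives (0.000802 to 0.21), among them those without control replicate 2 (0.0942), control replicate 3 (0.129) or any 1 Brn3bcKO library (0.0555 without replicate 4 to 0.0834 without replicate 3). *Junb* was the 1 gene higher among 7 immediate early genes (2 when adjusted over the list alone; camera adjusted p = 0.0696), with a call lost in 8 of 20 alternatives, and *Rora*, a nuclear receptor of the clock, at 0.79, the 1 higher among 6 circadian genes (2 when adjusted over the list alone; camera adjusted p = 0.0633); by edgeR Rora in Brn3bcKO (0.000597 to 0.127 over the alternatives) was lost without control replicate 3 (adjusted p = 0.0854), control replicate 4 (0.0666), Brn3bcKO replicate 2 (0.0629) and Brn3bcKO replicate 4 (0.0809). *Cdh6*, at −1.29, was the 1 gene lower among 9 cadherins (1 when adjusted over the list alone; median 0.09 with the camera direction down, camera adjusted p = 0.916); by edgeR Cdh6 in Brn3bcKO (0.00632 to 0.119 over the alternatives) was lost without any 1 library other than control replicate 1 and Brn3bcKO replicate 3 (adjusted p = 0.0658 without Brn3bcKO replicate 1 to 0.119 without control replicate 4). Medians, with camera adjusted p values, were −0.38 and 0.316 for 8 two-pore and inward-rectifier potassium channels, 0.09 and 0.922 for 3 HCN channels (camera direction down), −0.08 and 0.561 for 7 protocadherins, 0.14 and 0.138 for 61 cytosolic ribosomal proteins and −0.12 and 0.905 for 3 pigment epithelium genes (mean 0.012). The lists of other cell types held few genes past the selection, with medians of 0.15 for 1 amacrine gene, −0.14 for 2 horizontal cell genes, 0.24 for 2 Müller glia genes (1 higher when adjusted over the list alone), 0.19 for 2 microglia genes and −0.25 for 1 vascular gene. Without the selection, medians were 0.34 for 11 bipolar genes, of which 2 were higher (3 when adjusted over the list alone), 0.45 for 12 mitochondrial genes, 0.45 for 13 rod genes, 0.39 for 11 amacrine genes and 0.49 for 10 Müller glia genes, beside 0.93 for the 14 cone genes. In the first experiment 1 of 3 horizontal cell genes was enriched (1 enriched and 1 depleted when adjusted over the list alone; camera adjusted p = 0.934). The all-ipRGC scaling moves every log2 fold change of Brn3bcKO up by about 0.41, which turns the sign of a median between −0.41 and 0.

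The paper reports from in situ hybridization that *Opn4* and *Eomes* mRNA were higher in Brn3bcKO ipRGCs, and from immunolabelling that melanopsin was higher. Those are signals of single ipRGCs, while CPM in an IP is a share of the RNA of all tagged cells, tagged cones included. The paper also counts fewer HA-labelled RGCs in Brn3bcKO retinas. An unchanged share in the IPs therefore does not go against a rise per cell. In the IPs, *Opn4* was at 58.1 ± 10.9 CPM in Brn3bcKO and 61.2 ± 10.6 in control libraries (SD, n = 4 each), with a log2 fold change of −0.08 (standard error 0.166, adjusted p = 0.85 from edgeR) whose sign turned under 4 alternatives. *Eomes* was at 82.7 ± 20.4 and 90.2 ± 7.87 CPM (SD, n = 4 each), with a log2 fold change of −0.12 (adjusted p = 0.737 from edgeR). *Zcchc12* was depleted in the *Rpl22* HA IPs over the inputs of the first experiment, with a log2 fold change of −1.38 (adjusted p = 0.000299 from edgeR), and was higher there than in the control IPs once both were set against their inputs, with 1.61 (adjusted p = 0.00877 from edgeR). *Chrna6* was enriched, at 2.32 (adjusted p = 1.37e-09 from edgeR).

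The 8 libraries of the second experiment were also split into 4 and 4 in each of the 35 possible ways. The real split changed 1162 transcripts and the highest of the other splits changed 1 (1 of 35 splits as large). The real split was also the largest for the median of the Brn3b High list (size 0.78, highest other 0.57, 1 of 35 as large). For the all-ipRGC list it was the largest by a small margin (0.41, highest other 0.37, 1 of 35). For the Brn3b Low list it was not the largest (0.24, highest other 0.25, 3 of 35 as large). A share of 1 of 35 is the smallest that these splits can give, so they cannot exclude chance. Every other split also mixes genotypes within its groups, which widens their spread and lowers the number of calls.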
